# Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury

**DOI:** 10.3389/fphys.2018.00019

**Published:** 2018-01-30

**Authors:** Jens-Uwe Werner, Klaus Tödter, Pengfei Xu, Lydia Lockhart, Markus Jähnert, Pascal Gottmann, Annette Schürmann, Ludger Scheja, Martin Wabitsch, Uwe Knippschild

**Keywords:** obesity, injury, C57BL/6J, skeletal muscle, fatty acid, *Alox5ap*, *Apobec1*

## Abstract

Injury and obesity are two major health burdens affecting millions of people worldwide. Obesity is recognized as a state of chronic inflammation accompanied by various co-morbidities like T2D or cardiovascular diseases. There is increasing evidence that obesity impairs muscle regeneration, which is mainly due to chronic inflammation and to excessive accumulation of lipids in adipose and non-adipose tissue. To compare fatty acid profiles and changes in gene expression at different time points after muscle injury, we used an established drop tower-based model with a defined force input to damage the *extensor iliotibialis anticus* on the left hind limb of female C57BL/6J mice of normal weight and obese mice. Although most changes in fatty acid content in muscle tissue are diet related, levels of eicosaenoic (normal weight) and DHG-linolenic acid (obese) in the phospholipid and docosahexaenoic acid (normal weight) in the triglyceride fraction are altered after injury. Furthermore, changes in gene transcription were detected in 3829 genes in muscles of normal weight mice, whereas only 287 genes were altered in muscles of obese mice after trauma. Alterations were found within several pathways, among them notch-signaling, insulin-signaling, sonic hedgehog-signaling, apoptosis related pathways, fat metabolism related cholesterol homeostasis, fatty acid biosynthetic process, fatty acid elongation, and acyl-CoA metabolic process. We could show that genes involved in fat metabolism are affected 3 days after trauma induction mostly in normal weight but not in obese mice. The strongest effects were observed in normal weight mice for *Alox5ap*, the activating protein for leukotriene synthesis, and *Apobec1*, an enzyme substantial for LDL synthesis. In summary, we show that obesity changes the fat content of skeletal muscle and generally shows a negative impact upon blunt muscle injury on various cellular processes, among them fatty acid related metabolism, notch-, insulin-, sonic hedgehog-signaling, and apoptosis.

## Introduction

Approximately 1.9 billion adults worldwide were considered to be overweight or obese in 2014, while affecting 41 million children in parallel mostly due to a sedentary western life-style and over-nutrition (WHO, 2016). Obesity is characterized by an increase in size and number of adipocytes in white adipose tissue (WAT) and an impaired adipocyte-dependent function (Adamczak and Wiecek, 2013; Richard and Stephens, 2014; Sinha et al., 2017). WAT is a complex endocrine organ secreting a wide range of hormones and other factors thereby influencing physiological processes in numerous other tissues (Adamczak and Wiecek, 2013). Obesity is frequently associated with several co-morbidities, among them type 2 diabetes, cardiovascular diseases, and musculoskeletal disorders (WHO, 2016; Sinha et al., 2017). Obesity usually leads to a chronic state of inflammation resulting in an increased infiltration and impaired polarization of macrophages, which in turn results in elevated levels of inflammatory cytokines and reactive oxygen species within the WAT (Akhmedov and Berdeaux, 2013; D'Souza et al., 2015; WHO, 2016). Furthermore, circulating free fatty acids (FA) are elevated in obese individuals leading to an increase in intramyocellular and extramyocellular lipids in muscle tissue (Boden and Shulman, 2002; Sinha et al., 2002; Schrauwen-Hinderling et al., 2003; Vogt et al., 2003). This so called ectopic lipid accumulation gives rise to lipotoxicity negatively influencing cell signaling and metabolism (Hulver et al., 2003; Adams et al., 2004; Guilherme et al., 2008; Muoio and Neufer, 2012; Akhmedov and Berdeaux, 2013).

Skeletal muscle comprises around 40% of the human body while being exposed to everyday activity, thus being prone to injuries. This requires a continuous repair of damaged fibrils and regrowth of new myofibers (Yin et al., 2013; Ceafalan et al., 2014; Frontera and Ochala, 2015). Muscle regeneration upon injury is a highly complex and synchronized process that involves several intertwined phases: Trauma, a disruption of muscle tissue, triggers the multistep regeneration process, which consists of an inflammatory response at the beginning that leads to the recruitment of immune cells. Necrotic myofibers are removed by neutrophils and M1-type macrophages (MΦ), while exerting a pro-inflammatory program to activate satellite cells and to promote their proliferation. Thereafter, M2-type MΦ secrete anti-inflammatory mediators that lead to differentiation of satellite cells into myoblasts enabling their fusion and regrowth to fully functional muscle fibers within a few weeks (Akhmedov and Berdeaux, 2013; Yin et al., 2013; Ceafalan et al., 2014; Forbes and Rosenthal, 2014; Rigamonti et al., 2014; D'Souza et al., 2015; Hardy et al., 2016). MΦ, although described in a simplified way, are key players in muscle regeneration. They regulate activation, proliferation and differentiation of satellite cells by releasing specific signaling molecules at each phase of the regeneration process (Smith et al., 2008; Akhmedov and Berdeaux, 2013; Pillon et al., 2013; Forbes and Rosenthal, 2014; Rigamonti et al., 2014). Muscle regeneration is susceptible to lipid burden in obese individuals (Tamilarasan et al., 2012; Akhmedov and Berdeaux, 2013). Hence, elevated levels of lipid metabolites, cytokines and altered MΦ functions impair satellite cell activation and functions in obese mice thereby affecting regenerative capacity (Adamczak and Wiecek, 2013; Akhmedov and Berdeaux, 2013; D'Souza et al., 2015).

Obesity is known to be associated with impaired muscle regeneration (Akhmedov and Berdeaux, 2013; D'Souza et al., 2015; Sinha et al., 2017). However, only few studies have combined diet-induced obesity by high fat diet (HFD) with a blunt injury animal model. Hardy et al. (2016) evaluated the most common injury models in mice, namely freezing, barium chloride, notexin and cardiotoxin, which apply either physical, chemical or toxic strain on the muscle and showed that different kinds of injuries may lead to different responses with regard to regeneration. In this work, we used an improved drop tower-based model with a defined force input to damage the muscle *extensor iliotibialis anticus* of normal weight and obese mice either fed a control or high fat diet. In order to investigate the influence of obesity-related factors on skeletal muscle regeneration after induction of a blunt trauma, we assessed different nutritional conditions and their influence on FA content and FA-metabolism related genes at different stages of the regeneration processes. Our results revealed that levels of eicosaenoic (normal weight) and DHG-linolenic acid (obese) in the phospholipid and docosahexaenoic acid (normal weight) in the triglyceride fraction are altered after injury, and that injury directly influences FA-metabolism by altering *Alox5ap* and *Apobec1* expression.

Transcriptome analysis revealed a total of 3829 differently expressed genes (DEG) in normal weight mice within the whole time course after injury, whereas only 272 DEG were found in obese animals. Changes were detected within several pathways, among them fat metabolism related cholesterol homeostasis, fatty acid biosynthetic process, fatty acid elongation and acyl-CoA metabolic process with high confidence. Additionally, changes in the expression levels of several genes involved in apoptosis, notch-, insulin-, and sonic hedgehog-signaling were observed in muscle tissue of obese and normal weight mice. In summary, our results highlight the negative impact of obesity on several cellular processes in skeletal muscle after injury.

## Materials and methods

### Animal housing and breeding

Sixteen-week-old male and female C57BL/6J mice were purchased from the in-house breeding facility of Ulm University, and kept in a pathogen free open cage facility in a 12 h light/dark cycle at 22.5 ± 1°C with access to food and water *ad libitum*. Animals were used for breeding purposes until exhausted by law. Parental animals received a normal (ND; 10% kcal fat; D12450J) or high fat diet (HFD; 60% kcal fat; D12492, purchased from Research Diets Inc. by their European distributor Brogaarden®, Gentofte, Denmark.), started 1 week prior to breeding to influence prenatal development of litter. Litters received the corresponding parent diet. Only female mice were used for trauma induction. All animal experiments were approved by state and local authorities (license: 1183) and were carried out in accordance with ARRIVE guidelines and local regulations.

### Traumatic muscle injury

Prior to application of injury 16 ± 1 week old normal weight and obese C57BL/6J mice were anesthetized with 2.5 vol% sevoflurane (Sevorane^TM^ Abbott, Wiesbaden, Germany) mixed with 97.5 vol% oxygen. Analgesic treatment involved s.c. injection of buprenorphine (Temgesic® Reckitt Benckiser, Berkshire, Great-Britain [0.03 mg/kg]). The area around the muscle to be hit was shaved and marked to increase reproducibility. Control animals did not receive any injury. Induction of injury to *extensor iliotibialis anticus* muscle of the left hind leg was then carried out by a mechanical drop tower device, similarly as recently described for the facial nerve (Wanner et al., 2017). Briefly, the left hind limb was positioned under the drop tower, and fixed onto a scaffold. A wedge with a flat surface was placed onto *extensor iliotibialis anticus*, allowing a weight of 40 g being dropped to generate an indirect but controlled force input. Effective drop height was 104 cm. A removable spacer (3 mm) on top of a crossbar to limit the total depth of penetration was used to avoid bone fracture. Female C57BL/6J litter animals were randomly grouped either into the “blunt muscle injury” (*n* = 12 per time point) or the “control” (*n* = 6 per time point) group and sacrificed by CO_2_ inhalation at different time points of the regeneration process (1, 6, 24 h, 3, 8, and 21 d). Tissue from *extensor iliotibialis anticus* of normal weight and obese groups was isolated, snap frozen in liquid nitrogen and stored at −80°C until further use.

### Hematoxylin and eosin (HE) staining

Muscle tissue of the *extensor iliotibialis anticus* from untreated or injured normal weight and obese mice were collected at different time points. The specimens were embedded in paraffin, and processed for 5 μm thick cross-sections with circular layer and myenteric ganglia cut longitudinally. After deparaffinization specimen were stained for 3 min in hematoxylin (Sigma-Aldrich, Munich, Germany). Thereafter specimen were washed 2 times with H_2_O followed by incubation with 1% acidic alcohol for 3 s and re-staining with running tap water for 10 min. Then, cytoplasm of specimens was stained with eosin (Sigma-Aldrich, Munich, Germany) for 10 s. Dehydration of sections was performed two times by incubation in 96% EtOH for 5 min, followed by two times incubation in 100% EtOH for 5 min. Thereafter, specimens were incubated in Roti®-Histol for 10 min. Sections were mounted using Entellan®.

### Lipid extraction and gas chromatography

Muscle tissue was extracted by adding 10 μl chloroform-methanol (2:1 vol.) per mg tissue and homogenized using a bead mill (TissueLyzer, Qiagen, Hilden, Germany). After centrifugation, aliquots were spotted on silica thin layer chromatography plates (Macherey and Nagel, Düren, Germany) and developed with hexane-diethyl ether-acetic acid (80:20:1.5 vol.). PL and TG fractions were visualized with primuline, scratched off and transferred into centrifuge vials. Fatty acid methyl ester were prepared as described by Lepage and Roy (Lepage and Roy, 1986) except that toluene was used instead of benzene. Briefly, 1 ml methanol-toluene (4:1), 100 μl heptadecanoic acid (200 μg/ml in methanol-toluene 4:1), 25 μl butylated hydroxytoluene (0.1 M in methanol) and 100 μl acetyl chloride were added to the scratched silica samples and heated to 100°C for 1 h. After addition of 3 ml 6% sodium carbonate and centrifugation 50–100 μl of the upper layer were transferred into gas chromatography vials with inserts. Gas chromatography analyses were performed using a HP 5890 gas chromatograph equipped with FID and a DB225 column (both from Agilent, Waldbronn, Germany). Peak identification and quantification was performed by comparing retention times and peak areas, respectively, to standard chromatograms. All calculations are based on fatty acid methyl esters values.

### RNA isolation and microarray analysis

Muscle tissue from female normal weight and obese animals (*n* = 3) as well as from control and trauma mice was used from each time point (1, 6, 24 h, 3 and 8 d). Total RNA was isolated using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer's protocol. Microarray analysis was carried out using the Affymetrix (Thermo Fisher Scientific, Dreieich, Germany) system in our in-house Genomics core facility. RNA was analyzed on integrity, contamination with genomic DNA and feasibility using the Agilent 2100 Bioanalyzer System. One hundred nanogram RNA was used as described in the GeneChip® WT PLUS Reagent Kit from Affymetrix, while using Mouse Gene 1.0 ST Array GeneChip (Thermo Fisher Scientific, Dreieich, Germany). Arrays were analyzed with Affymetrix GeneChip Scanner 3000 and first evaluated using Affymetrix Expression Console™. A method to evaluate the CEL files was designed with RStudio in R. Briefly, control versus injured animals were RMA-normalized for time and diet, respectively. *P*-values were determined using the pval-function. Up-/down-regulation was assessed without considering significance or expression levels in order to generate an unbiased time lapse. Basal level of controls by this method equals ±1. Significance of *p* ≤ 0.05 was set to determine significant changes and to find potential candidates for further validation in a RT-qPCR approach. This led to the identification of most prominent genes expressed over the whole time course up to 8 days with focus on fatty acid-related genes. The complete data set is accessible at Gene Expression Omnibus (GSE103726).

### Real-time qPCR

One hundred nanogram of total RNA was transcribed into cDNA using the AffinityScript cDNA Synthesis Kit (Agilent Technologies, Santa Clara, USA) according to manufacturer's instructions. *Ppia* (*Mm_Ppia_1_SG QT00247709*) was used as reference gene according to Gong et al. (2016). Marker genes were *Alox5ap* (*Mm_Alox5ap_1_SG QT01050574*) and *Apobec1* (*Mm_Apobec1_1_SG QT00109844*). Reference genes, markers and SYBR® Green (QantiTect® SYBR® Green PCR Kit) were purchased from Qiagen (Hilden, Germany). For data evaluation, each well was related to the average of the housekeeping gene, then averaged again in order to get a value per mouse. Mice were then grouped appropriate to time of treatment (control/injury) and diet. Each injured subgroup was normalized on their corresponding controls to determine x-fold values.

### Statistical evaluation

Statistical analysis was carried out by two-sided homoscedastic *t*-test, for weight distribution and comparisons of fatty acid profiles in phospholipid and triglyceride fractions. Significance levels for differences in fatty acid ratios were calculated using Fisher's exact test in combination with odds ratio for each variable (SFA, MUFA and PUFA). Calculation was performed by R, using the “questionr” package (see Supplement 1.1). Microarray evaluation used the pval-function in R to determine significance. Comparison of qPCR results was performed with two factorial analysis of variance (ANOVA) with repeated measurements (*n* = 3).

### Software

All pictures were generated using GraphPad Prism version 5 for Windows, GraphPad Software, San Diego California USA, www.graphpad.com.

CEL files were analyzed with RStudio (RStudio Team, 2016) (version 0.99.903), R (R Development Core Team, 2016) (version 3.2.5) and various R-packages (e.g., “affy,” “pvclust,” “gplots,” and “FactoMineR”). For a complete list of the packages including version numbers and citations, please refer to Supplement 1.2.

Pathway analysis was carried out with ClueGO (Bindea et al., 2009) v2.3.3, a plug-in for Cytoscape (Lotia et al., 2013).

## Results

### General characteristics

In order to assess obesity and trauma induced alterations in fatty acid content in skeletal muscle, an established muscle trauma model was used in which a defined drop tower device induced a blunt injury to the left hind leg of female 16 ± 1 weeks old normal weight and obese C57BL/6J littermates. General characteristics for diet, strain, sex, treatment, sample size, age, and body weight are depicted in Table 1. Since nutrition during pregnancy and early lifetime already has a great impact on muscle physiology and regeneration capacity (Woo et al., 2011; Hemalatha, 2013), already 1 week prior to breeding, parent animals as well as their littermates received either a ND (10% kcal) or HFD (60% kcal fat). Whereas diet had a significant influence on total body weight (*p* ≤ 0.01; Figure 1), blunt muscle injury did not result in any significant changes in the body weight of normal weight and obese mice post-injury (Table 2).

**Table 1:** Characteristics for animals used for induction of a blunt muscle trauma.

	**Normal weight**		**Obese**	
Diet	D12450J		D12492	
	Normal (ND)		High fat (HFD)	
	10% kcal fat		60% kcal fat	
Strain	C57BL/6J			
**Sex**	**Female**			
**Treatment**	**Control**	**Trauma**	**Control**	**Trauma**
n =	18	18	18	18
Age [week]	16.3 ± 0.69	16.5 ± 0.52	16.3 ± 0.73	16.4 ± 0.69
Body weight [g]	21.4 ± 1.02	21.7 ± 1.67	33.1 ± 4.67	32.4 ± 3.54

*Age and body weight are depicted as mean ± standard deviation*.

**Figure 1:**
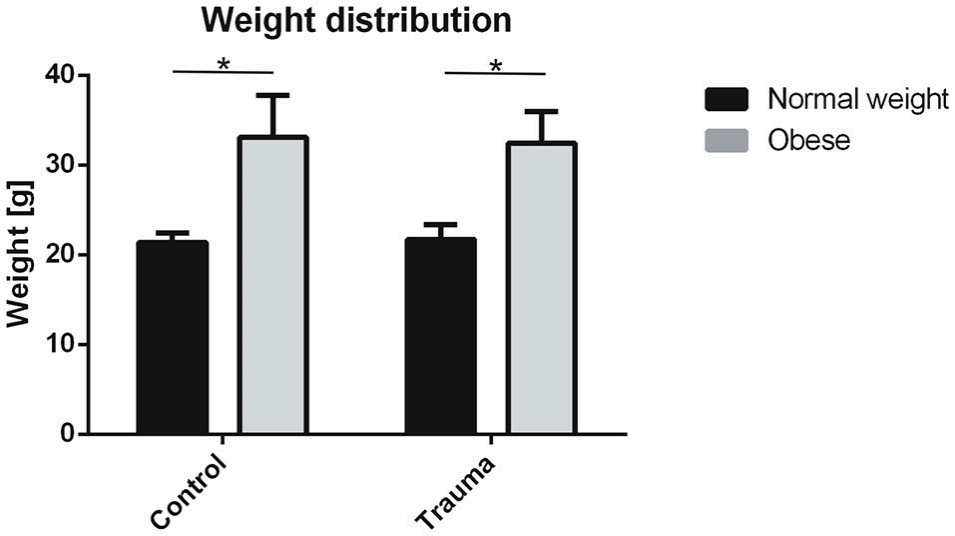
Body weight of animals and significant differences of our cohort. Values are given with mean ±standard deviation; *n* = 18 per group. Statistical analysis by two-sided homoscedastic *t*-test. *Indicates *p* ≤ 0.01.

**Table 2:** Effect of blunt muscle injury on the weight of normal weight and obese animals.

	**Normal**				**Obese**			
	**Before**		**After**		**Before**		**After**	
**CONTROL**								
1 h	21.4	±1.74	n.m.		31.2	±5.48	n.m.	
6 h	21.3	±1.33	n.m.		32.6	±1.91	n.m.	
24 h	20.0	±1.15	19.8	±0.70	25.4	±4.56	24.4	±4.08
3 d	19.5	±0.57	20.1	±0.75	28.0	±5.84	27.9	±5.76
8 d	20.7	±1.19	21.1	±1.95	31.2	±0.51	31.7	±0.32
**TRAUMA**								
1 h	22.4	±0.78	n.m.		28.3	±4.57	n.m.	
6 h	22.5	±1.39	n.m.		34.9	±5.00	n.m.	
24 h	21.2	±0.36	20.5	±0.46	26.3	±4.31	26.4	±4.18
3 d	20.9	±1.42	20.7	±1.46	29.3	±0.40	27.6	±2.01
8 d	22.1	±2.82	21.6	±1.86	29.6	±2.75	29.3	±2.56

*All animals were weighed before and at different time points after muscle injury. Weight loss was only noted after trauma with slight decreases for both, normal weight and obese animals. Values are depicted as average in grams ±standard deviation per group; n.m., not measured*.

Although normal weight and obese mice differ significantly in weight, no statistically significant differences in the impact forces generated by the drop-tower device were detected (own unpublished data). Therefore, the degree of muscle damage was similar in both animal groups and led to formation of hematoma and edema in the injured muscle tissue of normal weight and obese mice peaking 24 h post-injury. In regard to morphology, regeneration has been much more advanced in normal weight mice than in obese mice 8 days post-injury (Figure 2 and Table 3).

**Figure 2:**
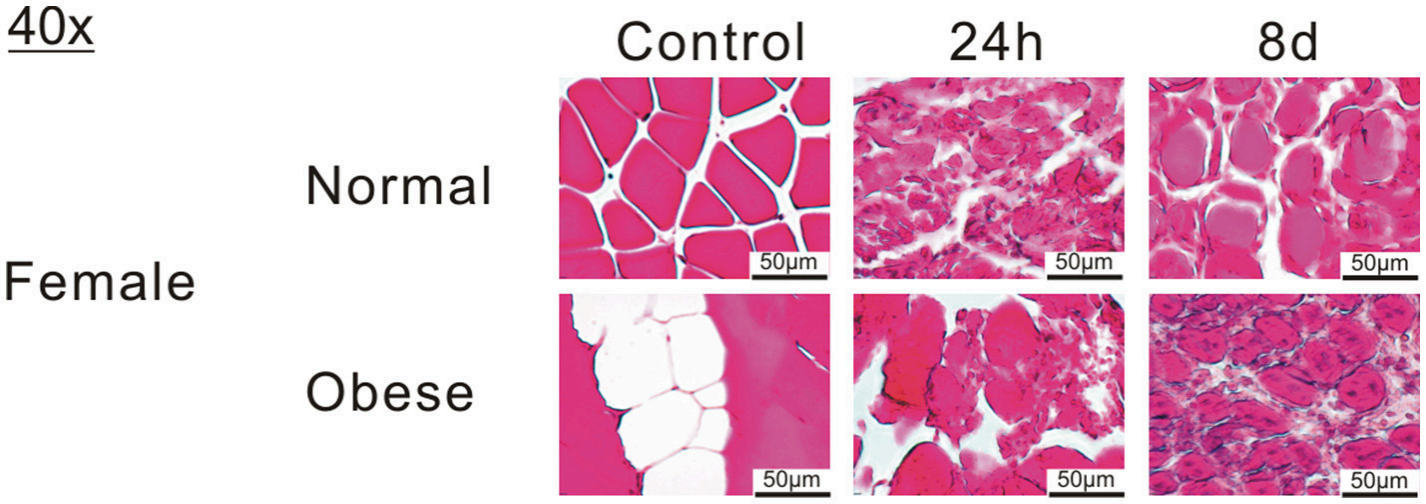
Hematoxylin-eosin (HE) staining of muscle tissue sections from female normal weight and obese mice for control, 24 h and 8 d after blunt injury induction. Muscle damage and myofiber regeneration are visible. Pictures were taken with Olympus IX81 using Xcellence v.1.2. Scale = 50 μm at 40x magnification.

**Table 3:** Blunt muscle injury to *extensor iliotibialis anticus* results in similar muscle damage but to an increased fibrosis formation in obese mice compared to normal weight mice.

	**Normal weight mice**	**Obese mice**
Interstitial fluid, edema and hemorrhage exudate	Formation of interstitial fluid, edema and hemorrhage exudate already 1 h after injury detectable	Interstitial fluid, edema and hemorrhage exudate formation as in normal weight animals
Morphology	Disruption of tissue, peak inflammation 24 h after injury. Regeneration was completed after 21 day	Disruption of tissue, peak inflammation 2 days delayed. Muscle regeneration still incomplete after 21 days

### Comparison of fatty acid ratios in normal weight and obese animals

Since elevated free fatty acids (FA) and lipid accumulation in obese individuals lead to lipotoxicity negatively influencing various cellular processes including regeneration and metabolism (Hulver et al., 2003; Adams et al., 2004; Guilherme et al., 2008; Muoio and Neufer, 2012; Akhmedov and Berdeaux, 2013), we focused on the fatty acid ratios in normal weight and obese mice before and at different times after blunt injury induction. Evaluation of the influence of time on muscle tissue FA composition after blunt muscle injury in normal weight and obese mice at different time points (1, 6, 24 h, 3, 8, and 21 d post-injury) revealed no effect of time on fatty acid composition, thus allowing to combine samples (see Supplements 2.2, 2.3, 2.5, 2.6). In order to determine the percentage estimate of saturated (SFA), monounsaturated (MUFA) and polyunsaturated (PUFA) fatty acid ratios in muscle in all groups, both, the phospholipid and triglyceride fractions were cumulated, respectively.

The phospholipid fraction (Figure 3A) showed no change in SFA content following diet or injury (NC 46.16, NT 46.30, OC 46.90, and OT 47.32%). However, MUFA content was slightly higher in muscle tissue from trauma than in muscle tissue of control animals, while normal weight mice showed a higher content compared to obese mice (NC 14.62, NT 15.02, OC 10.35, and OT 10.94%). Conversely, normal weight animals showed less PUFA in muscle tissue, while trauma results in a slight decrease in PUFA content (NC 39.17, NT 38.57, OC 42.59, and OT 41.59%).

**Figure 3:**
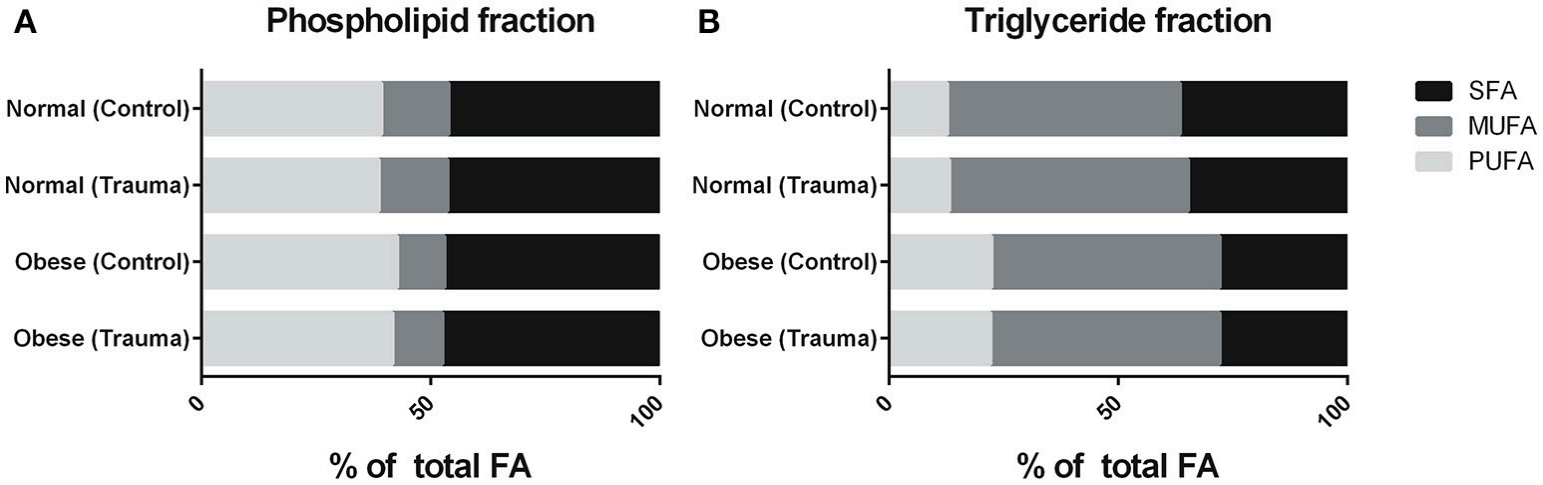
**(A)** Ratios grouped into saturated (SFA), monounsaturated (MUFA) and polyunsaturated (PUFA) fatty acids for phospholipid and triglyceride fractions respectively. Injury influenced MUFA in both groups and PUFA notably in obese mice in phospholipid fraction. SFA was higher in normal weight controls. Phospholipid SFAs did not change, while MUFAs were higher and PUFAs lower in normal weight mice **(B)**. Triglyceride SFAs were higher and PUFAs were lower in normal weight mice. MUFA content did not change. Trauma includes 1, 6, 24 h, 3, 8, and 21 d. NC, Normal (Control); NT, Normal (Trauma); OC, Obese (Control); and OT, Obese (Trauma).

In the triglyceride fraction (Figure 3B), SFA content was higher in normal weight compared to obese animals. Control animals in this group were higher in SFA content than in animals of the trauma group (NC 36.73 vs. NT 34.93%), while obese muscle tissue showed no distinct change (OC 27.96 vs. OT 27.92%). MUFA content was similar in all groups (NC 50.81, NT 52.16, OC 49.78, and OT 50.05%). PUFA showed a strong decrease in muscle tissue from normal weight animals when compared to obese animals (NC 12.63% and NT 13.00% vs. OC 22.26% and OT 22.04%).

Cumulative values were used for Fisher's exact test and odds ratio to investigate significance and tendencies. In this regard, no statistical significance was seen when combining all increments. Furthermore, cumulated FA content of skeletal muscle is independent of injury, while diet is able to exhibit slightly higher odds of increased FA content (see Supplement 1.1).

### Fatty acid composition of phospholipid fraction

Muscle tissue of normal weight and obese mice collected at all-time points (1h up to 21d) was used for isolation of fatty acids to determine changes in lipid metabolites. The phospholipid fraction was isolated by thin-layer chromatography and analyzed by gas chromatography (Table 4). Myristoleic, stearidonic, DHG-linolenic, eicosatetraenoic, and eicosapentaenoic acid could not be detected. However, palmitic, stearic, arachidonic, and docosahexaenoic acid reached over 10% of total fatty acid fraction. Muscle tissue from trauma animals showed a significant influence on eicosenoic (ND, CvT) and DHG-linolenic acid (HFD, CvT) with *p* ≤ 0.05, while the other FAs remained unaffected (see Supplement 2.1). In contrast, diet revealed a strong effect on almost all fatty acids when comparing normal weight vs. obese tissue for control and trauma, respectively.

**Table 4:** FA-composition of phospholipid fraction in muscle tissue.

	**Phospholipid fraction**							
	**Normal**				**Obese**			
	**Control**		**Trauma**		**Control**		**Trauma**	
Myristic (14:0)	1.106	±0.045	1.160	±0.345	0.779	±0.081	0.771	±0.054
Myristoleic (14:1)	n.d.		n.d.		n.d.		n.d.
Palmitic (16:0)	27.696	±1.153	27.518	±1.278	26.779	±1.671	26.962	± 1.404
d-7-hexadecenoic (16:1)	0.766	±0.114	0.808	±0.128	0.668	±0.092	0.669	±0.090
Palmitoleic (16:1)	2.090	±0.235	2.142	±0.258	0.694	±0.110	0.731	± 0.118
Stearic (18:0)	16.266	±1.803	16.712	±0.914	18.706	±1.554	18.842	± 2.183
Oleic (18:1)	6.518	±1.866	6.842	±1.700	5.262	±0.821	5.801	±1.273
Vaccenic (18:1)	4.472	±0.313	4.425	±0.359	3.261	±0.250	3.224	±0.180
Linoleic (18:2)	7.482	±0.707	7.851	±0.938	9.384	±1.365	8.912	±1.084
g-Linolenic (18:3)	0.082	±0.010	0.085	±0.008	0.056	±0.007	0.070	± 0.058
Linolenic (18:3)	0.548	±0.047	0.549	±0.061	0.411	±0.176	0.616	±1.036
Stearidonic (18:4)	n.d.		n.d.		n.d.		n.d.
Arachidic (20:0)	0.230	±0.128	0.203	±0.104	0.192	±0.109	0.210	±0.107
Eicosenoic (20:1)	0.176	±0.020	0.194	±0.029	0.145	±0.018	0.151	±0.021
Eicosadienoic (20:2)	0.283	±0.035	0.315	±0.058	0.803	±0.074	0.785	± 0.061
DHG-Linolenic (20:3)	0.925	±0.067	0.903	±0.078	0.761	±0.063	0.716	±0.048
Arachidonic (20:4)	11.976	±0.924	11.843	±0.794	10.756	±1.157	10.309	± 0.666
Eicosatrienoic (20:3)	n.d.		n.d.		n.d.		n.d.
Eicosatetraenoic (20:4)	n.d.		n.d.		n.d.		n.d.
Eicosapentaenoic (20:5)	0.076	±0.023	0.082	±0.008	0.055	±0.015	0.055	±0.014
Behenic (22:0)	0.346	±0.297	0.304	±0.219	0.181	±0.027	0.215	±0.109
Erucic (22:1)	0.094	±0.017	0.099	±0.027	0.056	±0.017	0.056	±0.016
Docosapentaenoic (22:5)	1.144	±0.132	1.214	±0.129	2.152	±0.163	2.095	±0.178
Docosahexaenoic (22:6)	16.665	±2.454	15.755	±1.726	18.221	±1.278	18.021	±1.479
Lignoceric (24:0)	0.499	±0.538	0.413	±0.383	0.262	±0.056	0.319	± 0.210
Nervonic (24:1)	0.501	±0.342	0.510	±0.301	0.258	±0.041	0.308	±0.134

*Values are depicted as mean ±standard deviation of total fatty acid fraction percentage; n = 18 per group. N.d., not detected. Muscle tissue from injured animals showed a significant influence (gray shade) on eicosenoic (ND, CvT) and DHG-linolenic acid (HFD, CvT) with p ≤ 0.05. Different depiction can be found in Supplementary Figure 1*.

### Fatty acid composition of triglyceride fraction

In order to determine changes in the amount of lipid metabolites, the triglyceride fraction was isolated from muscle tissue at all-time points, separated by thin-layer chromatography and analyzed by gas chromatography (Table 5). Stearidonic, eicosatrienoic and eicosatetraenoic acid could not be detected, whereas palmitic, oleic and linoleic acid reached at least 10% of total fatty acid fraction. Trauma showed a significant influence on docosahexaenoic acid (ND, CvT; *p* ≤ 0.05), while all other FAs remained unaffected (see Supplement 2.4).

**Table 5:** FA-composition of triglyceride fraction in muscle tissue.

	**Triglyceride fraction**							
	**Normal**				**Obese**			
	**Control**		**Trauma**		**Control**		**Trauma**	
Myristic (14:0)	2.089	±0.196	2.032	±0.158	1.189	±0.112	1.154	±0.076
Myristoleic (14:1)	0.162	±0.047	0.164	±0.046	0.052	±0.016	0.051	± 0.010
Palmitic (16:0)	26.202	±2.709	25.605	±1.803	20.582	±0.618	20.386	± 0.844
d-7-hexadecenoic (16:1)	0.819	±0.078	0.756	±0.115	0.768	±0.049	0.796	±0.049
Palmitoleic (16:1)	8.361	±1.645	8.379	±2.009	4.496	±0.807	4.518	± 0.494
Stearic (18:0)	8.178	±4.415	7.050	±1.731	6.026	±0.804	6.224	±1.271
Oleic (18:1)	37.411	±4.118	38.995	±2.252	40.837	±1.182	41.204	±1.700
Vaccenic (18:1)	3.313	±0.531	3.098	±0.345	3.043	±0.483	2.897	±0.270
Linoleic (18:2)	10.988	±2.090	11.357	±1.754	19.697	±0.723	19.555	± 0.788
g-Linolenic (18:3)	0.078	±0.021	0.071	±0.009	0.051	±0.006	0.053	± 0.009
Linolenic (18:3)	0.703	±0.269	0.639	±0.077	0.958	±0.126	0.908	±0.081
Stearidonic (18:4)	n.d.		n.d.		n.d.		n.d.
Arachidic (20:0)	0.174	±0.081	0.160	±0.042	0.106	±0.065	0.096	±0.024
Eicosenoic (20:1)	0.638	±0.086	0.667	±0.125	0.540	±0.090	0.529	± 0.046
Eicosadienoic (20:2)	0.193	±0.021	0.201	±0.039	0.544	±0.039	0.529	± 0.032
DHG-Linolenic (20:3)	0.126	±0.016	0.122	±0.020	0.168	±0.015	0.166	± 0.017
Arachidonic (20:4)	0.304	±0.058	0.333	±0.077	0.466	±0.066	0.459	± 0.054
Eicosatrienoic (20:3)	n.d.		n.d.		n.d.		n.d.
Eicosatetraenoic (20:4)	n.d.		n.d.		n.d.		n.d.
Eicosapentaenoic (20:5)	0.017	±0.004	0.018	±0.005	0.036	±0.007	0.033	±0.007
Behenic (22:0)	0.048	±0.012	0.049	±0.014	0.034	±0.007	0.035	±0.009
Erucic (22:1)	0.065	±0.019	0.063	±0.014	0.024	±0.006	0.024	±0.007
Docosapentaenoic (22:5)	0.068	±0.021	0.072	±0.021	0.101	±0.008	0.097	±0.010
Docosahexaenoic (22:6)	0.155	±0.019	0.190	±0.044	0.242	±0.029	0.239	±0.025
Lignoceric (24:0)	0.034	±0.012	0.034	±0.016	0.022	±0.008	0.022	± 0.008
Nervonic (24:1)	0.037	±0.014	0.032	±0.015	0.025	±0.015	0.028	±0.030

*Values are depicted as mean ± standard deviation of total fatty acid fraction percentage; n = 18 per group. N.d., not detected. Injury showed a significant influence (gray shade) on docosahexaenoic acid (ND, CvT) with p ≤ 0.05. Different depiction can be found in Supplementary Figure 2*.

### Expression levels of genes involved in FA metabolism

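Muscle RNA of 60 female mice was measured on 60 Mouse Gene 1.0 ST arrays, 1 mouse per array. The 20 groups of 3 mice each combined the normal weight and obese animals, uninjured control and trauma, and 1 h, 6 h, 24 h, 3 d and 8 d after injury. Every time point had its own controls, and no animal was measured more than once. Normal weight mice received a diet with 10% and obese mice a diet with 60% of energy from fat according to the methods and the source labels, while the sample descriptions give 10% for the obese mice. The diet of the methods was used. The authors normalized the 6 arrays of each diet and time point together by robust multi-array averaging with affy 1.52.0. Their table gives 20314 transcript clusters as linear intensities from 5.11 to 19651. The median intensity of the 10 normalized sets ranged from 40.5 to 73.5, and arrays of the same set differed in their median by at most 1.10-fold. Intensities were therefore compared only within a set, after a log2 transformation, and obese controls were not compared with normal weight controls. Each comparison of 3 trauma with 3 control mice was made with limma 3.58.1 for 19398 genes with exactly 1 symbol, without a filter on intensity or fold change. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed. The difference between the diets was tested on the 12 arrays of each time point as the response of obese mice minus the response of normal weight mice. Values of a gene are given as log2 fold changes of trauma over control with their standard error, for 3 mice per group. Gene lists for the tissue and the injury were written before the data were examined and tested with camera at a preset correlation of 0.01 between genes. Many of them cover processes or genes that the paper had already reported from these arrays. The tests of those lists are therefore not independent of its findings. Of 231 list calls in 630 tests, 1 held with a correlation estimated from the arrays, namely the diet difference of the satellite cell and myoblast markers at 3 d. The number of arrays limits the precision. In simulated data of the same size, a log2 change of 1 was found for 98.5% of the changed genes in normal weight mice at 3 d. The share was 92.5% in obese mice and 91.0% in the diet difference. These shares need not hold for genes that vary more between mice. In obese mice at 3 d, limma did not call Alox5ap at 1.06 (adjusted p = 0.739) or Apobec1 at 1.30 (adjusted p = 0.733). A count of 0 therefore does not exclude changes of this size.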

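At 3 d after injury, muscle of normal weight mice held far more RNA of regenerating fibers and of phagocytes than muscle of its controls. Myh3, the embryonic myosin heavy chain of newly formed fibers, was 31.3-fold higher, a log2 fold change of 4.97 (standard error 0.16, adjusted p = 9.63e-07). Mymk, the membrane protein that lets myoblasts fuse, rose by 4.94 ± 0.13 (adjusted p = 8.67e-07) on the log2 scale, and Ankrd1, a stress protein of the sarcomere, by 5.76 ± 0.29 (adjusted p = 6.91e-06). Ctss, a lysosomal protease of phagocytes, had a log2 fold change of 5.03 ± 0.16 (adjusted p = 9.89e-07) and C3ar1, the receptor of complement fragment C3a, one of 5.08 ± 0.26 (adjusted p = 6.91e-06). Mettl21c, a muscle methyltransferase, changed by -3.60 ± 0.10 (adjusted p = 9.21e-07), and Ostn, a secreted peptide of muscle and bone, by -5.08 ± 0.80 (adjusted p = 0.00162). At 24 h, Ankrd1 and Ostn had changed in the opposite directions, by -2.61 ± 0.25 (adjusted p = 0.00384) and 3.94 ± 0.26 (adjusted p = 6.46e-04). The animal numbers of trauma and control mice do not overlap at 24 h, so these changes cannot be told apart from a batch of animals. In the uninjured controls with the highest animal numbers at 1 h and 6 h, Ostn also deviated, by a mean of -2.07. The genes Hoxd8, Hoxd9 and Hoxd10, which mark position along the limb, had a mean of 2.24 at 24 h in normal weight mice. Their mean at 3 d was -1.80. Another part of the muscle therefore stays open as part of the changes of Ankrd1 and Ostn. In obese mice at 3 d, Myh3 stood at -0.19 ± 0.15 (adjusted p = 0.843) and Ankrd1 at 0.49 ± 0.50 (adjusted p = 0.878). Of 19398 genes, 7300 changed at 1 or more time points in normal weight mice. Their counts were 0 at 1 h, 0 at 6 h, 260 at 24 h, 7058 at 3 d and 1047 at 8 d by limma, where the counts of 0 compare with 1395 and 930 genes at an unadjusted p under 0.05. In obese mice 26 genes changed in all. These were 4 at 1 h, Il1b at 4.75 ± 0.31 (adjusted p = 0.00708), Fosb at 4.74 ± 0.29 (adjusted p = 0.00708), Egr1 at 4.52 ± 0.28 (adjusted p = 0.00708) and Fos at 4.18 ± 0.30 (adjusted p = 0.0111), the first a cytokine and the others transcription factors of the immediate early response, and 22 at 24 h, among them the interferon-induced Ifit3 at 1.56 ± 0.17 (adjusted p = 0.0246). Limma called 0 genes in obese mice at 6 h, 3 d and 8 d, against 455, 1312 and 655 genes at an unadjusted p under 0.05, and limma on all 60 arrays together called 1, 84 and 0. That fit called 112 at 1 h and 12 at 24 h in obese mice, 208 in all, and with array weights 145 were called at 3 d and 273 in all. In the fit of all 60 arrays the normal weight mice had 29 called genes at 1 h, 48 at 6 h and 0 at 24 h. At 3 d, 3015 genes differed between the diets in the direct test, and 6937 with array weights. The difference, obese minus normal weight, was above 0 for 43.95% of the 3015, and for 54.8% of the 3398 called with quantile normalization. A difference above 0 also covers genes that fell less in obese mice. Among the 2894 differing genes that were called in normal weight mice, the difference ran against the normal weight change for 2894 and along it for 0. The 2894 can include genes that moved in the opposite direction in obese mice, not only genes with a weaker change. With 0 genes called in obese mice at 3 d, this selection could hardly hold a larger response there. The split is therefore no separate evidence of a weaker response. In each control group of 1 h and 6 h, the mouse with the highest animal number had more RNA of oxidative phosphorylation than the other controls, by a median of 0.47 on the log2 scale. Without mouse8188 the obese count at 3 d was 497. Without mouse8197, mouse8202, mouse8434 or mouse7718 the normal weight count at 24 h was 127, 54, 71 or 113, and leaving out any 1 of the 6 mice at 8 d moved that count to between 9 and 1970. The obese count became 0 at 1 h without mouse7427 or mouse7558, 10 without mouse7423 and 33 without mouse7425, and at 24 h it was 1 without mouse8229 or mouse8350, 4 without mouse8102 and 14 without mouse8098. Without mouse7416 or mouse7415 the normal weight count at 1 h was 13 or 12. The paper takes the smaller number of altered genes in obese animals to point to a weak response to injury. 

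**Figure D1:**
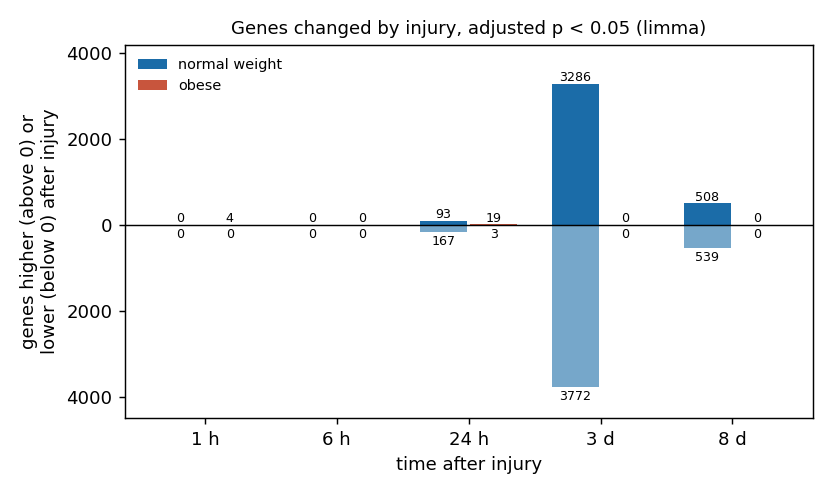
Genes changed by injury at each time point in normal weight and obese mice, higher and lower, at an adjusted p under 0.05 from limma with 3 trauma and 3 control mice each. The bars of normal weight mice at 3 d stand for 3286 higher and 3772 lower genes.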

Genome wide profiling by microarray technology revealed that normal weight animals strongly responded to injury resulting in a total of 3829 differently expressed genes (DEG) in the whole time course after injury, whereas only 272 DEG were altered in obese animals, pointing to a weak response. Changes were detected in several pathways, including myeloid leukocyte migration, regulation of tumor necrosis factor production, CD4-positive, alpha-beta T cell differentiation, extracellular matrix organization, toll-like receptor (TLR) signaling pathway (own unpublished data), as well as FA metabolism, apoptosis, notch-, insulin-, and sonic hedgehog-signaling.

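In normal weight mice 3 d after injury, genes of leukocyte entry, of pathogen sensing and of the extracellular matrix were higher together. Of 17 measured genes of myeloid leukocyte migration, 13 rose and 0 fell (13 adjusted over the list alone), among them Ccr2, a chemokine receptor of monocytes, at 3.75 (standard error 0.13) and Itgam, an integrin chain of myeloid cells, at 3.73 (standard error 0.17). Tumor necrosis factor production was represented by 19 genes, of which 16 rose (17 adjusted over the list alone), with the signaling chain of immunoglobulin receptors Fcer1g at 4.18 (standard error 0.19) and the oxidase subunit Cybb at 3.87 (standard error 0.21). Of 27 genes of extracellular matrix organization, 22 rose and 0 fell (23 higher adjusted over the list alone). The matrix glycoprotein Tnc reached 4.46 (standard error 0.24), the protease inhibitor Timp1 4.23 (standard error 0.16) and Postn, a protein of healing tissue, 4.18 (standard error 0.35). Of 21 genes of toll-like receptor signaling, 19 rose and 2 fell (the same numbers adjusted over the list alone), with the transcription factor Irf7 at 4.00 (standard error 0.29) and the RNA sensor Tlr7 at 3.36 (standard error 0.18). Of 19 genes of CD4-positive T cell differentiation, 9 rose and 2 fell (10 and 2 adjusted over the list alone). The largest of these changes were in the cytokine receptor chains Il4ra at 2.07 (standard error 0.17) and Il6ra at 1.15 (standard error 0.14), which macrophages also carry, and in Ly9 at 1.91 (standard error 0.09), while Cd28, the costimulatory receptor of T cells, fell by 1.21 on the log2 scale. Of 11 T cell markers 3 rose (2 adjusted over the list alone, and 1 without mouse8222 or mouse8223). The adjusted p of camera was 4.88e-11 for myeloid migration, 5.68e-14 for tumor necrosis factor production, 1.30e-15 for the matrix, 6.33e-13 for toll-like receptors and 0.00407 for T cell differentiation. With an estimated correlation, the adjusted p was 0.0987 for myeloid migration, tumor necrosis factor production and toll-like receptors, 0.107 for the matrix and 0.236 for T cell differentiation. In obese mice at 3 d, limma called 0 genes of each of these lists, also adjusted over the list alone, with 3, 5, 11, 7 and 2 genes at an unadjusted p under 0.05 in the order named (myeloid migration, tumor necrosis factor, matrix, toll-like receptors, T cells). Over all 42 lists, camera at the preset correlation called 19 in obese and 28 in normal weight mice at 3 d. With an estimated correlation it called 0 in each. The median log2 fold change of the matrix genes was 1.72 in normal weight and 0.81 in obese mice, and the response of 4 of these 27 genes was smaller in obese mice in the direct test (4 adjusted over the list alone; 2 without mouse8222, mouse8441, mouse8186, mouse8189 or mouse8223 and 9 without mouse8080). Macrophage markers moved with these lists: 16 of 17 rose in normal weight mice (16 adjusted over the list alone), with a median of 3.64 against 1.24 in obese mice, where 0 passed (1 adjusted over the list alone, 9 at an unadjusted p under 0.05). Their camera adjusted p in normal weight mice was 6.89e-18, and the adjusted p = 0.117 with an estimated correlation. The obese counts of 0 rest on mouse8188, which held a median of 0.78% of the normal weight excess in macrophage markers and 0.97% in matrix genes, against 28.63% and 65.08% in mouse8080 and 21.33% and 36.13% in mouse8185. Without it, limma called 10 macrophage markers, 7 matrix genes, 7 of toll-like receptor signaling, 5 of myeloid migration, 5 of tumor necrosis factor production and 1 of T cell differentiation in obese mice. 

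**Figure D2:**
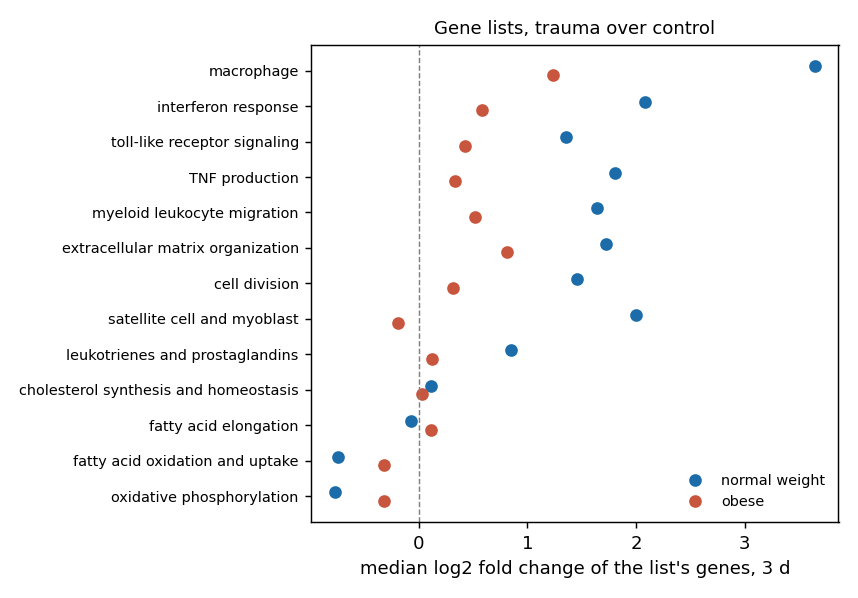
Median log2 fold change of trauma over control at 3 d for 13 gene lists written before the data were examined, in normal weight and obese mice (3 trauma and 3 control mice each). The macrophage list has the highest median in both diets, 3.64 and 1.24.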

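Among genes of fatty acid and lipid metabolism, Apobec3, a cytidine deaminase that restricts retroviruses, rose by 1.86 ± 0.15 (adjusted p = 5.21e-05) on the log2 scale 3 d after injury in normal weight mice. Lcn2, a lipocalin that binds bacterial siderophores, rose by 1.34 ± 0.20 (adjusted p = 0.00124). Lrp2bp, a binding partner of the receptor megalin, fell by 1.72 (standard error 0.12, adjusted p = 2.44e-05), and Apobec2, a member of the deaminase family found in muscle, fell by 0.92 (standard error 0.21, adjusted p = 0.0096). Srebf1, a transcription factor of lipid synthesis, changed by -0.70 ± 0.15 (adjusted p = 0.00679) and the desaturase Scd3 by -0.27 ± 0.09 (adjusted p = 0.039). Lpl, the lipase that releases fatty acids from lipoproteins, was lower earlier, by 0.94 at 24 h (standard error 0.14, adjusted p = 0.021). With all 60 arrays in one fit, 0 genes were called in normal weight mice at 24 h. A batch of animals cannot be told apart from the injury at that time, because the animal numbers of trauma and control mice do not overlap. Of the genes in Table 6, 20 were measured, and 18 of them changed at 1 or more time points in normal weight mice. The other 2 were the thioesterase Acot2 and the fatty acid binding protein Fabp3, with log2 fold changes at 3 d of -0.36 ± 0.25 (adjusted p = 0.283) and -0.56 ± 0.49 (adjusted p = 0.386). In obese mice limma called 0 of the 20 at any time point (1 adjusted over the list alone, at 24 h, and 2 at 3 d without mouse8188), with at most 6 at an unadjusted p under 0.05, reached at 24 h, where Acot2 stood at -1.07 ± 0.19 (adjusted p = 0.112). In the direct test of the diets at 3 d, 5 of the 20 differed, all with the lower value in obese mice (10 adjusted over the list alone), and 9 without mouse8080, 3 without mouse8441 or mouse8185 and 2 without mouse8222, mouse8186, mouse8189, mouse7780, mouse8223 or mouse8224. The study chose these genes on the same samples, so their count is not independent evidence of a response. The remaining gene of Table 6 was not analysed here.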

Analyzing fatty acid-related metabolism, 21 genes were identified to be significantly changed in at least one time point in muscle tissue of normal weight or obese animals (Table 6).

**Table 6:** Expression levels of genes involved in fatty acid metabolism determined by microarray analysis.

**Gene**	**Normal**					**Obese**				
	**1 h**	**6 h**	**24 h**	**72 h**	**192 h**	**1 h**	**6 h**	**24 h**	**72 h**	**192 h**
*Acot2*	1.03	−1.15	−1.09	−1.32	−1.35	1.55	1.19	**−2.07**	−1.03	1.03
***Alox5ap***	1.47	1.49	1.41	**8.78**	1.82	1.26	1.22	1.73	2.33	1.28
***Apobec1***	1.12	1.43	1.18	**8.46**	1.93	1.17	1.33	1.40	2.93	1.23
*Apobec2*	−1.12	1.01	1.12	**−1.83**	1.04	−1.08	−1.17	1.17	−1.36	−1.07
*Apobec3*	1.06	1.26	1.12	**3.66**	1.38	1.13	1.24	1.15	1.29	1.14
*Apoe*	1.20	1.01	1.13	**4.90**	**3.26**	−1.37	−1.13	1.11	2.20	1.24
*Elovl1*	1.27	1.17	1.11	**4.05**	1.46	−1.05	1.21	1.15	1.55	1.06
*Elovl5*	1.25	1.04	−1.13	**1.85**	1.36	−1.09	1.05	−1.07	1.10	1.15
*Fabp3*	−1.02	−1.10	**−1.91**	−1.47	−1.03	1.13	−1.07	−1.49	−1.25	1.14
*Fads1*	1.02	−1.09	1.02	**1.95**	1.06	−1.01	−1.21	−1.08	1.35	1.03
*Fads3*	1.41	1.04	1.34	**3.33**	**1.60**	−1.60	1.06	1.22	2.76	1.04
*Gltp*	1.01	−1.05	1.10	**2.74**	**1.60**	−1.13	−1.14	1.21	1.59	1.12
*Lcn2*	2.20	5.09	2.28	**2.54**	−1.12	5.65	1.91	5.93	1.68	1.07
*Ldlr*	1.18	1.69	−1.03	**1.76**	1.03	1.33	1.89	1.22	−1.04	1.00
*Lpl*	1.24	−1.18	**−1.91**	−1.42	−1.37	1.04	−1.12	−1.36	−1.24	1.13
*Lrp1*	1.25	1.24	−1.01	**2.79**	1.55	−1.07	1.01	1.22	1.50	1.14
*Lrp2bp*	−1.12	−1.11	1.21	**−3.27**	−1.46	−1.00	−1.25	−1.37	−1.58	−1.09
*Pltp*	1.43	−1.02	1.05	**5.32**	2.47	1.00	−1.03	−1.17	2.03	**1.33**
*Scd3*	1.05	1.01	1.09	**−1.21**	**−1.14**	1.06	−1.10	−1.05	−1.17	−1.00
*Srebf1*	−1.14	−1.03	−1.06	**−1.63**	1.19	1.03	−1.10	−1.00	1.04	1.14
*Srebf2*	1.04	1.08	1.09	**1.78**	1.30	1.08	1.14	**1.14**	1.05	1.07

*Significantly up-regulated genes (p ≤ 0.05) are shown in bold letters with background color (red = up-; green = down-regulated). Genes selected for validation are in bold. Description of genes and corresponding significance levels can be found in Supplement 3.1*.

DEGs were mostly seen 3 days post-injury for normal weight animals. 

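In normal weight mice, 0 of the 20 measured genes of Table 6 changed at 1 h, 0 at 6 h, 1 at 24 h, 17 at 3 d and 4 at 8 d (0, 0, 2, 18 and 9 adjusted over the list alone, and 2 at an unadjusted p under 0.05 at each of the first 2 times). At 3 d, 13 of them were higher and 4 lower. The 4 genes still higher at 8 d were Apoe, the protein that carries lipids to receptors, at 1.71 ± 0.26 (adjusted p = 0.0198), the phospholipid transfer protein Pltp at 1.27 ± 0.21 (adjusted p = 0.0225), the RNA editing enzyme Apobec1 at 0.92 ± 0.17 (adjusted p = 0.033) and the glycolipid transfer protein Gltp at 0.67 ± 0.10 (adjusted p = 0.0206). The median log2 fold change of the 20 genes was 1.19 at 3 d and 0.36 at 8 d. The count at 8 d was 0 without mouse8255, mouse8257, mouse8442 or mouse8116 and 8 without mouse8256, and the 1 gene at 24 h became 0 without mouse8202 or mouse8434 and 2 without mouse7941 or mouse7965. Over all genes, 96.7% of those changed at any time in normal weight mice were changed at 3 d. The higher and lower genes of 3 d shared 460 and 439 genes with those of 8 d, against 86.1 and 105 by chance. The 3 trauma and 3 control values did not overlap for 53.5% of all genes at 3 d and for 26.7% at 8 d, where chance gives 10%. The median of all genes at 3 d was -0.11 on the log2 scale.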

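At 3 d, markers of muscle precursor cells were higher after injury in normal weight mice and were not called in obese mice. Of 13 measured satellite cell and myoblast markers, 12 rose in normal weight mice (12 adjusted over the list alone), and 0 in obese mice (1 adjusted over the list alone and 1 at an unadjusted p under 0.05, Myog, a transcription factor of myoblast differentiation, at 0.37 ± 0.08 (adjusted p = 0.712)). The response was smaller in obese mice for 11 of the 13 in the direct test (12 adjusted over the list alone, and 11 without any 1 of the 12 mice), with camera adjusted p = 2.05e-16 and adjusted p = 0.039 with an estimated correlation. Obese minus normal weight, the response of Myh3 at 3 d differed by -5.15 ± 0.24 (adjusted p = 7.65e-07), that of Mymk by -4.32 ± 0.41 (adjusted p = 1.59e-04) and that of Ankrd1 by -5.27 ± 0.65 (adjusted p = 7.17e-04). The acetylcholine receptor subunit Chrng of immature fibers rose by 3.59 ± 0.10 (adjusted p = 8.67e-07) in normal weight mice and stood at 0.16 ± 0.12 (adjusted p = 0.813) in obese mice. Cd68, a lysosomal protein of macrophages, had a log2 fold change of 4.86 ± 0.20 (adjusted p = 2.81e-06) in normal weight and 2.15 ± 0.79 (adjusted p = 0.733) in obese mice, and the difference of -2.71 ± 0.89 (adjusted p = 0.0592) did not pass. The collagen chain Col3a1 stood at 2.17 ± 0.16 (adjusted p = 3.80e-05) and 1.28 ± 0.51 (adjusted p = 0.733), a difference of -0.89 ± 0.59 (adjusted p = 0.309). Of the 7058 genes called in normal weight mice at 3 d, 71.3% had the same direction in obese mice, with a median log2 fold change of the higher genes of 0.79 and 0.14. At 8 d, 67.5% of the 1047 called genes had the same direction in obese mice. There 163 genes differed between the diets (672 with array weights). Mymk at 8 d changed by 3.55 ± 0.45 (adjusted p = 0.0142) in normal weight mice and stood at 0.12 ± 0.27 (adjusted p = 1) in obese mice, with a difference of -3.43 ± 0.59 (adjusted p = 0.0265). Runx1, a transcription factor of denervated and regenerating muscle, rose by 3.23 ± 0.43 (adjusted p = 0.0162), and its difference was -2.83 ± 0.52 (adjusted p = 0.0331). In the comparison of normal weight mice at 3 d, the Hoxd8, Hoxd9 and Hoxd10 genes, chosen after their values were seen, had a mean log2 fold change of -1.80, and their difference between the diets was 2.53. Of 9 tendon genes, chosen in the same way, 5 were called higher there, with a median of 1.19. Their difference between the diets had a median of -1.47, with 2 called lower. The count of differences at 3 d fell to 1658, 1666, 1881 or 1836 without mouse8222, mouse8186, mouse8223 or mouse8185, and was 6937 with array weights on all mice. At 8 d it was 11, 1, 2, 64, 68, 3, 502, 28 or 39 without mouse8255, mouse8257, mouse8442, mouse8214, mouse8216, mouse8218, mouse8256, mouse8097 or mouse8277. 

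**Figure D3:**
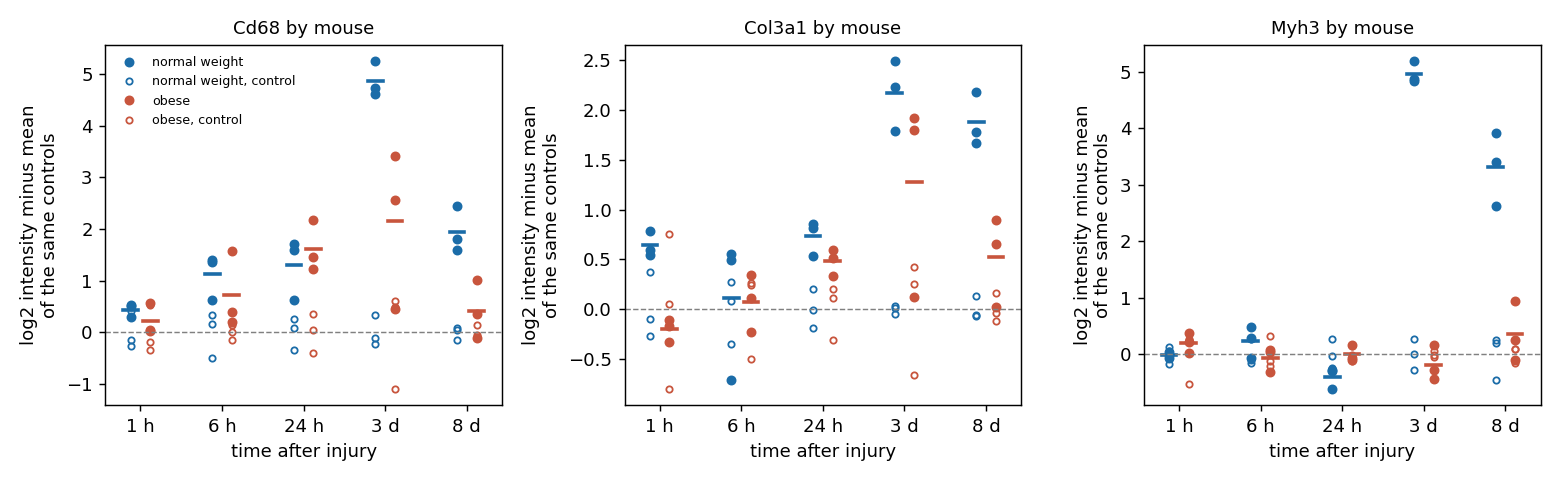
Log2 intensity of Cd68, Col3a1 and Myh3 in each mouse, minus the mean of the controls of the same diet and time, against time after injury. Filled points are trauma mice, open points controls and bars the trauma means. For Myh3, the trauma mean at 3 d lies at 4.97 in normal weight and -0.19 in obese mice.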

Interestingly, genes that are modulated in response to injury after 3 d and/or 8 d in ND fed mice do not show significant alterations under obese conditions. Generally, expression levels were relatively low due to the focus on the influence of trauma vs. control. For significance levels see Supplement 3.1.

DEGs derived from muscle tissue of injured and control normal weight and obese mice were used for pathway analysis. Four major players were identified, namely cholesterol homeostasis (41 hits; 67.21%), fatty acid biosynthetic process (11 hits; 18.03%), fatty acid elongation (7 hits; 11.48%) and acyl-CoA metabolic process (2 hits; 3.28%) with high confidence and at least three matches to the data base. 

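In normal weight mice at 3 d, called genes of cholesterol homeostasis, fatty acid synthesis and acyl-CoA metabolism moved in both directions. The called genes of fatty acid elongation only rose, although the median of all 13 measured genes was -0.07. Of 27 measured genes of cholesterol synthesis and homeostasis, 12 rose and 3 fell (12 and 3 adjusted over the list alone), with a median of 0.11. Among those that rose were Lipa, the lysosomal acid lipase, at 3.11 ± 0.21 (adjusted p = 2.25e-05) and Abcg1, a cholesterol exporter, at 1.63 ± 0.17 (adjusted p = 2.15e-04). Of 17 genes of fatty acid synthesis, 3 rose and 8 fell (3 and 8 adjusted over the list alone, and 1 and 5 without mouse8222 or mouse8223). The fatty acid synthase Fasn fell by 1.53 (standard error 0.50, adjusted p = 0.0434) and Thrsp, a regulator of lipid synthesis, by 1.71 (standard error 0.56, adjusted p = 0.0447), whereas the members that rose were the desaturases Fads1, Fads2 and Fads3. Of 13 genes of fatty acid elongation, 5 rose and 0 fell (5 adjusted over the list alone), with the dehydratase Hacd4 at 2.17 ± 0.18 (adjusted p = 6.68e-05) and the reductase Hsd17b12 at 1.09 ± 0.20 (adjusted p = 0.00338). Of 13 genes of acyl-CoA metabolism, 2 rose and 2 fell (2 and 2 adjusted over the list alone). These included the acyl-CoA synthetase Acsl5 at 1.82 ± 0.13 (adjusted p = 3.39e-05) and the thioesterase Acot13 at -1.03 ± 0.13 (adjusted p = 4.70e-04). The adjusted p of camera was 0.0151 for the cholesterol genes, with adjusted p = 0.44 with an estimated correlation. It was 0.219 for synthesis, 0.0716 for elongation and 0.809 for acyl-CoA. In obese mice at 3 d limma called 0 genes of the 4 lists, also adjusted over each list alone. At an unadjusted p under 0.05 there were 4, 2, 2 and 3, and without mouse8188 limma called 3, 1, 2 and 1. In the direct test of the diets at 3 d, the number of differing genes was 6 of cholesterol, 2 of synthesis, 4 of elongation and 1 of acyl-CoA metabolism (7, 3, 4 and 1 adjusted over each list alone). Leaving out any 1 of the 12 mice gave 4 to 8, 1 to 3, 1 to 4 and 1 to 3. The lists are textbook lists and not those of the pathway software.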

Pathway analysis was carried out with ClueGO v2.3.3, a plug-in for Cytoscape.

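Alox5ap (transcript cluster 10527638, gene ID 11690, chromosome 5 of GRCm38.p6 from 149265004 to 149288153) encodes the protein that presents arachidonic acid to 5-lipoxygenase for leukotriene synthesis. Its log2 intensity at 3 d was 6.42 ± 0.20 (SD, n = 3) in uninjured and 9.56 ± 0.16 (SD, n = 3) in injured normal weight mice. This is an 8.8-fold increase, or a log2 fold change of 3.14 (standard error 0.13, adjusted p = 2.98e-06) from limma. Apobec1 (transcript cluster 10547621, gene ID 11810, chromosome 6 of GRCm38.p6 from 122577792 to 122603024) encodes the enzyme that edits the RNA of apolipoprotein B. Its log2 intensity was 6.62 ± 0.10 (SD, n = 3) in controls and 9.68 ± 0.34 (SD, n = 3) after injury, an 8.32-fold increase with a log2 fold change of 3.06 (standard error 0.16, adjusted p = 8.11e-06). All 3 injured mice lay above all 3 controls for both genes. Of 14 measured genes of leukotriene and prostaglandin metabolism, 10 rose and 0 fell (10 adjusted over the list alone), among them Hpgds, a prostaglandin D synthase, at 2.71 ± 0.20 (adjusted p = 3.20e-05) and the leukotriene receptor Cysltr1 at 1.86 ± 0.12 (adjusted p = 1.81e-05). Camera gave an adjusted p of 2.21e-05 for this list, and adjusted p = 0.0987 with an estimated correlation. Macrophage markers moved with this list: 16 of 17 rose in normal weight mice at 3 d, with a median of 3.64 against 0.85. Whether the list rose apart from these markers was not tested.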

Screening of data revealed strong up-regulation of *Alox5ap* (GeneCards(R), 2017a) and *Apobec1* (GeneCards(R), 2017c) three days post-injury. Gene expression levels derived from microarray analysis of *Alox5ap* (Figure 4A), and *Apobec1* (Figure 4B) show a significant increase resulting in a peak 72 h post-injury. 

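Before and after this time point, Alox5ap in normal weight mice stood at 0.55 (adjusted p = 0.689) at 1 h, 0.53 (adjusted p = 0.931) at 6 h, 0.47 (adjusted p = 0.341) at 24 h and 0.80 (adjusted p = 0.109) at 8 d, none of which passed the threshold. Apobec1 stood at 0.18 (adjusted p = 0.812), 0.51 (adjusted p = 0.931) and 0.22 (adjusted p = 0.642) at 1 h, 6 h and 24 h and at 0.92 (adjusted p = 0.033) at 8 d, which passed. The log2 fold change of both genes was highest at 3 d among the 5 time points in normal weight and in obese mice. 

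**Figure D4:**
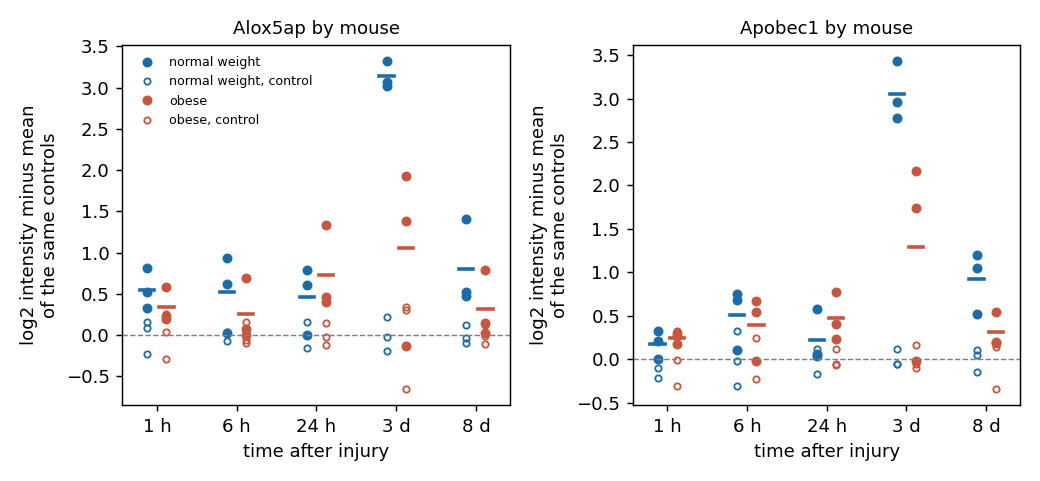
Log2 intensity of Alox5ap and Apobec1 in each mouse, minus the mean of the controls of the same diet and time point, against time after injury. Filled points are trauma mice, open points are controls and bars are the trauma means, which at 3 d lie at 3.14 and 3.06 in normal weight mice.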

A different response is imminent between female normal weight and obese C57BL/6J mice, where obese animals show a hampered response. 

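Alox5ap in obese mice at 3 d had a log2 fold change of 1.06 (standard error 0.53, adjusted p = 0.739) and Apobec1 one of 1.30 (standard error 0.51, adjusted p = 0.733). Their 3 trauma mice spread widely, with standard deviations of the log2 intensity of 1.07 for Alox5ap and 1.16 for Apobec1. Obese minus normal weight, the response of Alox5ap differed by -2.08 (standard error 0.60, adjusted p = 0.0372) in limma on 12 mice, which passed. That of Apobec1 differed by -1.76 (standard error 0.59, adjusted p = 0.0632), which did not. The call for Alox5ap was lost without mouse8221, mouse8222, mouse8441, mouse7780, mouse8223, mouse8224, mouse8185, mouse8186 or mouse8189, with differences from -2.24 to -1.91 and an adjusted p between 0.0532 and 0.0886. It passed with all 60 arrays together (adjusted p = 5.01e-04) and with array weights (adjusted p = 0.00211). In obese mice the log2 fold change of Alox5ap was 1.65 (adjusted p = 0.0579) without mouse8188 and 0.62 without mouse8080. For Apobec1 it was 1.95 (adjusted p = 0.00406) without mouse8188 and 0.86 without mouse8080, the difference was -1.10 (adjusted p = 0.0171) without mouse8188 and -2.20 (adjusted p = 0.0145) without mouse8080. With 1 spread for all 60 arrays, the change of Apobec1 in obese mice passed (adjusted p = 0.0266), as did its difference (adjusted p = 0.00123). The difference also passed with array weights (adjusted p = 0.012).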

Whereas validation by qPCR analysis revealed a significant up-regulation of *Alox5ap* in normal weight mice compared to obese mice 72 h post-injury (Figure 4C), the differences in *Apobec1* expression levels could not be confirmed (Figure 4D).

**Figure 4:**
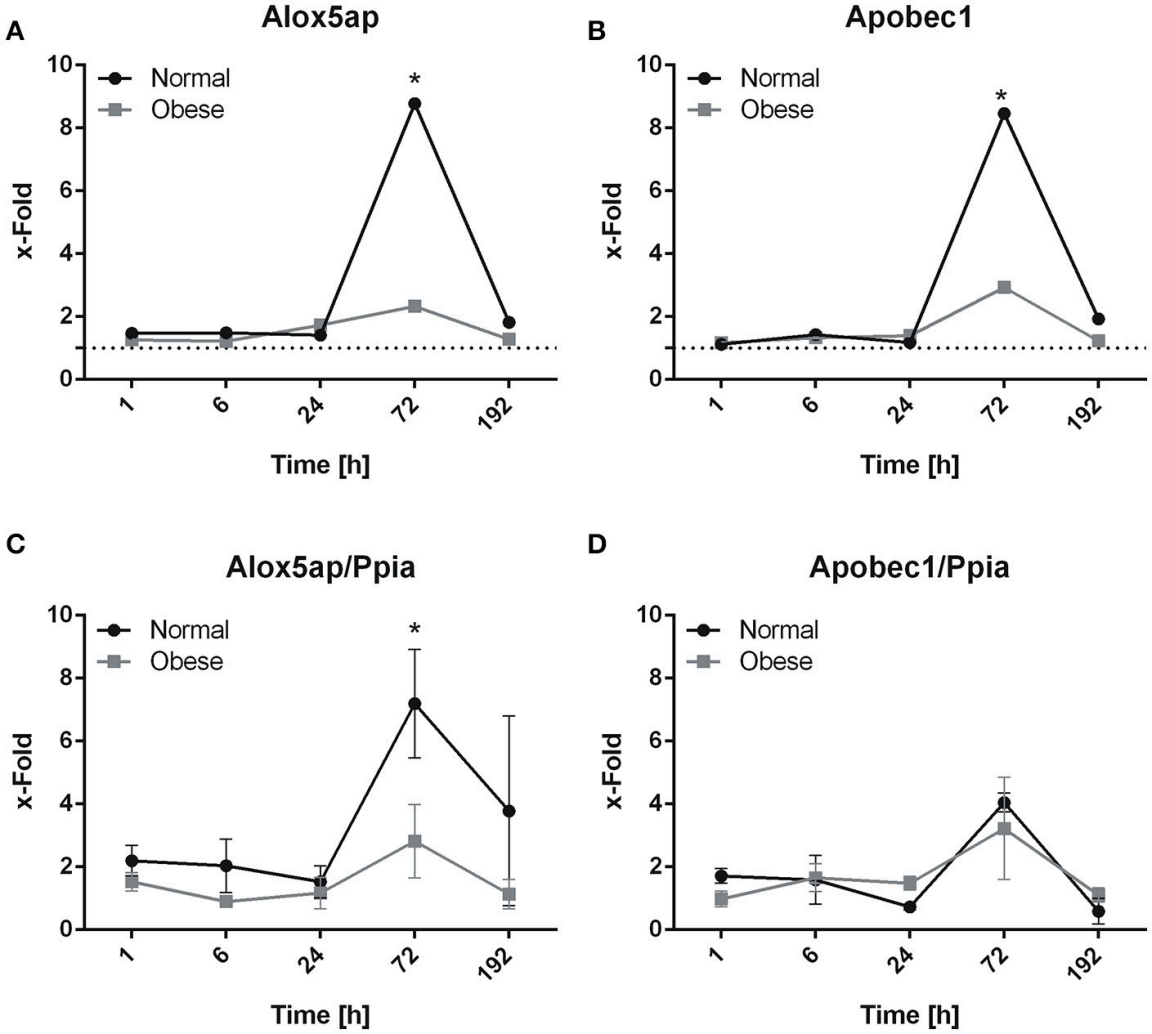
Expression levels of *Alox5ap* **(A)** and *Apobec1* **(B)** as determined by microarray analysis. Ticked line(s) at 1 represents basal level. ^*^p ≤ 0.05. Expression levels of *Alox5ap* **(C)** and *Apobec1* **(D)** quantified by qPCR. X-fold values ±SEM were determined by normalization on corresponding controls of each time point and diet. Genes show the highest differential expression 3 days post-injury, while obese animals show a lack of response to trauma, overall indicating a direct influence of injury. *Apobec1* **(D)** shows a unidirectional response despite the higher SEM. Both genes show a similar behavior in microarray and qPCR. Significance of qPCR was determined using ANOVA.

In order to assess the influence of obesity on regeneration-relevant pathways, the expression levels of genes associated with apoptosis, notch-, insulin-, and sonic hedgehog-signaling were evaluated. This analysis revealed significantly altered expression levels of 4 genes involved in notch, 32 genes in insulin, 8 genes in sonic hedgehog, and 35 genes in apoptosis in at least one time point in muscle tissue of normal weight or obese animals (Table 7). 

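The genes of Table 7 that moved most were Capn6, a calpain-like protein of developing muscle, at 2.86 ± 0.18 (adjusted p = 1.69e-05) 3 d after injury in normal weight mice, the initiator caspase Casp8 at 2.47 ± 0.16 (adjusted p = 2.02e-05) and the inositol phosphatase Inpp5d at 2.38 ± 0.17 (adjusted p = 2.70e-05). Counting shared genes in each of their pathways, all 4 measured notch genes, 28 of 29 insulin genes, all 8 sonic hedgehog genes and 26 of 29 apoptosis genes changed at 1 or more time points in normal weight mice. In obese mice limma called 0 genes of each pathway at every time point. There the highest counts at an unadjusted p under 0.05 were 3 of the notch genes and 8 of the insulin genes, both at 24 h, 2 of the sonic hedgehog genes and 6 of the apoptosis genes. The table was chosen by the study on these samples, so these counts are not independent evidence. Of the 59 genes listed, 51 were measured and 8 were not analysed here.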

DEG were mostly seen 3 days post-injury for normal weight, whereas obese animals showed a general lack of response (for significance levels, see Supplement 3.2).

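In normal weight mice, 34 of the 51 measured genes of Table 7 were higher at 3 d and 13 lower (47 adjusted over the list alone). The kinase subunits Prkab2 and Prkaa2, parts of the energy sensor AMPK, changed by -1.21 ± 0.13 (adjusted p = 2.05e-04) and -1.22 ± 0.11 (adjusted p = 7.53e-05), and the phosphoinositide kinase subunits Pik3r5 and Pik3cg of leukocytes by 1.57 ± 0.16 (adjusted p = 1.87e-04) and 1.34 ± 0.11 (adjusted p = 5.94e-05). At the other times the count was 0 at 1 h, 0 at 6 h, 1 at 24 h and 12 at 8 d (1, 0, 3 and 25 adjusted over the list alone, and 15 and 7 at an unadjusted p under 0.05 at 1 h and 6 h). Limma called 0 of the 51 in obese mice at each time, with 8, 1, 14, 6 and 4 genes at an unadjusted p under 0.05. At 1 h, 7 passed when adjusted over the list alone, including Myc at 1.82 ± 0.22 (adjusted p = 0.0832) and the NF-kappa-B regulator Nfkbiz at 1.55 ± 0.18 (adjusted p = 0.0832), adjusted over all genes. The diets differed at 3 d for 31 of the 51 genes (43 adjusted over the list alone), 10 with a higher and 21 with a lower value in obese mice. Prkaa2 differed by 1.29 ± 0.13 (adjusted p = 2.60e-04), obese minus normal weight, and the dehydrogenase kinase Pdk3 by -1.50 ± 0.19 (adjusted p = 9.16e-04). Without mouse8188, 3 of the 51 genes were called in obese mice at 3 d. Limma on all 60 arrays together called 5 in obese mice at 1 h and 2 at 3 d. The count of normal weight mice at 8 d was 3, 1, 2, 6, 22 or 5 without mouse8255, mouse8257, mouse8442, mouse8116, mouse8256 or mouse8467, and the 1 gene at 24 h became 0 without mouse8197, mouse8202, mouse8434 or mouse7718 and 2 without mouse7941. 

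**Figure D5:**
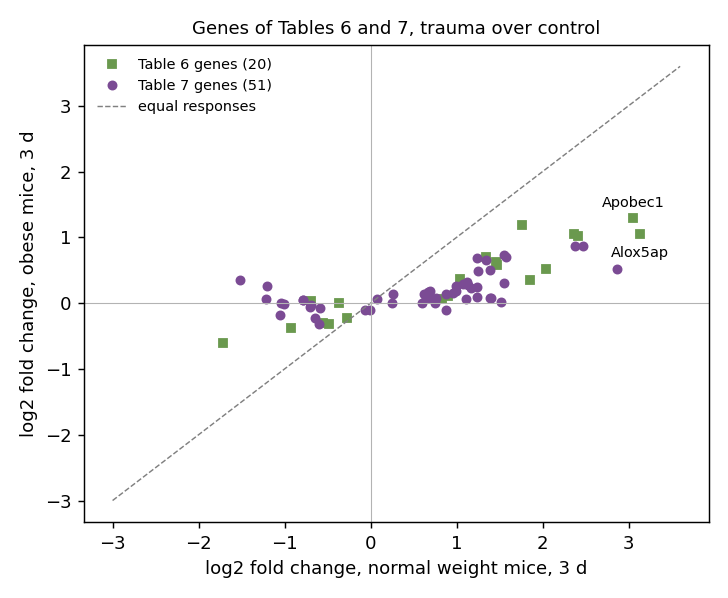
Log2 fold change at 3 d of the 20 measured genes of Table 6 and the 51 of Table 7 in normal weight mice (horizontal) and obese mice (vertical), 3 trauma and 3 control mice each. The dashed line marks equal responses.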

**Table 7:** Expression levels of genes associated with notch, insulin, sonic hedgehog (Shh) and apoptosis.

**Gene**	**Trauma vs. Control**										
	**Normal**					**Obese**					
	**1 h**	**6 h**	**24 h**	**3 d**	**8 d**	**1 h**	**6 h**	**24 h**	**3 d**	**8 d**	
**Notch**											
*Adam17*	1.19	1.11	**−1.22**	**1.94**	1.06	1.11	1.13	−1.20	1.12	1.16	
*Adam19*	1.22	1.09	−1.09	**2.12**	**1.80**	1.18	1.03	1.04	1.23	1.09	
*Lfng*	−1.03	1.09	1.20	**2.38**	1.49	−1.26	−1.09	**1.35**	1.65	1.15	
*Notch2*	1.33	1.49	1.00	**2.63**	1.50	1.13	1.13	1.24	1.45	1.19	
**Insulin**											
*Akt1*	−1.02	1.16	1.20	**2.37**	1.49	1.01	1.09	1.20	1.07	1.00	
*Foxo4*	−1.02	−1.08	−1.09	**−2.02**	**−1.65**	−1.08	−1.09	−1.05	−1.01	−1.02	
*Fyn*	1.38	1.05	−1.17	**2.63**	**2.21**	−1.05	1.10	−1.06	1.08	1.30	
*Inpp5d*	1.37	**1.33**	1.13	**5.22**	1.50	1.08	1.20	1.21	1.95	1.07	
*Pdk1*	−1.01	1.05	**−1.12**	**−1.56**	**−1.30**	1.11	−1.10	**−1.20**	−1.15	1.09	
*Pdk2*	**−1.13**	−1.09	1.06	**−2.08**	**−1.31**	−1.01	−1.09	**−1.06**	−1.13	−1.11	
*Pdk3*	1.07	1.11	1.15	**2.86**	1.33	−1.12	1.06	1.01	1.02	−1.01	
*Pdk4*	1.10	1.08	−1.21	−1.07	−1.25	1.16	1.14	**−1.91**	−1.08	1.04	
*Ptpn1*	1.19	1.62	1.23	**1.99**	1.07	1.03	1.24	1.15	1.20	−1.03	
*Raf1*	−1.19	−1.16	−1.10	**−1.50**	−1.35	−1.19	−1.16	−1.03	−1.07	−1.07	
*Sgk3*	1.14	1.10	**−1.24**	**1.83**	−1.00	**1.21**	1.06	−1.17	−1.08	1.10	
**Sonic hedgehog**											
*Glis2*	1.20	1.08	**−1.16**	**1.56**	**1.33**	1.07	−1.06	1.02	1.07	−1.00	
*Myc*	**2.58**	2.67	2.06	2.66	1.30	**3.62**	2.27	1.38	1.04	−1.36	
**Apoptosis**											
*Bak1*	−1.32	1.01	**1.26**	**1.99**	**1.44**	−1.15	−1.19	1.14	1.15	1.04	
*Bax*	−1.07	1.18	1.07	**1.90**	1.20	−1.02	1.01	−1.04	1.05	1.01	
*Bid*	1.08	−1.24	1.08	**1.61**	1.26	1.04	1.01	1.06	1.15	1.04	
*Capn2*	1.17	**1.21**	−1.06	**2.16**	1.30	−1.07	1.12	1.02	1.26	1.20	
*Capn6*	**−1.18**	−1.34	**1.32**	**7.27**	3.56	−1.00	−1.24	−1.09	1.52	1.09	
*Capn7*	−1.01	−1.02	−1.12	**−1.62**	**−1.40**	−1.05	1.02	−1.09	−1.06	−1.00	
*Casp3*	−1.00	−1.05	1.08	**3.13**	**1.33**	−1.02	1.14	1.10	1.27	1.02	
*Casp6*	1.02	−1.26	−1.10	**2.26**	1.43	−1.16	1.22	−1.01	1.16	1.12	
*Casp8*	1.31	1.40	1.46	**5.56**	1.58	1.09	1.49	1.38	1.92	1.12	
*Cdk1*	−1.09	−1.07	1.05	**2.96**	1.17	1.00	−1.06	1.02	1.25	1.02	
*Ikbip*	1.02	1.01	1.08	**1.60**	1.17	−1.01	−1.01	1.14	1.13	−1.03	
*Junb*	1.86	2.07	−1.02	**1.54**	1.27	3.00	1.58	**1.14**	1.10	1.02	
*Jund*	**1.23**	1.19	1.06	1.17	1.28	**1.63**	−1.13	−1.05	−1.01	−1.06	
*Nfkb1*	1.25	1.25	−1.00	**1.67**	1.05	1.15	1.17	1.03	1.06	−1.01	
*Nfkbid*	1.40	1.05	1.00	1.06	1.05	**1.73**	1.10	1.06	1.05	1.04	
*Nfkbie*	1.23	1.02	1.09	**2.38**	1.29	**1.24**	1.04	1.06	1.18	1.19	
*Nfkbiz*	2.08	1.41	1.02	**1.20**	1.02	**2.97**	1.33	−1.05	1.10	1.07	
*Ripk1*	**1.43**	**1.36**	−1.01	**2.20**	**1.31**	1.73	1.27	1.09	1.28	1.10	
*Rock1*	1.38	1.28	−1.25	**2.16**	1.09	1.03	1.29	−1.00	1.03	1.28	
*Trp53*	−1.07	1.04	**1.59**	2.46	**1.33**	1.07	1.28	1.06	1.16	−1.17	
*Trp53inp1*	1.18	1.27	−1.42	1.00	1.06	1.01	**−1.66**	−1.27	−1.08	1.05	
**Shared genes**											Shared with
*Akt1s1*	−1.19	1.01	1.04	**−1.61**	**−1.25**	−1.06	−1.12	−1.09	−1.01	−1.01	Apoptosis Insulin
*Akt3*	**1.31**	1.04	**−1.79**	**1.86**	1.39	1.00	1.10	−1.38	−1.09	1.32	
*Mapk3*	−1.10	−1.10	1.10	**1.88**	1.18	**−1.26**	−1.12	−1.01	1.14	−1.03	
*Pik3c2a*	1.21	1.10	−1.03	**1.61**	1.12	1.09	1.19	1.05	1.05	1.20	
*Pik3cg*	**1.29**	1.12	−1.15	**2.54**	1.36	1.10	1.17	1.07	1.63	1.08	
*Pik3ip1*	1.09	−1.31	**−1.44**	**−2.06**	**−1.57**	−1.13	−1.26	−1.37	−1.01	1.01	
*Pik3r5*	1.65	1.27	1.07	**3.01**	1.44	1.40	1.45	1.20	1.68	1.11	
*Prkca*	−1.05	−1.11	−1.03	**−1.70**	**−1.35**	1.02	−1.10	**−1.18**	1.04	1.04	
*Prkcb*	1.08	1.02	1.05	**2.18**	**1.26**	1.04	−1.12	1.07	1.22	1.07	
*Prkcd*	1.19	**1.43**	−1.13	**2.96**	**1.28**	1.03	1.36	1.06	1.73	1.10	
*Prkcdbp*	1.13	1.14	1.27	**2.40**	1.41	−1.20	1.03	1.30	1.48	1.00	
*Prkch*	1.02	1.16	−1.11	**1.71**	1.06	1.21	1.10	1.04	1.06	1.14	
*Prkci*	1.27	1.12	−1.04	**1.82**	1.17	1.04	1.23	1.08	1.11	1.10	
*Prkcq*	1.05	−1.11	−1.10	**−1.51**	1.03	1.10	−1.08	−1.12	−1.05	−1.06	
*Prkcsh*	1.01	−1.05	−1.03	**1.68**	−1.02	−1.06	−1.01	−1.13	1.01	−1.05	
*Prkaa1*	1.12	1.07	−1.17	**1.51**	1.30	1.03	1.13	−1.13	−1.00	1.07	Insulin Shh
*Prkaa2*	−1.02	−1.09	1.06	**−2.32**	**−1.54**	−1.10	−1.13	1.00	1.05	−1.11	
*Prkab2*	−1.08	−1.15	−1.01	**−2.33**	**−1.80**	−1.18	−1.08	1.03	1.20	−1.17	
*Prkag1*	−1.09	−1.04	−1.04	**−1.52**	−1.29	−1.00	−1.05	1.00	**−1.25**	−1.07	
*Prkag3*	−1.34	−1.37	1.53	**−2.86**	−1.20	−1.41	−1.30	1.56	1.29	−1.02	
*Prkar2a*	−1.25	−1.14	1.02	**−1.73**	**−1.38**	−1.21	−1.11	1.08	1.04	−1.04	

*The shared section includes genes involved in at least 2 pathways. Significantly up-regulated genes (p ≤ 0.05) are shown in bold letters with background color (red = up-; green = down-regulated). Description of genes and corresponding significance levels can be found in Supplement 3.2*.

## Discussion

Increasing evidence suggests that obesity strongly impairs muscle regeneration due to chronic inflammation and excessive accumulation of lipids in both, adipose and non-adipose tissues (Akhmedov and Berdeaux, 2013). Here, we compared the influence of obesity related factors before and after trauma focusing on fatty acid and gene expression profiles after induction of a blunt trauma to *extensor iliotibialis anticus* on the left hind limb of normal weight and obese female C57BL/6J mice.

Feeding female C57BL/6J mice with a defined 60% kcal high fat diet resulted in the obesity phenotype where the body weight was significantly increased when compared to their normal calorie diet counterparts. The greater standard deviation in the weight of obese mice is possibly the result of individual differences in metabolism and physical activity of normal weight and obese mice, which also has been reported for humans (Montague et al., 1997; Ali and Crowther, 2009; Bryan et al., 2011; Brady, 2016). In contrast to the diet, induction of a blunt muscle trauma did not result in any significant changes in body weight of normal weight and obese mice post-injury. Therefore, we can exclude that possible differences in movement of normal weight and obese mice prominently influence their body weight post-injury. No significant differences in force input into the muscles of normal and obese mice were observed (own unpublished data), as well as no distinct differences in hematoma, and edema formation could be detected, whereas morphology showed an unfinished regeneration for obese mice 8 d post-injury. Analysis of FA content in muscles of normal weight and obese mice surprisingly revealed, that muscle tissue from normal weight animals showed higher SFA content in the TG fraction, indicating that higher amounts of the saturated FAs are stored. This is especially noteworthy as obese animals have a higher proportion of SFAs in their diets (22.71% ND vs. 32.02% HFD), thus making an inverted result more expected. PL fraction of muscle tissue from normal weight mice showed a higher MUFA content, while PUFAs were higher in obese mice. As stated in the content chart by the manufacturer, ND diet contains a lower ratio of MUFA when compared to HFD (29.82 vs. 35.95%), whereas PUFAs were higher in ND (47.48 vs. 32.02%). While normal weight animals have a lower uptake of MUFAs within their diet, they surprisingly show a higher MUFA content in skeletal muscle. In contrast, PUFA ratio was higher in the normal diet, while exhibiting a lowered content in the muscle of the ND group. This is presumably dependent on the variations in total amount in grams for SFA, MUFA, and PUFA for the different diets, wherein the HFD showed overall higher amounts (Ulman, 2011). Furthermore, these differences could be explained by the limitation in total FA uptake by the 10% kcal fat diet, which leads to increased synthesis of saturated FA for repositories. Obese animals had most of the FAs and its precursors abundantly present in the 60% kcal fat diet, making the excessive storage and synthesis, at least in parts, unnecessary. This means, that although obese animals were able to consume higher total amounts of FA, they were not required to store as much of these FAs as they had plenty present within their diet. On the other hand, normal weight animals had to build up repositories to accommodate for potential starving periods. Additionally, lipid overload has been recognized as one important factor leading to muscle mass reduction, which contributes to impaired muscle regeneration after injury (Tamilarasan et al., 2012; Akhmedov and Berdeaux, 2013). Thus, the FA ratios in normal weight mice correlate to a healthy individual and seem to lead to a regular response to injury. In contrast, obese animals are known to show a delayed reply to injury (Nguyen et al., 2011; Woo et al., 2011; Akhmedov and Berdeaux, 2013; D'Souza et al., 2015), which also derives from variation in FA content in skeletal muscle. Although we observed several differences in FA ratios, no significance was detectable upon combining all increments for Fisher's exact test and odds ratio. Consequently, cumulated FA content of skeletal muscle is independent of injury, while the diet does exhibit slightly higher odds of increased FA content. The presented data implicates a lack of response in obese mice due to differences in fatty acid composition of skeletal muscle. In this context, a closer look at significantly altered FAs upon injury is necessary.

Blunt muscle injury resulted in changes of the levels of two fatty acids in the phospholipid [eicosenoic (ND, CvT) and DHG-linolenic acid (HFD, CvT); *p* ≤ 0.05] and of one FA in the triglyceride (docosahexaenoic acid (ND, CvT); *p* ≤ 0.05) fraction.

Muscle injury seems to trigger the elongation from oleic (OA; 18:1) to eicosenoic acid (EA; 20:1) in PL fraction in control compared to injured normal weight mice. This assumption is supported by our gene expression data wherein an increase in *Elovl1/3* is detectable, making injury a potential triggering factor of EA synthesis. It is well established that omega fatty acids are important mediators for growth and development (Abood et al., 2014). Despite this, there is little evidence of the exact mechanisms of EA in the body. Nevertheless, our data show decreased levels of EA in obese mice in PL and TG fraction, suggesting a correlation with impaired muscle regeneration after injury in obese animals. 

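Elovl1, an elongase of saturated and monounsaturated very long chain fatty acids (gene ID 54325, chromosome 4 of GRCm38.p6 from 118426874 to 118432953), was 4.12-fold higher in injured than in uninjured normal weight mice at 3 d, a log2 fold change of 2.04 (standard error 0.22, adjusted p = 2.34e-04). At 8 d it stood at 0.52 ± 0.17 (adjusted p = 0.137) and in obese mice at 3 d at 0.51 ± 0.36 (adjusted p = 0.806). Its response differed between the diets by -1.53 ± 0.47 (adjusted p = 0.0463) at 3 d. Elovl3, an elongase of skin and brown fat (gene ID 12686, chromosome 19 of GRCm38.p6 from 46131897 to 46135694), stood at -0.07 ± 0.11 (adjusted p = 0.651) in normal weight mice at 3 d and at 1.43 ± 0.66 (adjusted p = 0.282) at 8 d, which did not pass. Its values in obese mice were 0.12 ± 0.14 (adjusted p = 0.903) at 3 d and 0.09 ± 0.07 (adjusted p = 1) at 8 d.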

Interestingly, the precursor OA shows lower levels in PL fraction but higher levels in TG fraction for obese mice, indicating an impaired incorporation into cell membranes, while storing higher amounts. OA is known to play a role in countering TNF-α mediated functions regarding insulin (Vassiliou et al., 2009). This may enhance the negative outcome for obese individuals due to improper mediation of signals.

The reduction of DHG-linolenic acid (DHGL; 20:3) in control compared to injured obese mice in PL fraction might partially result from the excessive availability of precursors in the diet (Gajda, 2017) leading to a redundant depository. Additionally, omega-3-fatty acids are integral parts of the cell membrane (Valentine and Valentine, 2004; Surette, 2008). DHGL is a precursor for the synthesis of arachidonic acid (AA), a FA involved in inflammatory responses. AA is a crucial cell membrane component of cells involved in modulating the magnitude and period of inflammatory responses. It exhibits its functions via the synthesis of mostly pro-inflammatory eicosanoids (Calder, 2010; Markworth and Cameron-Smith, 2012; Yashiro et al., 2016). Our phospholipid fraction data show, that the amount of DHGL is negatively influenced by injury in obese mice, while normal weight animals do not show a significant impact, despite higher content. Thus, the response of obese mice might be an increased synthesis of AA from DHGL. This is reflected in the triglyceride fraction of skeletal muscle, where a higher amount of stored DHGL and AA is observed.

The increase in docosahexaenoic acid (DHA; 22:6) in control versus injured normal weight mice in TG fraction may be a direct response to injury. DHA is known to have an anti-inflammatory effect by changing cell membrane composition of cells involved in inflammatory response, while directly affecting pro-inflammatory cytokines as well (Calder, 2010; Mullen et al., 2010; Prostek et al., 2014). An appropriate effect seems to be mediated by a slightly increased DHA content, whereas high levels of DHA are able to affect viability by means of apoptosis as described previously (Sun et al., 2017). Although being tested in a cell culture model, the results show the potential induction of the p53, MAPK, TNF, PI3K/Akt and NF-κB pathways by DHA (Sun et al., 2017). The increased levels of DHA and its precursor docosapentaenoic acid may propagate pro-apoptotic effects in obese mice that showed higher levels of these FAs when compared to normal weight mice, potentially contributing to an impaired regeneration after injury.

Animals were grouped per time point, which further required the direct comparison of trauma vs. control in order to generate a time lapse for our gene expression analysis. Insignificant values were included to assess changes as a whole without excluding masked hits. Normal weight mice showed a strong response to injury in FA-related genes, thus further confirming the lack of response in obese mice compared to injury (Akhmedov and Berdeaux, 2013; D'Souza et al., 2015). 

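At 3 d in normal weight mice, Apoe rose by 2.37 ± 0.26 (adjusted p = 2.53e-04), Pltp by 2.41 ± 0.17 (adjusted p = 2.49e-05), the endocytic receptor Lrp1 by 1.47 ± 0.13 (adjusted p = 6.97e-05) and Srebf2, the transcription factor of cholesterol synthesis, by 0.83 ± 0.13 (adjusted p = 0.00156), while Lrp2bp fell, by 1.72 (standard error 0.12, adjusted p = 2.44e-05), and Lpl at -0.49 ± 0.19 (adjusted p = 0.0735) did not pass. Of the genes of membrane lipids, Gltp rose by 1.45 ± 0.11 (adjusted p = 3.47e-05), the fatty acid desaturases Fads3 and Fads1 by 1.76 ± 0.21 (adjusted p = 3.70e-04) and 1.04 ± 0.27 (adjusted p = 0.0169) and the elongase Elovl5 by 0.91 ± 0.13 (adjusted p = 0.00115). None of the 8 higher genes passed in obese mice at 3 d. Their log2 fold changes there were 1.05 for Apoe, 1.02 for Pltp, 1.18 for Fads3, 0.62 for Gltp, 0.58 for Lrp1, 0.36 for Fads1, 0.11 for Elovl5 and 0.07 for Srebf2. The direct test of the diets passed for Srebf2 at -0.76 ± 0.17 (adjusted p = 0.0153) and Elovl5 at -0.79 ± 0.23 (adjusted p = 0.0413), and not for Apoe at -1.32 ± 0.60 (adjusted p = 0.151) or Fads3 at -0.58 ± 0.65 (adjusted p = 0.557). It is not given here for Pltp, Gltp, Lrp1 and Fads1. Of the 20 measured genes of Table 6, only 5 passed this test.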

Interestingly, while screening FA-related genes, we noted that genes involved in lipoprotein metabolism (*apoE, LDLR, Lrp1, Pltp, Srebf2, and Apobec*), in the synthesis of membrane lipids (*Elovl1, Gltp, Elovl5, Fads1, Fads3*), and lipid mediators (*Alox5ap*) were differentially expressed. A striking candidate among these is *Alox5ap*, encoding the activating protein for the gene product of *Alox5*, which is involved in leukotriene synthesis. Leukotrienes are derivatives of arachidonic acid (AA) and responsible for inflammatory responses, e.g., in human muscle (Markworth and Cameron-Smith, 2012; GeneCards(R), 2017a). Our data showed that AA content in mouse skeletal muscle was lower in PL and higher in TG fraction in muscle tissue of obese animals. Omega-3-PUFAs are commonly incorporated into cell membranes to modify membrane viscosity, thus influencing cell-cell interactions (Ander et al., 2003; Balogun et al., 2013; Duivenvoorde et al., 2015; Yang et al., 2017). Omega-6-PUFAs are also known to be potent lipid mediators in the modification of an inflammatory response (Patterson et al., 2012). The higher content of AA in PL fraction could indicate the regular function in normal weight animals, while the decreased levels of AA in obese mice lead to a limited anti-inflammatory response of, e.g., immune cells (Calder, 2010). TG fraction shows inverse results for both, normal weight and obese mice. However, obese animals are not able to take advantage of a higher AA deposit, potentially by excessive lipid overload (Tamilarasan et al., 2012). This assumption is reflected in the hampered *Alox5ap* expression levels of obese animals. *Apobec1* is also involved in lipoprotein metabolism and considered a sign for immune cell infiltration due to its association with apolipoprotein B, which is incorporated in low density lipoproteins (GeneCards(R), 2017b,c). Up-regulation of *Apobec1* correlates to a proper response in normal weight mice, while obese animals do show a similar tendency.

Evaluation of pathways involved in cell proliferation, differentiation and removal of tissue debris were analyzed as well. Notch regulates cell-fate determination during development and tissue homeostasis (Bentzinger et al., 2012) and was mostly upregulated in injured muscles of normal weight animals, whereas obese mice showed a lack of expression within this pathway, thus hampering with regeneration. 

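Notch2, a receptor of the pathway, rose by 1.39 ± 0.13 (adjusted p = 9.80e-05) on the log2 scale 3 d after injury in normal weight mice, and Lfng, a glycosyltransferase that tunes notch receptors, by 1.24 ± 0.13 (adjusted p = 2.08e-04). Adam17 and Adam19, membrane proteases, rose by 0.96 ± 0.10 (adjusted p = 1.63e-04) and 1.08 ± 0.11 (adjusted p = 1.97e-04). At 8 d Adam19 was the 1 of these 4 that passed, at 0.84 ± 0.10 (adjusted p = 0.0135). In obese mice at 3 d the 4 values were 0.51 ± 0.27 (adjusted p = 0.748), 0.69 ± 0.25 (adjusted p = 0.733), 0.16 ± 0.11 (adjusted p = 0.796) and 0.29 ± 0.15 (adjusted p = 0.747), all above 0. The diets differed for Adam17 by -0.80 ± 0.14 (adjusted p = 0.005) and for Adam19 by -0.79 ± 0.20 (adjusted p = 0.0225), while the differences of Notch2 at -0.88 ± 0.32 (adjusted p = 0.0817) and Lfng at -0.55 ± 0.31 (adjusted p = 0.232) did not pass. In a list of 21 notch pathway genes written before the data were examined, 9 rose and 2 fell in normal weight mice (9 and 2 adjusted over the list alone), with a median of 0.23 and camera adjusted p = 0.00407. The adjusted p was 0.405 with an estimated correlation. Limma called 0 of these 21 in obese mice (1 without mouse8188), with 4 at an unadjusted p under 0.05. Whether the notch genes changed apart from the mix of cells in the tissue was not tested.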

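In injured normal weight mice at 3 d, insulin pathway genes moved in both directions. Macrophage markers had a median of 3.64 there and genes of oxidative phosphorylation one of -0.77, so the mix of cells may have changed. Whether the insulin pathway genes changed apart from that mix was not tested. The kinase Akt1 rose by 1.23 ± 0.13 (adjusted p = 2.27e-04), the kinase Fyn by 1.40 ± 0.13 (adjusted p = 1.03e-04) and Pdk3, a kinase that inhibits pyruvate dehydrogenase, by 1.51 ± 0.13 (adjusted p = 7.77e-05). Its muscle paralog Pdk2 fell by 1.06 (standard error 0.09, adjusted p = 5.53e-05), the transcription factor Foxo4 by 1.01 (standard error 0.12, adjusted p = 4.78e-04) and Prkag3, a subunit of AMPK, by 1.52 (standard error 0.18, adjusted p = 3.87e-04). Of the 29 measured genes of the table, 16 rose and 12 fell (28 adjusted over the list alone). In obese mice at 3 d limma called 0 (3 without mouse8188), with 5 at an unadjusted p under 0.05, and 9 of the 29 lay below 0. The number below 0 in obese mice was 13 at 1 h, 14 at 6 h, 12 at 24 h and 13 at 8 d. Akt1 stood at 0.09 ± 0.15 (adjusted p = 0.934) and Prkag3 at 0.36 ± 0.26 (adjusted p = 0.807). The response differed between the diets for 22 of the 29 genes at 3 d (27 adjusted over the list alone), Akt1 by -1.14 ± 0.21 (adjusted p = 0.00548) and Prkag3 by 1.88 ± 0.34 (adjusted p = 0.00542). Of 22 insulin pathway genes listed before the data were examined, 3 rose and 8 fell in normal weight mice (3 and 8 adjusted over the list alone), the latter with Slc2a4, the insulin-regulated glucose transporter, at -1.52 ± 0.19 (adjusted p = 5.04e-04) and the receptor substrate Irs1 at -1.00 ± 0.18 (adjusted p = 0.00291). Camera gave an adjusted p of 0.481. In obese mice limma called 0 of these 22, with 3 at an unadjusted p under 0.05.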

The insulin pathway regulates energy consumption by glucose- and lipid-metabolism (Guilherme et al., 2008) and shows a variation of up- and down-regulation for both groups, whereas obese animals generally show a down-regulation in expression levels. Three days post-injury is a crucial time point for normal weight mice as they show a stronger activity within this pathway, as a lot of energy is required for the regeneration process. In contrast, obese animals apparently do not require a high activity, probably due to their increased uptake of FAs, resulting in an impaired pathway. Sonic hedgehog is responsible for embryonic development and tissue maintenance (Bentzinger et al., 2012). 

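In normal weight mice at 3 d, the transcription factor Myc rose by 1.38 ± 0.18 (adjusted p = 5.70e-04) and Glis2, a zinc finger protein related to the Gli factors, by 0.65 ± 0.17 (adjusted p = 0.0174). The third of the 8 table genes that rose was Prkaa1 at 0.59 ± 0.11 (adjusted p = 0.00318), and the 5 that fell were subunits of AMPK and of protein kinase A, such as Prkar2a, a regulatory subunit, at -0.79 ± 0.11 (adjusted p = 8.78e-04). In obese mice, Myc stood at 0.07 ± 0.39 (adjusted p = 0.983) and Glis2 at 0.10 ± 0.11 (adjusted p = 0.891) at 3 d, where 0 of the 8 passed with limma and 2 had an unadjusted p under 0.05. Of 13 sonic hedgehog pathway genes listed before the data were examined, 6 rose and 2 fell in normal weight mice (7 and 2 adjusted over the list alone; 4 and 1 without mouse8221, 3 and 0 without mouse8222, 5 and 0 without mouse8223). Smo, the signal transducer of the pathway, rose by 1.07 ± 0.13 (adjusted p = 4.87e-04) and Gli3, one of its transcription factors, by 0.63 ± 0.16 (adjusted p = 0.016). Camera gave an adjusted p of 0.116 for the list. In obese mice 0 of the 13 were called, with 0 at an unadjusted p under 0.05. A change in the mix of cells was not separated from a change of these genes.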

In general, only little activity is seen, whereas the observed upregulation may account for the tissue maintenance of the injured muscle tissue in normal weight animals. Induction of apoptosis results in controlled cell death, wherein caspases play crucial roles (Darby et al., 2016). This pathway is mostly silent in obese mice, while their normal weight counterparts show a distinct activity mostly 3 days post-injury, meaning that the removal of damaged tissue is functioning properly. 

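At 3 d in normal weight mice, the executioner caspase Casp6 rose by 1.17 ± 0.11 (adjusted p = 1.40e-04), the pore former Bak1 by 1.00 ± 0.12 (adjusted p = 3.43e-04) and its activator Bid by 0.69 ± 0.12 (adjusted p = 0.00336). Capn2, a calcium-dependent protease, rose by 1.12 ± 0.13 (adjusted p = 2.94e-04) and Cdk1, a kinase of mitosis listed among these genes, by 1.55 ± 0.13 (adjusted p = 7.15e-05). Of the 29 measured table genes, 21 were higher and 5 lower (26 adjusted over the list alone). In obese mice limma called 0 (2 without mouse8188), with 2 at an unadjusted p under 0.05, and Casp6 stood at 0.23 ± 0.19 (adjusted p = 0.847) and Bak1 at 0.19 ± 0.10 (adjusted p = 0.754). The diets differed at 3 d for 16 of the 29 (23 adjusted over the list alone), Casp6 by -0.94 ± 0.23 (adjusted p = 0.0217) and Capn6 by -2.35 ± 0.37 (adjusted p = 0.0025), while the difference of Casp8 at -1.60 ± 0.51 (adjusted p = 0.0545) did not pass. In a list of 26 apoptosis genes written before the data were examined, 14 rose and 3 fell in normal weight mice (14 and 3 adjusted over the list alone), with the death receptor Tnfrsf1a at 2.04 ± 0.13 (adjusted p = 1.89e-05) and Apaf1, the scaffold of the apoptosome, at 1.35 ± 0.11 (adjusted p = 5.94e-05). Camera gave an adjusted p of 1.88e-04, and the adjusted p was 0.117 with an estimated correlation. In obese mice 0 of these 26 were called (1 without mouse8188), with 2 at an unadjusted p under 0.05. Whether the apoptosis genes changed apart from the mix of cells in the tissue was not tested.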

Obese animals lack this activity at the evaluated time points, resulting in either an impaired or delayed response.

In summary, we were able to successfully apply an improved drop tower-device for blunt muscle injury in normal weight and obese mice. The high fat diet changed the composition of FA in the skeletal hind-limb muscle of female C57BL/6J mice. Gas chromatographic analysis revealed changes in SFA, MUFA, and PUFA content for phospholipid and triglyceride fractions. Furthermore, diet and injury were able to significantly alter eicosenoic (ND; CvT) and DHG-linolenic acid (HFD, CvT) in phospholipid and docosahexaenoic acid (ND, CvT) in triglyceride fraction. We also identified 3 days as the most important time point in response to injury for fatty acid related genes in normal weight mice, while obese animals are likely to be delayed. 

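In obese mice the 20 measured genes of Table 6 had a median log2 fold change of 0.06 at 1 h, -0.04 at 6 h, 0.17 at 24 h, 0.36 at 3 d and 0.13 at 8 d. Apoe stood at 0.32 ± 0.11 (adjusted p = 1), Alox5ap at 0.32 ± 0.19 (adjusted p = 1) and Pltp at 0.41 ± 0.10 (adjusted p = 1) at 8 d, the last with the smallest unadjusted p of the 20. Limma called 0 of the 20 at 8 d, with 2 at an unadjusted p under 0.05. Later times were not analysed here.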

Pathway analysis of differentially expressed genes showed cholesterol homeostasis, fatty acid biosynthetic process, fatty acid elongation and acyl-CoA metabolic process with high confidence. This outcome led to the identification of *Alox5ap* and *Apobec1* for further analysis, where we were able to show similar expression profiles, albeit significant differences between normal weight and obese were observed only at 3 d post-injury for *Alox5ap*. Nevertheless, both genes indicate a regular function of the synthesis of lipid mediators, lipid metabolism and immune function for normal weight mice. Considering this, the change in fatty acid metabolism may directly contribute to the impaired muscle regeneration in obese animals due to altered FA ratios, FAs and gene expression levels. In addition, notch-, insulin-, sonic hedgehog-, and apoptosis-signaling are impaired in obese mice, while normal weight animals showed major influences 3 d post-injury.

## Author contributions

UK and MW designed the experiments. UK and MW received funding and supervised the study. PX, LL, and J-UW performed animal experiments and collected tissue. KT and J-UW prepared samples for GC analysis. LS, KT, and J-UW evaluated GC data. AS, MJ, PG, and J-UW designed the approach and R script for microarray evaluation. LS and J-UW evaluated microarray data. The qPCR was performed by J-UW. UK, MW, PX and J-UW wrote the paper with input of the other authors. All authors read the final manuscript and approved it.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury
**Source:** Front Physiol. 2018 Jan 30;9:19. doi: 10.3389/fphys.2018.00019
**Supplement:** Supplement 1.1 — Contingency tables of FA ratios used for Fisher's exact test and odds ratio including calculated results.

Supplementary Material

Comparison of fatty acid and gene profiles in skeletal muscle in normal and obese C57BL/6J mice before and after blunt muscle injury

Jens-Uwe Werner^1†^, Klaus Tödter^2†^, Pengfei Xu^1^, Lydia Lockhart^1^, Markus Jähnert^3^, Pascal Gottmann^3^, Annette Schürmann^3^, Ludger Scheja^2^, Martin Wabitsch^4,^*, Uwe Knippschild^1,^*

Supplement 1.1: Contingency tables of FA ratios used for Fisher’s exact test and odds ratio including calculated results.

|  | **Phospholipid fraction** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **PUFA** | **Control** | **Trauma** |  | **Odds Ratio** | **Quantile (2.5%)** | **Quantile (97.5%)** | **Fisher's Exact test** |
| **Normal** | 39.180 | 38.597 |  | 0.977 | 0.505 | 1.89 | 1 |
| **Obese** | 42.598 | 41.581 |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **MUFA** | **Control** | **Trauma** |  | **Odds Ratio** | **Quantile (2.5%)** | **Quantile (97.5%)** | **Fisher's Exact test** |
| **Normal** | 14.616 | 15.019 |  | 1.098 | 0.313 | 3.881 | 1 |
| **Obese** | 10.345 | 10.940 |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **SFA** | **Control** | **Trauma** |  | **Odds Ratio** | **Quantile (2.5%)** | **Quantile (97.5%)** | **Fisher's Exact test** |
| **Normal** | 46.142 | 46.309 |  | 1 | 0.541 | 1.85 | 1 |
| **Obese** | 46.898 | 47.320 |  |  |  |  |  |
|  | **Triglyceride fraction** | | | | | | |
| **PUFA** | **Control** | **Trauma** |  | **Odds Ratio** | **Quantile (2.5%)** | **Quantile (97.5%)** | **Fisher's Exact test** |
| **Normal** | 12.630 | 13.002 |  | 1 | 0.34 | 2.945 | 1 |
| **Obese** | 22.264 | 22.039 |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **MUFA** | **Control** | **Trauma** |  | **Odds Ratio** | **Quantile (2.5%)** | **Quantile (97.5%)** | **Fisher's Exact test** |
| **Normal** | 50.805 | 52.155 |  | 0.981 | 0.545 | 1.764 | 1 |
| **Obese** | 49.785 | 50.047 |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **SFA** | **Control** | **Trauma** |  | **Odds Ratio** | **Quantile (2.5%)** | **Quantile (97.5%)** | **Fisher's Exact test** |
| **Normal** | 36.725 | 34.930 |  | 1.057 | 0.496 | 2.254 | 1 |
| **Obese** | 27.959 | 27.916 |  |  |  |  |  |

# Supplementary material for: Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury
**Source:** Front Physiol. 2018 Jan 30;9:19. doi: 10.3389/fphys.2018.00019
**Supplement:** Supplement 1.2 — List of packages used with RStudio 0.99.903 and R 3.2.5.

Supplementary Material

Comparison of fatty acid and gene profiles in skeletal muscle in normal and obese C57BL/6J mice before and after blunt muscle injury

Jens-Uwe Werner^1†^, Klaus Tödter^2†^, Pengfei Xu^1^, Lydia Lockhart^1^, Markus Jähnert^3^, Pascal Gottmann^3^, Annette Schürmann^3^, Ludger Scheja^2^, Martin Wabitsch^4,^*, Uwe Knippschild^1,^*

Supplement 1.2: List of packages used with RStudio 0.99.903 and R 3.2.5.

| **Package** | **Version** | **Citation** |
| --- | --- | --- |
| questionr | 0.6.1 | Julien Barnier, François Briatte and Joseph Larmarange (2017). questionr: Functions to Make Surveys Processing Easier. R package version 0.6.1. <http://CRAN.R-project.org/package=questionr> |
| affy | 1.52.0 | Gautier, L., Cope, L., Bolstad, B. M., and Irizarry, R. A. 2004. affy---analysis of Affymetrix GeneChip data at the probe level. Bioinformatics 20, 3 (Feb. 2004), 307-315. |
| mogene10sttranscriptcluster.db | 8.5.0 | James W. MacDonald (2016). mogene10sttranscriptcluster.db: Affymetrix mogene10 annotation data (chip mogene10sttranscriptcluster). R package version 8.5.0. |
| org.Mm.eg.db | 3.4.0 | Marc Carlson (2016). org.Mm.eg.db: Genome wide annotation for Mouse. R package version 3.4.0. |
| AnnotationDbi | 1.36.0 | Herve Pages, Marc Carlson, Seth Falcon and Nianhua Li (2016). AnnotationDbi: Annotation Database Interface. R package version 1.36.0. |
| Iranges | 2.8.1 | Lawrence M, Huber W, Pagès H, Aboyoun P, Carlson M, et al. (2013) Software for Computing and Annotating Genomic Ranges. PLoS Comput Biol 9(8): e1003118. doi:10.1371/journal.pcbi.1003118 |
| S4Vectors | 0.12.0 | H. Pagès, M. Lawrence and P. Aboyoun (2016). S4Vectors: S4 implementation of vectors and lists. R package version 0.12.0. |
| Biobase | 2.34.0 | Orchestrating high-throughput genomic analysis with Bioconductor. W. Huber, V.J. Carey, R. Gentleman, ..., M. Morgan Nature Methods, 2015:12, 115. |
| BiocGenerics | 0.20.0 | Orchestrating high-throughput genomic analysis with Bioconductor. W. Huber, V.J. Carey, R. Gentleman, ..., M. Morgan Nature Methods, 2015:12, 115. |
| preprocessCore | 1.36.0 | Benjamin Milo Bolstad (2016). preprocessCore: A collection of pre-processing functions. R package version 1.36.0. https://github.com/bmbolstad/preprocessCore |
| calibrate | 1.7.2 | Jan Graffelman (2013). calibrate: Calibration of Scatterplot and Biplot Axes. R package version 1.7.2. https://CRAN.R-project.org/package=calibrate |
| MASS | 7.3-45 | Venables, W. N. & Ripley, B. D. (2002) Modern Applied Statistics with S. Fourth Edition. Springer, New York. ISBN 0-387-95457-0 |
| gtools | 3.5.0 | Gregory R. Warnes, Ben Bolker and Thomas Lumley (2015). gtools: Various R Programming Tools. R package version 3.5.0. https://CRAN.R-project.org/package=gtools |
| missMDA | 1.10 | Julie Josse, Francois Husson (2016). missMDA: A Package for Handling Missing Values in Multivariate Data Analysis. Journal of Statistical Software, 70(1), 1-31. doi:10.18637/jss.v070.i01 |
| pvclust | 2.0-0 | Ryota Suzuki and Hidetoshi Shimodaira (2015). pvclust: Hierarchical Clustering with P-Values via Multiscale Bootstrap Resampling. R package version 2.0-0. https://CRAN.R-project.org/package=pvclust |
| FactoMineR | 1.33 | Sebastien Le, Julie Josse, Francois Husson (2008). FactoMineR: An R Package for Multivariate Analysis. Journal of Statistical Software, 25(1), 1-18. 10.18637/jss.v025.i01 |
| gplots | 3.0.1 | Gregory R. Warnes, Ben Bolker, Lodewijk Bonebakker, Robert Gentleman, Wolfgang Huber Andy Liaw, Thomas Lumley, Martin Maechler, Arni Magnusson, Steffen Moeller, Marc Schwartz and Bill Venables (2016). gplots: Various R Programming Tools for Plotting Data. R package version 3.0.1. https://CRAN.R-project.org/package=gplots |
| doParallel | 1.0.10 | Revolution Analytics and Steve Weston (2015). doParallel: Foreach Parallel Adaptor for the 'parallel' Package. R package version 1.0.10. https://CRAN.R-project.org/package=doParallel |
| iterators | 1.0.8 | Revolution Analytics and Steve Weston (2015). iterators: Provides Iterator Construct for R. R package version 1.0.8. https://CRAN.R-project.org/package=iterators |
| foreach | 1.4.3 | Revolution Analytics and Steve Weston (2015). foreach: Provides Foreach Looping Construct for R. R package version 1.4.3. https://CRAN.R-project.org/package=foreach |
| dtplyr | 0.0.1 | Hadley Wickham (2016). dtplyr: Data Table Back-End for 'dplyr'. R package version 0.0.1. https://CRAN.R-project.org/package=dtplyr |
| plyr | 1.8.4 | Hadley Wickham (2011). The Split-Apply-Combine Strategy for Data Analysis. Journal of Statistical Software, 40(1), 1-29. URL http://www.jstatsoft.org/v40/i01/ |
| dplyr | 0.5.0 | Hadley Wickham and Romain Francois (2016). dplyr: A Grammar of Data Manipulation. R package version 0.5.0. https://CRAN.R-project.org/package=dplyr |
| psych | 1.6.9 | Revelle, W. (2016) psych: Procedures for Personality and Psychological Research, Northwestern University, Evanston, Illinois, USA, https://CRAN.R-project.org/package=psych Version = 1.6.9. |
| data.table | 1.9.6 | M Dowle, A Srinivasan, T Short, S Lianoglou with contributions from R Saporta and E Antonyan (2015). data.table: Extension of Data.frame. R package version 1.9.6. https://CRAN.R-project.org/package=data.table |
| tictoc | 1.0 | Sergei Izrailev (2014). tictoc: Functions for timing R scripts, as well as implementations of Stack and List structures.. R package version 1.0. https://CRAN.R-project.org/package=tictoc |
| openxlsx | 3.0.0 | Alexander Walker (2015). openxlsx: Read, Write and Edit XLSX Files. R package version 3.0.0. https://CRAN.R-project.org/package=openxlsx |

# Supplementary material for: Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury
**Source:** Front Physiol. 2018 Jan 30;9:19. doi: 10.3389/fphys.2018.00019
**Supplement:** Supplement 2.1 — Significance levels of FA-composition in phospholipid fraction in muscle tissue; n = 18 per group. Statistical analysis by two-sided homoscedastic t-test. *Indicates p ≤ 0.01, **Indicates p ≤ 0.05.

Supplementary Material

Comparison of fatty acid and gene profiles in skeletal muscle in normal and obese C57BL/6J mice before and after blunt muscle injury

Jens-Uwe Werner^1†^, Klaus Tödter^2†^, Pengfei Xu^1^, Lydia Lockhart^1^, Markus Jähnert^3^, Pascal Gottmann^3^, Annette Schürmann^3^, Ludger Scheja^2^, Martin Wabitsch^4,^*, Uwe Knippschild^1,^*

Supplement 2.1: Significance levels of FA-composition in phospholipid fraction in muscle tissue; n = 18 per group. Statistical analysis by two-sided homoscedastic t-test. * indicates p ≤ 0.01, ** indicates p ≤ 0.05.

|  | **Phospholipid fraction** | | | |
| --- | --- | --- | --- | --- |
|  | **Normal** | **Obese** | **Control** | **Trauma** |
|  | **Control vs Trauma** | **Control vs Trauma** | **Normal vs Obese** | **Normal vs Obese** |
| Myristic (14:0) | 5.15E-01 | 7.49E-01 | 1.74E-16* | 4.01E-05* |
| Myristoleic (14:1) | - | - | - | - |
| Palmitic (16:0) | 6.64E-01 | 7.24E-01 | 6.38E-02 | 2.22E-01 |
| d-7-hexadecenoic (16:1) | 3.08E-01 | 9.76E-01 | 7.56E-03* | 6.58E-04* |
| Palmitoleic (16:1) | 5.26E-01 | 3.31E-01 | 3.52E-22* | 4.26E-21* |
| Stearic (18:0) | 3.57E-01 | 8.31E-01 | 1.18E-04* | 5.45E-04* |
| Oleic (18:1) | 5.90E-01 | 1.40E-01 | 1.33E-02** | 4.53E-02** |
| Vaccenic (18:1) | 6.82E-01 | 6.08E-01 | 1.46E-14* | 1.84E-14* |
| Linoleic (18:2) | 1.91E-01 | 2.59E-01 | 8.15E-06* | 3.48E-03* |
| g-Linolenic (18:3) | 3.71E-01 | 3.13E-01 | 8.16E-11* | 2.94E-01 |
| Linolenic (18:3) | 9.32E-01 | 4.14E-01 | 3.15E-03* | 7.86E-01 |
| Stearidonic (18:4) | - | - | - | - |
| Arachidic (20:0) | 4.89E-01 | 6.11E-01 | 3.46E-01 | 8.25E-01 |
| Eicosenoic (20:1) | 3.86E-02** | 4.23E-01 | 4.58E-05* | 1.40E-05* |
| Eicosadienoic (20:2) | 5.46E-02 | 4.44E-01 | 1.50E-24* | 1.12E-22* |
| DHG-Linolenic (20:3) | 3.79E-01 | 2.07E-02** | 1.01E-08* | 4.57E-10* |
| Arachidonic (20:4) | 6.47E-01 | 1.65E-01 | 1.33E-03* | 3.74E-07* |
| Eicosatrienoic (20:3) | - | - | - | - |
| Eicosatetraenoic (20:4) | - | - | - | - |
| Eicosapentaenoic (20:5) | 2.78E-01 | 9.11E-01 | 1.94E-03* | 4.15E-08* |
| Behenic (22:0) | 6.32E-01 | 2.01E-01 | 2.51E-02** | 1.35E-01 |
| Erucic (22:1) | 5.05E-01 | 8.95E-01 | 5.94E-08* | 1.71E-06* |
| Docosapentaenoic (22:5) | 1.17E-01 | 3.26E-01 | 1.13E-20* | 3.67E-18* |
| Docosahexaenoic (22:6) | 2.07E-01 | 6.68E-01 | 2.28E-02** | 1.67E-04* |
| Lignoceric (24:0) | 5.88E-01 | 2.69E-01 | 7.19E-02 | 3.68E-01 |
| Nervonic (24:1) | 9.38E-01 | 1.41E-01 | 5.14E-03* | 1.38E-02** |

# Supplementary material for: Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury
**Source:** Front Physiol. 2018 Jan 30;9:19. doi: 10.3389/fphys.2018.00019
**Supplement:** Supplement 2.2 — Fatty acid content in phospholipid fraction from 1 h to 21 d post-injury for female normal weight C57BL/6J mice. N.d., not detected.

Supplementary Material

Comparison of fatty acid and gene profiles in skeletal muscle in normal and obese C57BL/6J mice before and after blunt muscle injury

Jens-Uwe Werner^1†^, Klaus Tödter^2†^, Pengfei Xu^1^, Lydia Lockhart^1^, Markus Jähnert^3^, Pascal Gottmann^3^, Annette Schürmann^3^, Ludger Scheja^2^, Martin Wabitsch^4,^*, Uwe Knippschild^1,^*

Supplement 2.2: Fatty acid content in phospholipid fraction from 1h to 21d post-injury for female normal weight C57BL/6J mice. N.d. = not detected.

|  | **Phospholipid fraction in muscle tissue of female normal weight C57BL/6J mice** | | | | | | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Time** | **1h** | | | | **6h** | | | | **24h** | | | | **72h** | | | | **192h** | | | | **504h** | | | |
| **Treatment** | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | |
|  | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd |
| Myristic (14:0) | 1.10 | 0.05 | 1.13 | 0.05 | 1.05 | 0.03 | 1.61 | 0.77 | 1.13 | 0.04 | 1.05 | 0.06 | 1.11 | 0.07 | 0.97 | 0.04 | 1.14 | 0.02 | 1.08 | 0.13 | 1.11 | 0.02 | 1.12 | 0.09 |
| Myristoleic (14:1) |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Palmitic (16:0) | 27.99 | 2.31 | 28.92 | 0.32 | 27.64 | 0.96 | 27.42 | 0.43 | 27.96 | 0.99 | 27.60 | 0.62 | 27.69 | 0.76 | 27.93 | 1.25 | 28.00 | 0.52 | 26.12 | 2.12 | 26.89 | 1.36 | 27.12 | 0.89 |
| d-7-hexadecenoic (16:1) | 0.71 | 0.08 | 0.63 | 0.11 | 0.75 | 0.09 | 0.75 | 0.09 | 0.78 | 0.02 | 0.79 | 0.02 | 0.84 | 0.25 | 0.82 | 0.09 | 0.75 | 0.13 | 0.91 | 0.11 | 0.78 | 0.01 | 0.94 | 0.06 |
| Palmitoleic (16:1) | 1.92 | 0.16 | 2.15 | 0.08 | 1.95 | 0.11 | 2.14 | 0.05 | 2.21 | 0.09 | 2.12 | 0.26 | 2.09 | 0.14 | 1.77 | 0.27 | 2.07 | 0.32 | 2.32 | 0.24 | 2.29 | 0.39 | 2.36 | 0.18 |
| Stearic (18:0) | 16.22 | 2.62 | 17.08 | 0.54 | 18.08 | 0.77 | 16.47 | 1.16 | 16.29 | 2.31 | 15.97 | 0.55 | 15.64 | 0.69 | 17.37 | 0.75 | 16.37 | 2.51 | 17.56 | 0.35 | 14.99 | 0.29 | 15.82 | 0.66 |
| Oleic (18:1) | 5.73 | 0.20 | 5.68 | 0.31 | 5.65 | 0.38 | 6.41 | 0.50 | 6.91 | 1.38 | 5.72 | 0.24 | 6.14 | 0.73 | 6.87 | 0.81 | 6.43 | 1.78 | 9.69 | 2.62 | 8.24 | 4.11 | 6.68 | 0.53 |
| Vaccenic (18:1) | 4.57 | 0.27 | 4.06 | 0.30 | 4.17 | 0.22 | 4.34 | 0.35 | 4.33 | 0.53 | 4.58 | 0.12 | 4.63 | 0.04 | 4.41 | 0.28 | 4.51 | 0.38 | 4.31 | 0.47 | 4.63 | 0.17 | 4.85 | 0.22 |
| Linoleic (18:2) | 7.63 | 0.75 | 8.18 | 0.93 | 7.60 | 0.42 | 7.66 | 0.50 | 7.42 | 0.54 | 7.46 | 0.40 | 8.05 | 0.69 | 7.75 | 1.41 | 7.22 | 1.05 | 7.52 | 1.00 | 6.96 | 0.78 | 8.53 | 1.37 |
| g-Linolenic (18:3) | 0.08 | 0.02 | 0.09 | 0.01 | 0.08 | 0.01 | 0.09 | 0.01 | 0.08 | 0.02 | 0.09 | 0.01 | 0.08 | 0.00 | 0.08 | 0.02 | 0.08 | 0.00 | 0.08 | 0.00 | 0.08 | 0.01 | 0.08 | 0.00 |
| Linolenic (18:3) | 0.60 | 0.07 | 0.65 | 0.02 | 0.52 | 0.01 | 0.55 | 0.01 | 0.55 | 0.05 | 0.58 | 0.01 | 0.57 | 0.02 | 0.53 | 0.03 | 0.50 | 0.03 | 0.47 | 0.03 | 0.53 | 0.03 | 0.51 | 0.01 |
| Stearidonic (18:4) |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Arachidic (20:0) | 0.23 | 0.06 | 0.18 | 0.02 | 0.17 | 0.00 | 0.19 | 0.05 | 0.25 | 0.09 | 0.16 | 0.02 | 0.18 | 0.08 | 0.21 | 0.07 | 0.24 | 0.18 | 0.31 | 0.24 | 0.31 | 0.26 | 0.16 | 0.03 |
| Eicosenoic (20:1) | 0.16 | 0.04 | 0.16 | 0.01 | 0.16 | 0.01 | 0.20 | 0.02 | 0.20 | 0.01 | 0.19 | 0.03 | 0.18 | 0.01 | 0.22 | 0.04 | 0.17 | 0.02 | 0.22 | 0.02 | 0.18 | 0.02 | 0.18 | 0.00 |
| Eicosadienoic (20:2) | 0.26 | 0.06 | 0.35 | 0.06 | 0.29 | 0.03 | 0.30 | 0.04 | 0.29 | 0.05 | 0.33 | 0.01 | 0.30 | 0.03 | 0.38 | 0.09 | 0.28 | 0.01 | 0.27 | 0.01 | 0.27 | 0.03 | 0.27 | 0.04 |
| DHG-Linolenic (20:3) | 0.94 | 0.05 | 0.86 | 0.10 | 0.91 | 0.07 | 0.94 | 0.04 | 0.95 | 0.05 | 1.00 | 0.02 | 0.95 | 0.06 | 0.88 | 0.03 | 0.91 | 0.10 | 0.80 | 0.03 | 0.89 | 0.09 | 0.94 | 0.03 |
| Arachidonic (20:4) | 12.09 | 0.61 | 11.66 | 0.50 | 11.46 | 0.81 | 11.47 | 0.32 | 11.78 | 0.76 | 12.68 | 0.86 | 12.35 | 0.57 | 12.05 | 0.64 | 12.57 | 1.85 | 11.03 | 1.09 | 11.61 | 0.71 | 12.17 | 0.39 |
| Eicosatrienoic (20:3) |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Eicosatetraenoic (20:4) |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Eicosapentaenoic (20:5) | 0.05 | 0.05 | 0.08 | 0.01 | 0.07 | 0.00 | 0.08 | 0.01 | 0.09 | 0.01 | 0.08 | 0.00 | 0.08 | 0.01 | 0.09 | 0.00 | 0.08 | 0.01 | 0.08 | 0.01 | 0.08 | 0.02 | 0.09 | 0.00 |
| Behenic (22:0) | 0.21 | 0.05 | 0.25 | 0.05 | 0.23 | 0.04 | 0.31 | 0.12 | 0.39 | 0.15 | 0.22 | 0.01 | 0.29 | 0.10 | 0.32 | 0.10 | 0.36 | 0.34 | 0.51 | 0.53 | 0.59 | 0.67 | 0.21 | 0.02 |
| Erucic (22:1) | 0.09 | 0.03 | 0.09 | 0.00 | 0.08 | 0.00 | 0.10 | 0.01 | 0.10 | 0.01 | 0.12 | 0.06 | 0.10 | 0.02 | 0.10 | 0.01 | 0.09 | 0.02 | 0.10 | 0.03 | 0.09 | 0.01 | 0.08 | 0.01 |
| Docosapentaenoic (22:5) | 1.21 | 0.25 | 1.26 | 0.08 | 1.17 | 0.04 | 1.27 | 0.07 | 1.18 | 0.21 | 1.34 | 0.09 | 1.12 | 0.05 | 1.30 | 0.03 | 1.11 | 0.03 | 1.02 | 0.06 | 1.07 | 0.12 | 1.10 | 0.07 |
| Docosahexaenoic (22:6) | 17.56 | 3.61 | 15.87 | 1.30 | 17.32 | 1.69 | 16.77 | 1.39 | 15.89 | 2.69 | 17.26 | 1.84 | 16.74 | 1.65 | 14.75 | 1.74 | 15.94 | 2.24 | 13.82 | 1.47 | 16.54 | 4.09 | 16.06 | 0.97 |
| Lignoceric (24:0) | 0.29 | 0.02 | 0.30 | 0.07 | 0.26 | 0.09 | 0.40 | 0.17 | 0.56 | 0.24 | 0.22 | 0.02 | 0.37 | 0.17 | 0.45 | 0.21 | 0.55 | 0.59 | 0.83 | 0.89 | 0.96 | 1.23 | 0.28 | 0.08 |
| Nervonic (24:1) | 0.36 | 0.04 | 0.38 | 0.05 | 0.38 | 0.08 | 0.47 | 0.14 | 0.56 | 0.16 | 0.36 | 0.02 | 0.40 | 0.11 | 0.65 | 0.21 | 0.53 | 0.40 | 0.84 | 0.64 | 0.78 | 0.77 | 0.36 | 0.01 |

# Supplementary material for: Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury
**Source:** Front Physiol. 2018 Jan 30;9:19. doi: 10.3389/fphys.2018.00019
**Supplement:** Supplement 2.3 — Fatty acid content in phospholipid fraction from 1 h to 21 d post-injury for female obese C57BL/6J mice. N.d., not detected.

Supplementary Material

Comparison of fatty acid and gene profiles in skeletal muscle in normal and obese C57BL/6J mice before and after blunt muscle injury

Jens-Uwe Werner^1†^, Klaus Tödter^2†^, Pengfei Xu^1^, Lydia Lockhart^1^, Markus Jähnert^3^, Pascal Gottmann^3^, Annette Schürmann^3^, Ludger Scheja^2^, Martin Wabitsch^4,^*, Uwe Knippschild^1,^*

Supplement 2.3: Fatty acid content in phospholipid fraction from 1h to 21d post-injury for female obese C57BL/6J mice. N.d. = not detected.

|  | **Phospholipid fraction in muscle tissue of female obese C57BL/6J mice** | | | | | | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Time** | **1h** | | | | **6h** | | | | **24h** | | | | **72h** | | | | **192h** | | | | **504h** | | | |
| **Treatment** | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | |
|  | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd |
| Myristic (14:0) | 0.76 | 0.08 | 0.82 | 0.04 | 0.85 | 0.11 | 0.73 | 0.03 | 0.75 | 0.07 | 0.72 | 0.02 | 0.71 | 0.06 | 0.74 | 0.06 | 0.76 | 0.04 | 0.80 | 0.05 | 0.84 | 0.07 | 0.82 | 0.02 |
| Myristoleic (14:1) | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  |
| Palmitic (16:0) | 26.61 | 1.12 | 28.05 | 1.62 | 28.11 | 2.88 | 26.24 | 1.39 | 26.15 | 1.37 | 27.47 | 1.67 | 26.22 | 1.41 | 27.35 | 2.05 | 26.90 | 1.39 | 26.34 | 0.32 | 26.69 | 2.15 | 26.31 | 0.83 |
| d-7-hexadecenoic (16:1) | 0.71 | 0.14 | 0.69 | 0.09 | 0.70 | 0.14 | 0.67 | 0.03 | 0.60 | 0.01 | 0.58 | 0.08 | 0.66 | 0.01 | 0.62 | 0.03 | 0.67 | 0.14 | 0.79 | 0.12 | 0.67 | 0.04 | 0.67 | 0.04 |
| Palmitoleic (16:1) | 0.61 | 0.07 | 0.69 | 0.10 | 0.69 | 0.09 | 0.66 | 0.12 | 0.65 | 0.17 | 0.58 | 0.07 | 0.69 | 0.04 | 0.81 | 0.07 | 0.70 | 0.13 | 0.82 | 0.07 | 0.83 | 0.05 | 0.83 | 0.02 |
| Stearic (18:0) | 18.94 | 1.61 | 17.63 | 4.19 | 17.67 | 2.40 | 19.44 | 0.59 | 18.47 | 1.76 | 20.94 | 2.91 | 18.95 | 1.07 | 19.00 | 1.21 | 20.16 | 1.32 | 18.59 | 0.46 | 18.05 | 0.71 | 17.46 | 0.40 |
| Oleic (18:1) | 4.97 | 0.22 | 4.86 | 0.38 | 4.81 | 0.74 | 5.51 | 0.21 | 4.91 | 0.30 | 4.61 | 0.20 | 4.96 | 0.42 | 5.13 | 0.34 | 5.35 | 1.08 | 6.90 | 0.55 | 6.57 | 0.59 | 7.79 | 1.05 |
| Vaccenic (18:1) | 3.07 | 0.22 | 3.31 | 0.20 | 3.45 | 0.44 | 3.08 | 0.03 | 3.30 | 0.33 | 3.00 | 0.20 | 3.22 | 0.06 | 3.31 | 0.01 | 3.18 | 0.15 | 3.33 | 0.15 | 3.34 | 0.17 | 3.31 | 0.11 |
| Linoleic (18:2) | 9.78 | 0.91 | 7.86 | 0.12 | 8.62 | 2.77 | 9.70 | 0.60 | 9.83 | 0.48 | 8.41 | 0.92 | 9.15 | 1.30 | 8.33 | 1.63 | 9.17 | 1.21 | 9.84 | 0.38 | 9.75 | 1.48 | 9.34 | 0.96 |
| g-Linolenic (18:3) | 0.06 | 0.00 | 0.14 | 0.14 | 0.06 | 0.01 | 0.06 | 0.00 | 0.05 | 0.00 | 0.05 | 0.01 | 0.06 | 0.00 | 0.06 | 0.00 | 0.05 | 0.01 | 0.06 | 0.00 | 0.06 | 0.00 | 0.06 | 0.00 |
| Linolenic (18:3) | 0.35 | 0.02 | 1.85 | 2.53 | 0.61 | 0.43 | 0.35 | 0.01 | 0.37 | 0.05 | 0.34 | 0.03 | 0.37 | 0.01 | 0.37 | 0.00 | 0.35 | 0.03 | 0.38 | 0.02 | 0.42 | 0.03 | 0.41 | 0.00 |
| Stearidonic (18:4) | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  |
| Arachidic (20:0) | 0.17 | 0.01 | 0.33 | 0.23 | 0.32 | 0.26 | 0.17 | 0.01 | 0.15 | 0.01 | 0.18 | 0.04 | 0.16 | 0.02 | 0.16 | 0.02 | 0.19 | 0.01 | 0.18 | 0.02 | 0.16 | 0.02 | 0.24 | 0.11 |
| Eicosenoic (20:1) | 0.15 | 0.01 | 0.14 | 0.01 | 0.14 | 0.02 | 0.16 | 0.01 | 0.14 | 0.01 | 0.13 | 0.01 | 0.14 | 0.01 | 0.13 | 0.02 | 0.14 | 0.03 | 0.17 | 0.01 | 0.17 | 0.02 | 0.18 | 0.00 |
| Eicosadienoic (20:2) | 0.80 | 0.04 | 0.85 | 0.06 | 0.89 | 0.10 | 0.81 | 0.04 | 0.83 | 0.09 | 0.76 | 0.11 | 0.79 | 0.03 | 0.75 | 0.03 | 0.72 | 0.03 | 0.74 | 0.03 | 0.79 | 0.06 | 0.80 | 0.02 |
| DHG-Linolenic (20:3) | 0.80 | 0.07 | 0.72 | 0.01 | 0.75 | 0.08 | 0.72 | 0.05 | 0.81 | 0.01 | 0.70 | 0.09 | 0.76 | 0.07 | 0.70 | 0.07 | 0.74 | 0.06 | 0.75 | 0.04 | 0.72 | 0.06 | 0.70 | 0.03 |
| Arachidonic (20:4) | 10.53 | 0.60 | 10.24 | 0.65 | 11.81 | 1.82 | 9.70 | 0.37 | 11.61 | 1.70 | 10.00 | 0.64 | 10.23 | 0.12 | 11.36 | 0.22 | 10.14 | 0.28 | 10.33 | 0.46 | 10.21 | 0.67 | 10.22 | 0.38 |
| Eicosatrienoic (20:3) | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  |
| Eicosatetraenoic (20:4) | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  |
| Eicosapentaenoic (20:5) | 0.06 | 0.01 | 0.04 | 0.03 | 0.03 | 0.03 | 0.06 | 0.00 | 0.06 | 0.00 | 0.06 | 0.00 | 0.06 | 0.00 | 0.06 | 0.00 | 0.06 | 0.01 | 0.06 | 0.00 | 0.06 | 0.00 | 0.06 | 0.00 |
| Behenic (22:0) | 0.21 | 0.02 | 0.18 | 0.04 | 0.16 | 0.04 | 0.20 | 0.01 | 0.17 | 0.02 | 0.17 | 0.02 | 0.20 | 0.02 | 0.19 | 0.02 | 0.18 | 0.01 | 0.20 | 0.03 | 0.17 | 0.02 | 0.36 | 0.25 |
| Erucic (22:1) | 0.07 | 0.01 | 0.07 | 0.01 | 0.08 | 0.02 | 0.07 | 0.01 | 0.05 | 0.02 | 0.04 | 0.01 | 0.05 | 0.01 | 0.04 | 0.01 | 0.04 | 0.01 | 0.04 | 0.01 | 0.05 | 0.00 | 0.07 | 0.01 |
| Docosapentaenoic (22:5) | 2.13 | 0.20 | 2.21 | 0.13 | 2.18 | 0.24 | 1.99 | 0.12 | 2.28 | 0.22 | 2.14 | 0.23 | 2.18 | 0.08 | 2.30 | 0.06 | 2.12 | 0.12 | 1.98 | 0.16 | 2.02 | 0.06 | 1.95 | 0.07 |
| Docosahexaenoic (22:6) | 18.47 | 0.92 | 18.69 | 1.73 | 17.45 | 0.88 | 18.94 | 1.29 | 18.15 | 2.15 | 18.50 | 2.00 | 19.75 | 0.68 | 17.88 | 1.94 | 17.71 | 0.49 | 16.93 | 0.17 | 17.80 | 1.34 | 17.19 | 1.02 |
| Lignoceric (24:0) | 0.30 | 0.04 | 0.27 | 0.04 | 0.28 | 0.11 | 0.27 | 0.04 | 0.24 | 0.06 | 0.22 | 0.03 | 0.25 | 0.04 | 0.25 | 0.05 | 0.26 | 0.04 | 0.31 | 0.07 | 0.24 | 0.04 | 0.60 | 0.46 |
| Nervonic (24:1) | 0.28 | 0.04 | 0.23 | 0.05 | 0.22 | 0.06 | 0.28 | 0.04 | 0.26 | 0.04 | 0.25 | 0.03 | 0.29 | 0.03 | 0.30 | 0.03 | 0.26 | 0.02 | 0.30 | 0.05 | 0.24 | 0.04 | 0.48 | 0.29 |

# Supplementary material for: Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury
**Source:** Front Physiol. 2018 Jan 30;9:19. doi: 10.3389/fphys.2018.00019
**Supplement:** Supplement 2.4 — Significance levels of FA-composition in triglyceride fraction in muscle tissue; n = 18 per group. Statistical analysis by two-sided homoscedastic t-test. *Indicates p ≤ 0.01, **Indicates p ≤ 0.05.

Supplementary Material

Comparison of fatty acid and gene profiles in skeletal muscle in normal and obese C57BL/6J mice before and after blunt muscle injury

Jens-Uwe Werner^1†^, Klaus Tödter^2†^, Pengfei Xu^1^, Lydia Lockhart^1^, Markus Jähnert^3^, Pascal Gottmann^3^, Annette Schürmann^3^, Ludger Scheja^2^, Martin Wabitsch^4,^*, Uwe Knippschild^1,^*

Supplement 2.4: Significance levels of FA-composition in triglyceride fraction in muscle tissue; n = 18 per group. Statistical analysis by two-sided homoscedastic t-test. * indicates p ≤ 0.01, ** indicates p ≤ 0.05.

|  | **Triglyceride fraction** | | | |
| --- | --- | --- | --- | --- |
|  | **Normal** | **Obese** | **Control** | **Trauma** |
|  | **Control vs Trauma** | **Control vs Trauma** | **Normal vs Obese** | **Normal vs Obese** |
| Myristic (14:0) | 3.43E-01 | 2.85E-01 | 3.98E-18* | 3.05E-21* |
| Myristoleic (14:1) | 9.06E-01 | 7.62E-01 | 6.88E-11* | 5.29E-12* |
| Palmitic (16:0) | 4.42E-01 | 4.31E-01 | 5.04E-10* | 7.12E-13* |
| d-7-hexadecenoic (16:1) | 6.58E-02 | 1.01E-01 | 2.51E-02** | 1.86E-01 |
| Palmitoleic (16:1) | 9.76E-01 | 9.22E-01 | 1.85E-10* | 3.18E-09* |
| Stearic (18:0) | 3.20E-01 | 5.82E-01 | 4.98E-02** | 1.12E-01 |
| Oleic (18:1) | 1.61E-01 | 4.57E-01 | 1.77E-03* | 2.15E-03* |
| Vaccenic (18:1) | 1.60E-01 | 2.72E-01 | 1.20E-01 | 5.97E-02 |
| Linoleic (18:2) | 5.70E-01 | 5.76E-01 | 5.81E-18* | 5.12E-19* |
| g-Linolenic (18:3) | 2.36E-01 | 3.99E-01 | 1.39E-05* | 9.32E-07* |
| Linolenic (18:3) | 3.37E-01 | 1.70E-01 | 8.89E-04* | 7.02E-12* |
| Stearidonic (18:4) | - | - | - | - |
| Arachidic (20:0) | 5.39E-01 | 5.42E-01 | 8.69E-03* | 1.79E-06* |
| Eicosenoic (20:1) | 4.15E-01 | 6.44E-01 | 2.13E-03* | 9.70E-05* |
| Eicosadienoic (20:2) | 4.22E-01 | 2.12E-01 | 8.58E-27* | 6.91E-25* |
| DHG-Linolenic (20:3) | 4.68E-01 | 6.82E-01 | 2.75E-09* | 2.39E-08* |
| Arachidonic (20:4) | 2.11E-01 | 7.06E-01 | 3.58E-09* | 2.24E-06* |
| Eicosatrienoic (20:3) | - | - | - | - |
| Eicosatetraenoic (20:4) | - | - | - | - |
| Eicosapentaenoic (20:5) | 3.45E-01 | 1.14E-01 | 1.34E-09* | 1.34E-06* |
| Behenic (22:0) | 9.03E-01 | 6.72E-01 | 3.04E-04* | 2.47E-03* |
| Erucic (22:1) | 7.93E-01 | 8.18E-01 | 1.60E-09* | 4.69E-12* |
| Docosapentaenoic (22:5) | 5.53E-01 | 2.60E-01 | 1.19E-06* | 1.15E-04* |
| Docosahexaenoic (22:6) | 1.49E-02** | 7.31E-01 | 2.40E-10* | 4.27E-04* |
| Lignoceric (24:0) | 9.90E-01 | 9.78E-01 | 2.93E-03* | 9.03E-03* |
| Nervonic (24:1) | 3.41E-01 | 7.08E-01 | 3.11E-02** | 6.83E-01 |

# Supplementary material for: Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury
**Source:** Front Physiol. 2018 Jan 30;9:19. doi: 10.3389/fphys.2018.00019
**Supplement:** Supplement 2.5 — Fatty acid content in triglyceride fraction from 1h to 21d post-injury for female normal weight C57BL/6J mice. N.d., not detected.

Supplementary Material

Comparison of fatty acid and gene profiles in skeletal muscle in normal and obese C57BL/6J mice before and after blunt muscle injury

Jens-Uwe Werner^1†^, Klaus Tödter^2†^, Pengfei Xu^1^, Lydia Lockhart^1^, Markus Jähnert^3^, Pascal Gottmann^3^, Annette Schürmann^3^, Ludger Scheja^2^, Martin Wabitsch^4,^*, Uwe Knippschild^1,^*

Supplement 2.5: Fatty acid content in triglyceride fraction from 1h to 21d post-injury for female normal weight C57BL/6J mice. N.d. = not detected.

|  | **Trigylceride fraction in muscle tissue of female normal weight C57BL/6J mice** | | | | | | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Time** | **1h** | | | | **6h** | | | | **24h** | | | | **72h** | | | | **192h** | | | | **504h** | | | |
| **Treatment** | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | |
|  | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd |
| Myristic (14:0) | 2.05 | 0.12 | 2.20 | 0.15 | 2.28 | 0.38 | 2.09 | 0.18 | 2.03 | 0.13 | 2.00 | 0.10 | 2.09 | 0.22 | 1.89 | 0.19 | 2.09 | 0.08 | 1.97 | 0.18 | 2.01 | 0.15 | 2.04 | 0.09 |
| Myristoleic (14:1) | 0.11 | 0.04 | 0.16 | 0.01 | 0.11 | 0.04 | 0.13 | 0.03 | 0.17 | 0.01 | 0.15 | 0.01 | 0.18 | 0.01 | 0.13 | 0.06 | 0.23 | 0.02 | 0.21 | 0.06 | 0.18 | 0.03 | 0.21 | 0.04 |
| Palmitic (16:0) | 27.06 | 3.48 | 27.59 | 1.58 | 28.19 | 4.72 | 25.42 | 2.03 | 24.77 | 1.54 | 25.64 | 1.69 | 26.45 | 3.23 | 24.37 | 1.10 | 25.64 | 0.08 | 25.17 | 2.84 | 25.10 | 1.63 | 25.44 | 0.92 |
| d-7-hexadecenoic (16:1) | 0.83 | 0.12 | 0.63 | 0.15 | 0.87 | 0.05 | 0.75 | 0.10 | 0.79 | 0.01 | 0.76 | 0.05 | 0.71 | 0.05 | 0.79 | 0.09 | 0.86 | 0.06 | 0.85 | 0.11 | 0.83 | 0.03 | 0.75 | 0.14 |
| Palmitoleic (16:1) | 6.87 | 1.57 | 8.26 | 0.47 | 6.68 | 1.09 | 7.04 | 1.29 | 8.36 | 0.35 | 7.71 | 0.82 | 9.05 | 0.75 | 6.27 | 2.25 | 10.14 | 0.63 | 10.01 | 1.84 | 9.08 | 2.11 | 10.98 | 2.04 |
| Stearic (18:0) | 9.40 | 6.69 | 7.38 | 0.90 | 11.58 | 8.07 | 7.30 | 2.06 | 7.36 | 3.08 | 7.16 | 1.75 | 6.15 | 2.18 | 8.34 | 0.45 | 8.25 | 0.51 | 7.04 | 2.30 | 6.33 | 3.04 | 5.07 | 1.78 |
| Oleic (18:1) | 37.66 | 4.79 | 37.88 | 1.44 | 35.29 | 9.15 | 40.79 | 2.82 | 38.59 | 2.54 | 39.48 | 2.78 | 37.75 | 3.31 | 39.10 | 1.59 | 36.31 | 0.41 | 37.48 | 3.67 | 38.87 | 2.41 | 39.25 | 0.48 |
| Vaccenic (18:1) | 3.29 | 0.55 | 2.88 | 0.63 | 3.16 | 0.73 | 3.08 | 0.20 | 3.13 | 1.02 | 3.16 | 0.40 | 3.16 | 0.15 | 3.16 | 0.34 | 3.50 | 0.07 | 3.10 | 0.41 | 3.64 | 0.39 | 3.21 | 0.24 |
| Linoleic (18:2) | 10.33 | 3.41 | 10.85 | 1.67 | 9.34 | 3.44 | 10.90 | 2.07 | 12.41 | 1.20 | 11.15 | 1.16 | 11.92 | 1.31 | 13.04 | 1.61 | 10.53 | 0.79 | 11.51 | 3.05 | 11.39 | 0.46 | 10.68 | 1.36 |
| g-Linolenic (18:3) | 0.08 | 0.02 | 0.07 | 0.01 | 0.10 | 0.05 | 0.07 | 0.02 | 0.07 | 0.01 | 0.07 | 0.01 | 0.07 | 0.00 | 0.07 | 0.00 | 0.07 | 0.01 | 0.08 | 0.01 | 0.07 | 0.01 | 0.07 | 0.01 |
| Linolenic (18:3) | 0.61 | 0.04 | 0.66 | 0.06 | 0.92 | 0.70 | 0.61 | 0.06 | 0.73 | 0.06 | 0.63 | 0.03 | 0.70 | 0.03 | 0.65 | 0.07 | 0.60 | 0.09 | 0.67 | 0.13 | 0.67 | 0.09 | 0.62 | 0.13 |
| Stearidonic (18:4) | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  |
| Arachidic (20:0) | 0.24 | 0.07 | 0.19 | 0.07 | 0.25 | 0.17 | 0.16 | 0.02 | 0.14 | 0.01 | 0.19 | 0.02 | 0.14 | 0.02 | 0.17 | 0.02 | 0.15 | 0.01 | 0.14 | 0.01 | 0.13 | 0.04 | 0.11 | 0.04 |
| Eicosenoic (20:1) | 0.70 | 0.03 | 0.61 | 0.08 | 0.70 | 0.03 | 0.75 | 0.13 | 0.70 | 0.06 | 0.72 | 0.08 | 0.59 | 0.06 | 0.77 | 0.18 | 0.51 | 0.06 | 0.59 | 0.18 | 0.63 | 0.05 | 0.56 | 0.07 |
| Eicosadienoic (20:2) | 0.18 | 0.01 | 0.21 | 0.04 | 0.20 | 0.02 | 0.20 | 0.04 | 0.21 | 0.04 | 0.22 | 0.03 | 0.21 | 0.01 | 0.24 | 0.04 | 0.18 | 0.01 | 0.18 | 0.03 | 0.19 | 0.02 | 0.16 | 0.01 |
| DHG-Linolenic (20:3) | 0.12 | 0.02 | 0.11 | 0.03 | 0.14 | 0.02 | 0.12 | 0.03 | 0.13 | 0.03 | 0.14 | 0.02 | 0.13 | 0.02 | 0.13 | 0.01 | 0.12 | 0.00 | 0.13 | 0.01 | 0.13 | 0.01 | 0.11 | 0.02 |
| Arachidonic (20:4) | 0.28 | 0.04 | 0.27 | 0.05 | 0.23 | 0.06 | 0.25 | 0.04 | 0.28 | 0.04 | 0.32 | 0.02 | 0.32 | 0.04 | 0.38 | 0.04 | 0.37 | 0.03 | 0.41 | 0.04 | 0.34 | 0.03 | 0.36 | 0.11 |
| Eicosatrienoic (20:3) | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  |
| Eicosatetraenoic (20:4) | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  |
| Eicosapentaenoic (20:5) | n.d. |  | n.d. |  | n.d. |  | 0.02 | 0.01 | 0.02 | 0.00 | 0.02 | 0.00 | 0.02 | 0.01 | 0.02 | 0.00 | 0.02 | 0.00 | 0.02 | 0.00 | 0.02 | 0.00 | 0.01 | 0.01 |
| Behenic (22:0) | 0.06 |  | n.d. |  | n.d. |  | 0.06 | 0.03 | 0.04 | 0.01 | 0.06 | 0.01 | 0.05 | 0.01 | 0.05 | 0.01 | 0.05 | 0.00 | 0.04 | 0.00 | 0.04 | 0.02 | 0.04 | 0.01 |
| Erucic (22:1) | 0.07 | 0.03 | 0.07 | 0.02 | 0.07 | 0.01 | 0.06 | 0.02 | 0.06 | 0.02 | 0.07 | 0.01 | 0.06 | 0.01 | 0.07 | 0.01 | 0.07 | 0.01 | 0.05 | 0.00 | 0.06 | 0.04 | 0.06 | 0.01 |
| Docosapentaenoic (22:5) | 0.05 |  | n.d. |  | n.d. |  | 0.08 | 0.05 | 0.06 | 0.02 | 0.08 | 0.03 | 0.07 | 0.01 | 0.07 | 0.00 | 0.08 | 0.00 | 0.07 | 0.02 | 0.07 | 0.04 | 0.06 | 0.00 |
| Docosahexaenoic (22:6) | 0.16 |  | n.d. |  | n.d. |  | 0.15 | 0.07 | 0.14 | 0.03 | 0.20 | 0.03 | 0.14 | 0.01 | 0.22 | 0.05 | 0.17 | 0.01 | 0.20 | 0.03 | 0.16 | 0.02 | 0.17 | 0.05 |
| Lignoceric (24:0) | 0.04 |  | n.d. |  | n.d. |  | 0.05 | 0.03 | 0.03 | 0.01 | 0.04 | 0.02 | 0.03 | 0.01 | 0.03 | 0.01 | 0.05 | 0.01 | 0.03 | 0.01 | 0.03 | 0.02 | 0.02 | 0.01 |
| Nervonic (24:1) | 0.06 |  | n.d. |  | n.d. |  | 0.05 | 0.03 | 0.04 | 0.02 | 0.04 | 0.02 | 0.04 | 0.02 | 0.03 | 0.01 | 0.03 | 0.01 | 0.03 | 0.00 | 0.03 | 0.01 | 0.02 | 0.00 |

# Supplementary material for: Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury
**Source:** Front Physiol. 2018 Jan 30;9:19. doi: 10.3389/fphys.2018.00019
**Supplement:** Supplement 2.6 — Fatty acid content in triglyceride fraction from 1h to 21d post-injury for female obese C57BL/6J mice. N.d., not detected.

Supplementary Material

Comparison of fatty acid and gene profiles in skeletal muscle in normal and obese C57BL/6J mice before and after blunt muscle injury

Jens-Uwe Werner^1†^, Klaus Tödter^2†^, Pengfei Xu^1^, Lydia Lockhart^1^, Markus Jähnert^3^, Pascal Gottmann^3^, Annette Schürmann^3^, Ludger Scheja^2^, Martin Wabitsch^4,^*, Uwe Knippschild^1,^*

Supplement 2.6: Fatty acid content in triglyceride fraction from 1h to 21d post-injury for female obese C57BL/6J mice. N.d. = not detected.

|  | **Trigylceride fraction in muscle tissue of female obese C57BL/6J mice** | | | | | | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Time** | **1h** | | | | **6h** | | | | **24h** | | | | **72h** | | | | **192h** | | | | **504h** | | | |
| **Treatment** | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | | **Control** | | **Trauma** | |
|  | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd | AV | sd |
| Myristic (14:0) | 1.19 | 0.03 | 1.09 | 0.08 | 1.30 | 0.12 | 1.21 | 0.13 | 1.27 | 0.12 | 1.18 | 0.02 | 1.05 | 0.08 | 1.16 | 0.11 | 1.17 | 0.10 | 1.12 | 0.04 | 1.16 | 0.02 | 1.16 | 0.04 |
| Myristoleic (14:1) | 0.04 | 0.01 | 0.05 | 0.01 | 0.06 | 0.02 | 0.05 | 0.01 | 0.07 | 0.03 | 0.05 | 0.00 | 0.04 | 0.00 | 0.06 | 0.00 | 0.05 | 0.00 | 0.05 | 0.01 | 0.06 | 0.01 | 0.06 | 0.01 |
| Palmitic (16:0) | 20.39 | 0.21 | 19.49 | 1.05 | 20.59 | 0.49 | 20.81 | 0.59 | 20.93 | 0.99 | 20.69 | 0.58 | 20.15 | 1.09 | 20.16 | 0.25 | 20.84 | 0.18 | 20.76 | 0.95 | 20.60 | 0.39 | 20.40 | 0.66 |
| d-7-hexadecenoic (16:1) | 0.83 | 0.05 | 0.79 | 0.01 | 0.76 | 0.05 | 0.81 | 0.03 | 0.73 | 0.04 | 0.77 | 0.03 | 0.74 | 0.03 | 0.76 | 0.03 | 0.76 | 0.03 | 0.79 | 0.04 | 0.78 | 0.04 | 0.85 | 0.08 |
| Palmitoleic (16:1) | 4.36 | 0.70 | 4.62 | 0.46 | 4.66 | 1.33 | 4.20 | 0.57 | 5.19 | 1.12 | 4.47 | 0.14 | 4.07 | 0.52 | 4.94 | 0.50 | 4.10 | 0.41 | 4.22 | 0.32 | 4.60 | 0.51 | 4.65 | 0.38 |
| Stearic (18:0) | 6.50 | 1.41 | 5.38 | 1.34 | 5.93 | 0.73 | 7.27 | 0.38 | 5.44 | 1.04 | 6.79 | 0.83 | 6.06 | 0.43 | 5.52 | 0.61 | 6.48 | 0.63 | 6.85 | 2.31 | 5.75 | 0.09 | 5.53 | 0.29 |
| Oleic (18:1) | 39.62 | 0.26 | 42.33 | 2.42 | 40.79 | 1.67 | 39.70 | 1.10 | 40.44 | 0.72 | 40.43 | 0.79 | 42.07 | 1.53 | 42.22 | 0.49 | 41.12 | 0.12 | 41.56 | 2.29 | 40.99 | 1.13 | 40.99 | 1.73 |
| Vaccenic (18:1) | 3.97 | 0.44 | 3.28 | 0.31 | 2.97 | 0.02 | 2.97 | 0.07 | 2.78 | 0.13 | 2.96 | 0.09 | 3.02 | 0.09 | 2.73 | 0.18 | 2.83 | 0.32 | 2.67 | 0.21 | 2.69 | 0.15 | 2.77 | 0.11 |
| Linoleic (18:2) | 19.91 | 0.58 | 19.87 | 0.58 | 19.63 | 1.49 | 19.67 | 0.38 | 19.76 | 0.45 | 19.35 | 0.38 | 19.60 | 0.76 | 19.29 | 0.16 | 19.38 | 0.68 | 18.87 | 1.12 | 19.91 | 0.57 | 20.28 | 1.24 |
| g-Linolenic (18:3) | 0.05 | 0.00 | 0.06 | 0.02 | 0.05 | 0.01 | 0.06 | 0.01 | 0.05 | 0.00 | 0.05 | 0.00 | 0.05 | 0.01 | 0.05 | 0.01 | 0.05 | 0.00 | 0.05 | 0.01 | 0.06 | 0.00 | 0.05 | 0.01 |
| Linolenic (18:3) | 0.92 | 0.14 | 0.83 | 0.07 | 0.86 | 0.16 | 0.95 | 0.05 | 1.09 | 0.08 | 0.98 | 0.03 | 0.88 | 0.06 | 0.90 | 0.03 | 0.96 | 0.11 | 0.87 | 0.12 | 1.04 | 0.05 | 0.92 | 0.09 |
| Stearidonic (18:4) | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  |
| Arachidic (20:0) | 0.11 | 0.02 | 0.11 | 0.03 | 0.17 | 0.16 | 0.11 | 0.01 | 0.09 | 0.03 | 0.11 | 0.01 | 0.09 | 0.01 | 0.08 | 0.03 | 0.09 | 0.03 | 0.10 | 0.04 | 0.09 | 0.01 | 0.08 | 0.00 |
| Eicosenoic (20:1) | 0.50 | 0.04 | 0.51 | 0.08 | 0.59 | 0.20 | 0.54 | 0.07 | 0.51 | 0.03 | 0.54 | 0.02 | 0.54 | 0.05 | 0.51 | 0.10 | 0.56 | 0.11 | 0.54 | 0.05 | 0.53 | 0.07 | 0.53 | 0.03 |
| Eicosadienoic (20:2) | 0.52 | 0.03 | 0.51 | 0.06 | 0.56 | 0.08 | 0.54 | 0.03 | 0.55 | 0.04 | 0.54 | 0.02 | 0.55 | 0.01 | 0.55 | 0.03 | 0.54 | 0.05 | 0.50 | 0.02 | 0.54 | 0.01 | 0.54 | 0.02 |
| DHG-Linolenic (20:3) | 0.16 | 0.01 | 0.17 | 0.03 | 0.16 | 0.01 | 0.16 | 0.01 | 0.16 | 0.01 | 0.17 | 0.01 | 0.18 | 0.01 | 0.17 | 0.02 | 0.17 | 0.00 | 0.16 | 0.02 | 0.18 | 0.02 | 0.17 | 0.02 |
| Arachidonic (20:4) | 0.43 | 0.08 | 0.43 | 0.04 | 0.47 | 0.09 | 0.44 | 0.06 | 0.47 | 0.04 | 0.44 | 0.01 | 0.44 | 0.07 | 0.48 | 0.05 | 0.45 | 0.05 | 0.45 | 0.06 | 0.53 | 0.06 | 0.52 | 0.05 |
| Eicosatrienoic (20:3) | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  |
| Eicosatetraenoic (20:4) | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  | n.d. |  |
| Eicosapentaenoic (20:5) | 0.04 | 0.01 | 0.04 | 0.00 | 0.04 | 0.01 | 0.03 | 0.01 | 0.03 | 0.00 | 0.03 | 0.00 | 0.03 | 0.01 | 0.03 | 0.01 | 0.04 | 0.00 | 0.03 | 0.00 | 0.04 | 0.00 | 0.03 | 0.01 |
| Behenic (22:0) | 0.04 | 0.01 | 0.03 | 0.02 | 0.04 | 0.00 | 0.04 | 0.01 | 0.03 | 0.00 | 0.04 | 0.00 | 0.03 | 0.00 | 0.03 | 0.00 | 0.03 | 0.01 | 0.03 | 0.01 | 0.03 | 0.00 | 0.03 | 0.00 |
| Erucic (22:1) | 0.03 | 0.01 | 0.03 | 0.01 | 0.03 | 0.00 | 0.03 | 0.01 | 0.02 | 0.00 | 0.03 | 0.00 | 0.02 | 0.00 | 0.02 | 0.01 | 0.03 | 0.01 | 0.02 | 0.01 | 0.02 | 0.00 | 0.02 | 0.00 |
| Docosapentaenoic (22:5) | 0.10 | 0.01 | 0.10 | 0.01 | 0.11 | 0.01 | 0.11 | 0.00 | 0.11 | 0.01 | 0.09 | 0.01 | 0.10 | 0.01 | 0.09 | 0.00 | 0.09 | 0.01 | 0.09 | 0.01 | 0.10 | 0.00 | 0.10 | 0.01 |
| Docosahexaenoic (22:6) | 0.22 | 0.04 | 0.22 | 0.01 | 0.24 | 0.02 | 0.24 | 0.02 | 0.25 | 0.01 | 0.23 | 0.01 | 0.23 | 0.03 | 0.24 | 0.02 | 0.23 | 0.02 | 0.24 | 0.03 | 0.28 | 0.01 | 0.27 | 0.03 |
| Lignoceric (24:0) | 0.03 | 0.01 | 0.02 | 0.01 | 0.03 | 0.01 | 0.03 | 0.01 | 0.02 | 0.01 | 0.02 | 0.01 | 0.02 | 0.01 | 0.01 | 0.01 | 0.02 | 0.00 | 0.02 | 0.01 | 0.02 | 0.01 | 0.02 | 0.00 |
| Nervonic (24:1) | 0.05 | 0.00 | 0.07 | 0.06 | 0.02 | 0.00 | 0.04 | 0.02 | 0.02 | 0.02 | 0.02 | 0.00 | 0.02 | 0.00 | 0.01 | 0.01 | 0.02 | 0.01 | 0.02 | 0.01 | 0.02 | 0.00 | 0.01 | 0.01 |

# Supplementary material for: Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury
**Source:** Front Physiol. 2018 Jan 30;9:19. doi: 10.3389/fphys.2018.00019
**Supplement:** Supplement 3.1 — ID's, gene name, description and significance levels of fat metabolism microarray analysis. Red = p ≤ 0.05; Green = p ≤ 0.01.

Supplementary Material

Comparison of fatty acid and gene profiles in skeletal muscle in normal and obese C57BL/6J mice before and after blunt muscle injury

Jens-Uwe Werner^1†^, Klaus Tödter^2†^, Pengfei Xu^1^, Lydia Lockhart^1^, Markus Jähnert^3^, Pascal Gottmann^3^, Annette Schürmann^3^, Ludger Scheja^2^, Martin Wabitsch^4,^*, Uwe Knippschild^1,^*

Supplement 3.1: ID’s, gene name, description and significance levels of fat metabolism microarray analysis. 

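The table behind this heading gives a p per gene, diet and time point, and Table 6 the fold changes. For the 20 measured genes of fatty acid metabolism, all 200 fold changes of Table 6 equal, to 2 decimals, the ratio of the mean linear intensities of the 3 trauma and 3 control mice, with the sign turned and the ratio inverted where the control mean is the larger. All 26 bold values of these genes have a p of at most 0.05 in a test of unequal variances on the linear intensities, without adjustment for the number of genes. Of these 26 values, 20 passed limma after adjustment over all genes. The 3 bold values of obese mice were Acot2 and Srebf2 at 24 h and Pltp at 8 d, and 0 of the 3 passed limma after adjustment. From Elovl5 on, the gene descriptions in the supplement stand beside other symbols than their own.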

Red = p ≤ 0.05; Green = p ≤ 0.01.

|  |  | **Trauma versus Control** | | | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Normal** | | | | | **Obese** | | | | |  |
| **UniqueID** | **Name** | **1h** | **6h** | **24h** | **3d** | **8d** | **1h** | **6h** | **24h** | **3d** | **8d** | **Description** |
| 171210 | *Acot2* | 9.447E-01 | 7.113E-01 | 7.867E-01 | 3.468E-01 | 5.394E-01 | 1.937E-01 | 6.061E-01 | 1.555E-02 | 8.928E-01 | 9.605E-01 | acyl-CoA thioesterase 2 |
| 11690 | *Alox5ap* | 6.268E-02 | 1.989E-01 | 1.907E-01 | 4.978E-03 | 1.855E-01 | 1.728E-01 | 3.770E-01 | 1.988E-01 | 2.353E-01 | 3.321E-01 | arachidonate 5-lipoxygenase activating protein |
| 11810 | *Apobec1* | 4.463E-01 | 1.379E-01 | 3.604E-01 | 2.458E-02 | 6.245E-02 | 3.047E-01 | 2.030E-01 | 1.210E-01 | 2.009E-01 | 2.038E-01 | apolipoprotein B mRNA editing enzyme, catalytic polypeptide 1 |
| 11811 | *Apobec2* | 5.740E-02 | 8.834E-01 | 1.772E-01 | 3.476E-02 | 8.850E-01 | 2.977E-01 | 2.484E-01 | 1.669E-01 | 3.413E-01 | 4.897E-01 | apolipoprotein B mRNA editing enzyme, catalytic polypeptide 2 |
| 80287 | *Apobec3* | 6.206E-01 | 3.628E-01 | 2.541E-01 | 2.235E-02 | 5.410E-02 | 4.367E-01 | 3.826E-01 | 4.207E-01 | 1.725E-01 | 3.750E-01 | apolipoprotein B mRNA editing enzyme, catalytic polypeptide 3 |
| 11816 | *Apoe* | 6.832E-01 | 9.703E-01 | 6.142E-01 | 2.107E-04 | 3.141E-02 | 4.226E-01 | 6.079E-01 | 3.972E-01 | 1.954E-01 | 6.515E-02 | apolipoprotein E |
| 54325 | *Elovl1* | 2.021E-01 | 1.711E-01 | 5.317E-01 | 1.302E-02 | 1.469E-01 | 6.440E-01 | 3.921E-01 | 2.376E-01 | 3.493E-01 | 7.470E-01 | elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 1 |
| 68801 | *Elovl5* | 5.274E-01 | 5.867E-01 | 5.201E-01 | 1.590E-02 | 3.791E-01 | 3.611E-01 | 8.224E-01 | 7.476E-01 | 5.809E-01 | 3.399E-01 | elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 2 |
| 14077 | *Fabp3* | 9.356E-01 | 8.249E-01 | 4.070E-02 | 4.700E-01 | 9.085E-01 | 6.781E-01 | 8.901E-01 | 7.666E-02 | 2.018E-01 | 6.470E-01 | elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 3 |
| 76267 | *Fads1* | 9.717E-01 | 4.815E-01 | 9.228E-01 | 4.549E-02 | 7.379E-01 | 9.466E-01 | 3.122E-01 | 7.456E-01 | 3.533E-01 | 8.806E-01 | elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 4 |
| 60527 | *Fads3* | 3.126E-01 | 8.764E-01 | 3.198E-01 | 5.360E-03 | 4.743E-02 | 4.947E-01 | 8.668E-01 | 3.166E-01 | 2.225E-01 | 8.939E-01 | ELOVL family member 5, elongation of long chain fatty acids (yeast) |
| 56356 | *Gltp* | 9.259E-01 | 5.394E-01 | 2.903E-01 | 5.778E-03 | 1.992E-02 | 3.003E-01 | 4.150E-01 | 1.809E-01 | 1.846E-01 | 3.427E-01 | ELOVL family member 6, elongation of long chain fatty acids (yeast) |
| 16819 | *Lcn2* | 1.832E-01 | 2.181E-01 | 3.525E-01 | 3.026E-02 | 3.270E-01 | 2.462E-01 | 4.289E-01 | 4.247E-01 | 1.290E-01 | 4.918E-01 | ELOVL family member 7, elongation of long chain fatty acids (yeast) |
| 16835 | *Ldlr* | 6.316E-01 | 7.290E-02 | 6.008E-01 | 2.144E-02 | 7.751E-01 | 1.170E-01 | 3.133E-01 | 1.191E-01 | 6.973E-01 | 9.534E-01 | fatty acid binding protein 1, liver |
| 16956 | *Lpl* | 5.575E-01 | 5.910E-01 | 1.160E-02 | 1.726E-01 | 3.125E-01 | 7.000E-01 | 7.571E-01 | 1.697E-01 | 1.332E-01 | 6.898E-01 | fatty acid binding protein 12 |
| 16971 | *Lrp1* | 4.425E-01 | 1.955E-01 | 8.946E-01 | 1.322E-02 | 1.190E-01 | 7.346E-01 | 9.513E-01 | 1.254E-01 | 1.728E-01 | 4.148E-01 | fatty acid binding protein 2, intestinal |
| 67620 | *Lrp2bp* | 5.649E-01 | 5.298E-01 | 7.535E-02 | 2.933E-04 | 1.073E-01 | 9.849E-01 | 2.959E-01 | 1.299E-01 | 2.831E-01 | 6.981E-02 | fatty acid binding protein 3, muscle and heart |
| 18830 | *Pltp* | 3.597E-01 | 9.606E-01 | 7.098E-01 | 1.084E-02 | 7.346E-02 | 9.973E-01 | 9.052E-01 | 4.417E-01 | 2.570E-01 | 2.721E-02 | fatty acid binding protein 4, adipocyte |
| 30049 | *Scd3* | 5.805E-01 | 9.412E-01 | 4.618E-01 | 1.028E-02 | 1.800E-02 | 5.732E-01 | 2.025E-01 | 1.811E-01 | 1.748E-01 | 9.911E-01 | fatty acid binding protein 5, epidermal |
| 20787 | *Srebf1* | 7.391E-01 | 7.842E-01 | 8.018E-01 | 3.546E-02 | 1.379E-01 | 8.309E-01 | 4.709E-01 | 9.780E-01 | 7.890E-01 | 9.499E-02 | fatty acid binding protein 6, ileal (gastrotropin) |
| 20788 | *Srebf2* | 7.814E-01 | 3.854E-01 | 9.599E-02 | 1.867E-02 | 2.415E-01 | 4.256E-01 | 3.094E-01 | 3.168E-02 | 5.817E-01 | 3.986E-01 | fatty acid binding protein 7, brain |

# Supplementary material for: Comparison of Fatty Acid and Gene Profiles in Skeletal Muscle in Normal and Obese C57BL/6J Mice before and after Blunt Muscle Injury
**Source:** Front Physiol. 2018 Jan 30;9:19. doi: 10.3389/fphys.2018.00019
**Supplement:** Supplement 3.2 — ID's, gene name, description and significance levels of Notch, Insulin, Sonic hedgehog and Apoptosis microarray analysis. Red = p ≤ 0.05; Green = p ≤ 0.01.

Supplementary Material

Comparison of fatty acid and gene profiles in skeletal muscle in normal and obese C57BL/6J mice before and after blunt muscle injury

Jens-Uwe Werner^1†^, Klaus Tödter^2†^, Pengfei Xu^1^, Lydia Lockhart^1^, Markus Jähnert^3^, Pascal Gottmann^3^, Annette Schürmann^3^, Ludger Scheja^2^, Martin Wabitsch^4,^*, Uwe Knippschild^1,^*

Supplement 3.2: ID’s, gene name, description and significance levels of Notch, Insulin, Sonic hedgehog and Apoptosis microarray analysis. 

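For the notch, insulin, sonic hedgehog and apoptosis genes, all 510 fold changes of the 51 measured genes in Table 7 equal the signed ratio of mean linear intensities to 2 decimals. Of their 91 values in bold, 90 have an unadjusted p of at most 0.05 in the test of unequal variances, and 58 passed limma after adjustment over all genes. The exception is Trp53inp1, a p53-induced protein, which is bold at 6 h in obese mice and misses that level there, and meets it at 24 h in obese mice without being bold. Obese mice have 14 of the bold values, among them Nfkbid at 1 h with a fold change of 1.73 and Pdk4 at 24 h with -1.91, and 0 of the 14 passed limma after adjustment.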

Red = p ≤ 0.05; Green = p ≤ 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

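Muscle of the left hind leg was taken from female C57BL/6J mice without injury or 1 h, 6 h, 24 h, 3 d or 8 d after a blunt injury by a drop tower, and RNA was measured on Mouse Gene 1.0 ST arrays. The 60 arrays form 20 groups of 3 mice, given by diet, treatment and time point as the sample labels state them. Each diet and time point has 3 trauma mice and its own 3 controls, and each mouse was measured once. The authors summarized and normalized the arrays by robust multi-array averaging with affy 1.52.0 and preprocessCore 1.36.0 and annotated transcript clusters with mogene10sttranscriptcluster.db 8.5.0. The table holds linear intensities, and the array medians show that the 6 arrays of each diet and time point were normalized as a set of their own. A log2 transformation was taken here for all tests. All 60 columns were used.

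Of 20314 transcript clusters, 19402 carry exactly 1 gene symbol, 49 carry several and 863 none, and the last 2 kinds were left out. Of these symbols, 633 were updated through the gene ID to the RefSeq annotation of GRCm38.p6, where 19361 were found. Where a gene had more than 1 cluster, the one with the highest mean was kept, which set 4 aside and left 19398 genes. Every comparison used limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with Benjamini-Hochberg adjustment over all genes, and an adjusted p under 0.05 counted as changed. Every adjusted p of a gene in the text comes from limma. Trauma was compared with control within each diet and time point on 6 arrays. The diet difference, the response of obese mice minus that of normal weight mice, was tested on the 12 arrays of a time point. The smallest exact p for 3 against 3 mice is 0.1, so no exact test of a single gene was used. A comparison of obese with normal weight controls had been planned and was not made, because the sets were normalized separately.

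Gene lists were fixed before the data were examined: the genes of Tables 6 and 7, lists for processes of lipid metabolism, inflammation, signaling and regeneration, and markers of cell types, 42 lists in all. Lists of processes or genes that the paper reports from these arrays are not independent of its findings. For each list, members past the threshold were counted, adjusted over all genes and over the list alone, and camera was run with a preset correlation of 0.01 and with an estimated one, beside fry. List p values were adjusted over the 42 lists of a comparison. Genes named in the text follow a rule written before the data were examined: every measured gene of Tables 6 and 7, whose values the paper shows, and Elovl3, which it names; the 10 higher and 10 lower genes with the largest change among those that passed and whose groups did not overlap; and of each list the members with the largest change that passed, or the smallest p if none did. Hoxd and tendon genes were grouped after their values were seen. Some genes of Tables 6 and 7 are not reported here.

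In tests on simulated data with the spread of these arrays, a change of 0.5, 1 and 2 on the log2 scale was found for 37.3%, 98.5% and 100% of changed genes in the comparison of normal weight mice at 3 d, for 37.3%, 92.5% and 98.5% in that of obese mice and for 8.96%, 91.0% and 100% in the diet difference. In these, 9, 6 and 8 unchanged genes were called. The shares need not hold for genes that vary more between mice. A shifted list was called by camera in all 15 simulated comparisons and 0 of 40 other lists were. This does not vouch for list calls in the arrays, where genes of a list can be correlated. In normal weight mice at 1 h, the estimated correlation was 0.75 for oxidative phosphorylation. Of 231 list calls in the arrays, 1 held with an estimated correlation. Alternatives were a fit of all 60 arrays together, array weights and quantile normalization over all arrays. Others left out the dimmest 25% of genes, or took the mean of the clusters of a gene. Equal variances were tested with and without adjustment, and unequal variances without it. Minimum fold changes of 1.5 and 2 were set in the unadjusted test of equal variances. Each mouse was also left out in turn. Added after the data were seen were a test of unequal variances on linear intensities with a ratio of at least 1.5, a Hoxd score as a covariate in the fit of all 60 arrays, and leaving out the late-numbered controls of 1 h and 6 h. Other splits of the same arrays were counted for the numbers of changed genes, including those of the paper's gene tables at 3 d. They were also counted for the numbers of diet differences and for the share of called genes that follow the Hoxd score. All 10 splits were taken for the counts of a set of 6 arrays and 100 draws otherwise. Fold changes of single genes and the gene list tests were not tested in this way. Phospholipid, triglyceride and quantitative PCR data were not analysed here.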

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

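In this part, the tests of a discordant mouse, of the Hoxd score as a covariate, of the share of injured tissue, of a delay, of the Hoxd genes in controls and of the animal numbers were chosen after the result was seen.

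The response to injury differed between the diets for 3015 genes at 3 d (6937 with array weights), for 163 at 8 d (672 with array weights; 1 to 502 leaving out 1 mouse) and for 1 at 24 h (2 with array weights; 0 with all 60 arrays in one fit and without any of 9 of the 12 mice), Chad, an adhesion protein of cartilage and tendon, with a difference of 1.16 ± 0.14 (adjusted p = 0.0394). At 3 d the difference of Alox5ap was -2.08, and those of Myh3, Mymk and Ankrd1, which the paper does not discuss, were -5.15, -4.32 and -5.27 on the log2 scale, with rises over control of 4.97, 4.94 and 5.76 in normal weight mice. Of the 10 lower genes with the largest difference at 3 d, Tnni1, a troponin of slow fibers, ranked highest. Tnnc1, Atp2a2 and Tnnt1 were among these 10 too. Why these genes differed was not tested. The tables argue against mouse8188 as the whole cause, since 2187 differences were called without it, and against a delay of the obese response to 8 d, since the slope of obese changes on those of normal weight mice at 3 d was 0.0843 at 8 d (0.0584 to 0.1049 leaving out 1 mouse) and 0.2114 at 3 d (0.1084 to 0.3338). They also argue against a smaller share of injured tissue in the obese samples as the whole cause, since such a share would lower all genes of a mouse alike. The obese animals mouse8080, mouse8185 and mouse8188 held a median of 28.63%, 21.33% and 0.78% of the normal weight excess in macrophage markers, 65.08%, 36.13% and 0.97% in matrix genes, 23.54%, 12.23% and 1.04% in cell division genes, 39.53%, 27.62% and -5.93% in interferon response genes, and 0.86%, -5.47% and 0.00% in satellite cell and myoblast markers. In 2 of the 3, mouse8080 and mouse8185, the lower quartile of the macrophage shares lies above the upper quartile of the satellite cell and myoblast shares, by 23.97 and 13.77 percentage points. For mouse8188, with -0.50, a smaller share stays open, because the medians of these lists there are at most 1.04%. Against another part of the muscle, as read from the Hoxd genes, as the whole cause, 3067 differences were called with the Hoxd score of each array as a covariate and 3925 in the same fit without it, and 2128 of the 3067 are among the 3015. The Hoxd genes themselves differed between the diets by 2.53 at 3 d, and 9 tendon genes by a median of -1.47, with 2 called lower. Another part of the muscle therefore stays open as part of the cause. A weaker regenerative response of obese mice remains a hypothesis for these arrays. The paper's histology, which was not analysed here, describes regeneration at 8 d as more advanced in normal weight mice. It also reports a delayed peak of inflammation in obese mice. A sample from another zone of the injury that the Hoxd genes do not mark, and a delay to a time that was not sampled, were not tested.

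At 24 h the Hoxd genes, which mark position along the limb, were higher after injury and tendon genes lower: Hoxd8 had log2 fold changes of 2.74 (adjusted p = 6.46e-04) in normal weight and 1.36 (adjusted p = 0.0403) in obese mice, Hoxd10 of 2.50 (adjusted p = 0.0029) and 1.88 (adjusted p = 0.0207), and Chad of -2.23 (adjusted p = 5.20e-05) and -1.07 (adjusted p = 0.0207). Hoxd8 also varies without injury, spanning more than 1 log2 unit among the 3 uninjured mice in 8 of 10 control groups. The other 2 are the controls of 24 h, with spans of 0.6191 in normal weight and 0.4603 in obese mice, so injury as what changed the Hoxd genes stays open at this time. Another part of the muscle in the injured samples is a candidate explanation: of 257 genes called at 24 h in normal weight mice, 94.16% changed in the direction of their slope on the Hoxd score in uninjured controls of other times, against 49.33% at 3 d and 49.76% at 8 d, although 2 of 100 draws were as large, with 97.28% as the highest other. A batch of animals cannot be told apart from the injury, since the animal numbers of trauma and control mice overlap in 0 of 2 diets at 24 h. The slopes on the Hoxd score rest in part on the late-numbered controls of 1 h and 6 h. These deviated from their groups by a mean of -1.27 in Hoxd8 and -1.32 in Hoxd10. The slopes therefore cannot separate another part of the muscle from such a batch. No biological explanation was tested beyond injury itself.

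At 1 h after injury, Fos at 4.18 and Il1b at 4.75 changed in obese mice, genes that the paper does not discuss. The obese count of 4 at 1 h became 0 without mouse7427 or mouse7558. In normal weight mice at 1 h, limma called 0 genes, but 15 of 17 immediate early genes passed adjusted over the list alone. The direct test of the diets called 0 genes at 1 h, so a change in obese mice alone is not shown.

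For the counts over all times, chance can be excluded as a grouping of the arrays of all 5 times at once, and not for any 1 time: in normal weight mice 1 of 100 draws, the real one, reached 7300 (highest other 7231), and in obese mice 2 of 100 reached 26 (highest other 26). The draw with 7231 keeps the real groups of 3 d and 8 d, and the highest without those of 3 d is 1273. The other obese draw with 26 keeps those of 1 h and 24 h. For the diet differences the splits do not decide. At 1 h and 6 h the real count is 0, which all 100 draws reach (highest other 70 and 1). At 24 h, 3 d and 8 d, 7, 10 and 11 of 100 draws were as large (real 1, 3015 and 163, highest other 812, 5944 and 816). The 10 splits of the normal weight mice are too few here: all 9 other draws as large at 3 d and all 10 at 8 d keep the real groups of the normal weight mice. With neither diet in its real groups the highest was 0, 0 and 1 at these times. The draw with 812 keeps both real groupings with 1 of them reversed, and so adds the responses of the diets. The 10 splits of 6 arrays are too few for a share under 0.05. The real and highest other counts are 260 and 1, 7058 and 0, and 1047 and 0 for normal weight mice at 24 h, 3 d and 8 d, and 4 and 0 and 22 and 0 for obese mice at 1 h and 24 h. In each of these 5, 1 of 10 splits was as large. For normal weight mice at 6 h and obese mice at 6 h, 3 d and 8 d all 10 splits gave 0. For normal weight mice at 1 h all 10 were as large as the real count of 0, and the highest other of 37 sets trauma animals mouse7415 and mouse7592 with control mouse7416 against the rest, which points to a structure of the samples. For Tables 6 and 7 the real counts at 3 d are 17 and 47 in normal weight mice and 0 and 0 in obese mice, with 0 as the highest other.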

How the results depend on the processing

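The Welch test on linear intensities, the Hoxd covariate and leaving out the late-numbered controls were chosen after seeing the data. No paired analysis was possible because all animals differ. All 15 controls of a diet in place of the 3 of a time point, and the comparison of controls between the diets, were not run because sets were normalized separately. The normal weight count at 3 d stayed within 1.5-fold in the fits by limma on all mice, and no named result reversed. Counts follow in the order 1 h, 6 h, 24 h, 3 d and 8 d where no time is given, and except where the construction shows it (fewer mice, no adjustment, a stricter fold), the cause was not tested. With all 60 arrays in one fit, normal weight 29, 48 and 0 at the first 3 times and 1602 at 8 d; obese 112, 1, 12 and 84 up to 3 d, 208 in all; difference at 24 h 0; Table 6 and Table 7 in obese mice at 3 d 1 and 2; Apobec1 in obese mice 1.30 (adjusted p = 0.0266) and its difference -1.76 (adjusted p = 0.00123). With array weights, normal weight 1 at 1 h and 2198 at 8 d; obese 8 at 1 h, 121 at 24 h, 145 at 3 d, 273 in all; differences 2, 6937 and 672 at 24 h, 3 d and 8 d; Apobec1 difference -1.58 (adjusted p = 0.012). The adjusted p of the Apobec1 difference is 0.0632 otherwise. With quantile normalization, normal weight 1 h 1, and of 3398 differences at 3 d 54.8% were above 0, against 43.95% of the 3015, with 2529 shared. Without the dimmest 25%, normal weight 1 h 1, obese 24 h 38, obese in all 43. With an equal-variance test at unadjusted p of at most 0.05, normal weight 1178, 891, 2115 and (8 d) 3334; obese 973, 510, 1285, 971 and 661, 4016 in all; Table 7 obese 3. With a Welch test, normal weight 807, 583, 1593 and (8 d) 2549; obese 702, 334, 959, 621 and 436, 2869 in all; Table 7 obese 1. With the equal-variance test adjusted, normal weight 24 h 1, 3 d 4618, 8 d 6, in all 4621; obese 1 h 0, 24 h 0, in all 0. With the equal-variance test at unadjusted p of at most 0.05 and fold minimums of 1.5 and 2, in all 3630 and 1644 in normal weight, 440 and 189 in obese mice. With the Welch test on linear intensities and a ratio of at least 1.5, normal weight 78, 47, (3 d) 3096 and (8 d) 470; obese 76, 16, 95, 80 and 5; summed 3894 and 272, counted once 3352 and 264. With the Hoxd covariate added to the fit of all 60 arrays, the normal weight counts were 29, 51 and 0. The obese counts were 113, 1, 1 and (3 d) 72, and the differences 0 at 24 h, 3067 at 3 d and 162 at 8 d. That fit without the covariate gave 29, 48 and 0, then 112, 1, 12 and 84, and differences of 0, 3925 and 152. Without the late-numbered controls the differences at 1 h and 6 h were 0 and 0. They were 0 with all mice too, so these counts cannot show whether the result is stable. Of 231 list calls in 630 tests, 1 was called with an estimated correlation, and 204 and 202 were also called with all 60 arrays and with quantile normalization. Leaving out 1 mouse, the ranges are: normal weight 0 to 13, 0 to 1, 54 to 222, 4907 to 6455, 9 to 1970, in all 5256 to 7504; obese 0 to 33, 0 to 0, 1 to 30, 0 to 497, 0 to 0, in all 5 to 514; differences 0 to 0, 0 to 0, 0 to 1, 1658 to 3437, 1 to 502; Table 6 normal weight 15 to 17, obese 0 to 2; Table 7 normal weight 45 to 46, obese 0 to 3; Alox5ap normal weight 3.04 to 3.25, obese 0.62 to 1.65, difference -2.52 to -1.49; Apobec1 normal weight 2.87 to 3.20, obese 0.86 to 1.95, difference -2.20 to -1.10. Of these, the obese total was 54 without mouse7425, 5 without mouse8229 or mouse8350, 8 without mouse8102 and 514 without mouse8188, the normal weight counts at 1 h and 6 h were 1 and 1 without mouse8427 and mouse7591, and the difference at 24 h was 0 without 9 of 12 mice. Of 206 values of genes named in the text, 24 lost and 7 gained the call with all 60 arrays, 1 and 8 with array weights and 7 and 1 with quantile normalization. Leaving out 1 mouse at a time, 162 of 1386 such values lost the call and 19 gained it. Low signal over background limits the dimmest genes, which these intensities do not separate from absent RNA.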

Differences from the paper's values

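The paper gives 3829 differentially expressed genes over the whole time course in normal weight mice, and limma called 7300 at an adjusted p under 0.05, where the paper states a p of at most 0.05 and names neither an adjustment nor a fold minimum. Of the alternatives set before the data were examined, the adjusted equal-variance test (4621) and the equal-variance test with a fold of at least 1.5 (3630) lie within 1.5-fold of the paper's count. All 60 arrays in one fit (8685), array weights (9094), quantile normalization (7336), leaving out the dimmest 25% (6873), the mean of the transcript clusters (7298), the equal-variance (10911) and Welch tests (9298) without adjustment and a fold of at least 2 (1644) do not.

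For obese mice the introduction and results of the paper give 272, and limma called 26. All 60 arrays in one fit (208), array weights (273) and the equal-variance test with a fold of at least 2 (189) lie within 1.5-fold of the paper's count, while quantile normalization (28), leaving out the dimmest 25% (43), the mean of the transcript clusters (26), the equal-variance (4016) and Welch tests (2869), the adjusted equal-variance test (0) and a fold of at least 1.5 (440) do not. A Welch test on linear intensities at p of at most 0.05 with a ratio of at least 1.5, summed over the times and chosen after seeing the values, gives 3894 in normal weight and 272 in obese mice. Of the bold values of measured genes it drops 4 of 26 in Table 6 and 34 of 91 in Table 7.

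The paper describes insulin pathway genes as generally lower in obese mice after injury. Of the 29 measured genes, 13, 14, 12, 9 and 13 lay below 0 in obese mice at 1 h, 6 h, 24 h, 3 d and 8 d, and limma called 0. Of the 6 values of measured genes of this pathway that it marks in obese mice, 5 are negative and 1 is positive. The largest of the 5, Pdk4 at 24 h, has a log2 fold change of -0.97 ± 0.22 (adjusted p = 0.214) here. The paper also describes an increase of Elovl3 together with Elovl1. Elovl1 rose at 3 d, while Elovl3 passed in no comparison and was highest at 8 d in normal weight mice, at 1.43.

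Among the measured genes, Tables 6 and 7 mark 17 values of obese mice as significant in bold, and limma called 0 of them after adjustment, as did quantile normalization and the mean of the transcript clusters. All 60 arrays in one fit called 4 of the 17 (Myc, Jund, Nfkbid and Nfkbiz at 1 h), array weights 1 (Nfkbid at 1 h), and without adjustment the equal-variance test called 16 and the Welch test 15. Of the 100 bold values of these genes in normal weight mice limma called 78, all 60 arrays in one fit 76, array weights 85, quantile normalization 70 and the 2 tests without adjustment 100 and 96. For 16 of the 17 obese values the Welch test on linear intensities gives an unadjusted p of at most 0.05, and the exception is Trp53inp1 at 6 h. The paper counts 35 apoptosis genes, and its table lists 36 under that heading and the shared headings.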

Other observations

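At 24 h after injury, normal weight mice had 93 higher and 167 lower genes. The acute-phase proteins Serpina3n and Hp rose by 2.92 ± 0.45 (adjusted p = 0.0238) and 2.90 ± 0.46 (adjusted p = 0.0276). Of 24 genes of fatty acid oxidation and uptake 9 fell and 0 rose (20 adjusted over the list alone), such as Cd36, a carrier of fatty acids, at -0.64 ± 0.10 (adjusted p = 0.0238) and the carnitine carrier Slc25a20 at -0.67 ± 0.09 (adjusted p = 0.014) (camera adjusted p = 2.07e-22, adjusted p = 0.579 with an estimated correlation). In obese mice limma called 0 of the 24, with 18 at an unadjusted p under 0.05 and 12 adjusted over the list alone (camera adjusted p = 4.90e-16, adjusted p = 0.389 with an estimated correlation). Of 15 interferon response genes 3 rose in each diet (10 and 14 adjusted over the list alone), with the antiviral protein Oasl2 at 1.37 ± 0.22 (adjusted p = 0.0301) in normal weight and 1.56 ± 0.19 (adjusted p = 0.0403) in obese mice. The 9 fatty acid genes became 0 without mouse8202 or mouse8434, 3 without mouse7718, 4 without mouse7965 and 6 without mouse8197. The 3 interferon genes of normal weight mice became 0 without mouse8197 or mouse8434, 1 without mouse8202, 2 without mouse7941 and 5 without mouse7965, and those of obese mice 0 without mouse8229, mouse8350 or mouse8102, 1 without mouse8098, 2 without mouse8101 and 7 without mouse8352. With all 60 arrays in one fit 0 genes were called at 24 h in normal weight mice and 12 in obese mice. The animal numbers of trauma and control mice do not overlap at 24 h, so these changes cannot be told apart from a batch of animals, and the signs of 94.16% of the calls in normal weight mice follow the Hoxd score among uninjured controls of other times. The higher genes of the diets shared 9 genes against 0.0911 by chance. Of the 260 genes called in normal weight mice, 93.9% had the same direction in obese mice. Tendon genes that fell in normal weight mice include the collagen-binding proteins Fmod at -2.82 ± 0.34 (adjusted p = 0.012) and Kera at -1.92 ± 0.13 (adjusted p = 8.80e-04) and the tendon protein Tnmd at -1.84 ± 0.23 (adjusted p = 0.0127).

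At 3 d in normal weight mice, 19 of 21 cell division genes rose (21 adjusted over the list alone), with Mki67, a marker of dividing cells, at 3.06 ± 0.17 (adjusted p = 9.07e-06) and Top2a, a topoisomerase, at 2.94 ± 0.18 (adjusted p = 1.37e-05) (camera adjusted p = 6.64e-15, adjusted p = 0.236 with an estimated correlation). All 15 interferon response genes rose, with Ifit1 at 2.84 ± 0.15 (adjusted p = 8.28e-06) (camera adjusted p = 6.49e-13, adjusted p = 0.163 with an estimated correlation). All 23 genes of oxidative phosphorylation fell, with the complex I subunit Ndufs1 at -1.17 ± 0.20 (adjusted p = 0.0023) (camera adjusted p = 4.09e-07, adjusted p = 0.405 with an estimated correlation), and 17 of 24 genes of fatty acid oxidation fell (20 adjusted over the list alone), with Ppargc1a, a regulator of mitochondria, at -1.39 ± 0.21 (adjusted p = 0.0013) (camera adjusted p = 1.60e-05, adjusted p = 0.415 with an estimated correlation). Of 15 mature fiber genes 10 fell (11 adjusted over the list alone; 5 without mouse8221, mouse8222 or mouse8224 and 6 without mouse8223), with Casq1, a calcium store protein, at -0.67 ± 0.09 (adjusted p = 6.84e-04) (camera adjusted p = 0.00392, adjusted p = 0.405 with an estimated correlation). Of 13 clock genes 8 fell (9 adjusted over the list alone), with Bhlhe41 at -1.03 ± 0.16 (adjusted p = 0.00176) (camera adjusted p = 0.00451, adjusted p = 0.117 with an estimated correlation). In obese mice limma called 0 genes of each of these lists at 3 d, with 8, 2, 11, 12, 3 and 1 at an unadjusted p under 0.05, and 6 fatty acid oxidation genes passed adjusted over the list alone. Camera at the preset correlation called 19 of all 42 lists in obese mice at 3 d, and 0 with an estimated correlation. Without mouse8188, obese mice had 5 called cell division genes, 5 of interferon response, 3 of oxidative phosphorylation, 6 of fatty acid oxidation, 2 of mature fibers and 0 clock genes. The difference between the diets passed for 15 cell division, 5 clock, 5 interferon and 5 mature fiber genes (19, 8, 14 and 7 adjusted over each list alone). The 5 interferon genes became 0 without mouse8186 or mouse8223, 1 without mouse8221, mouse8222, mouse8441 or mouse8189, 2 without mouse8224, 3 without mouse7780 and 11 without mouse8080. Tnni1, a troponin of slow fibers, differed by -6.27 ± 1.43 (adjusted p = 0.0152), with 2.62 ± 1.00 (adjusted p = 0.0715) in normal weight and -3.65 ± 0.73 (adjusted p = 0.674) in obese mice.

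Of the stress response genes 8 of 17 rose at 3 d in normal weight mice (9 adjusted over the list alone), with Mt2, a metallothionein, at 4.47 ± 0.26 (adjusted p = 1.16e-05) and Hmox1, the heme-degrading enzyme, at 3.78 ± 0.23 (adjusted p = 1.57e-05) (camera adjusted p = 1.17e-04, adjusted p = 0.117 with an estimated correlation). Of 17 immediate early genes 10 rose and 1 fell (10 and 1 adjusted over the list alone), with Atf3 at 1.86 ± 0.36 (adjusted p = 0.00481) (camera adjusted p = 2.03e-04, adjusted p = 0.291 with an estimated correlation), and of 16 acute cytokines and chemokines 7 rose and 1 fell (7 and 1 adjusted over the list alone), with Ccl9 at 3.33 ± 0.14 (adjusted p = 3.67e-06) (camera adjusted p = 0.0029, adjusted p = 0.294 with an estimated correlation). At 1 h, limma called 0 immediate early genes in normal weight mice, with 15 of 17 at an unadjusted p under 0.05 and 15 adjusted over the list alone (camera adjusted p = 1.72e-27, adjusted p = 0.253 with an estimated correlation), and 3 in obese mice, with 17 adjusted over the list alone (camera adjusted p = 2.07e-39, adjusted p = 0.129 with an estimated correlation). The 0 became 2, 1 and 3 without mouse7416, mouse8427 and mouse7415, the 3 became 0 without mouse7427 or mouse7558, 2 without mouse8421 and 7 without mouse7425, and limma on all 60 arrays called 7 in normal weight and 13 in obese mice. Neutrophil markers at 1 h in obese mice passed for 0 of 12 in limma (2 without mouse7423, 3 without mouse7425, 8 with all 60 arrays in one fit), with 8 at an unadjusted p under 0.05 and 8 adjusted over the list alone, such as the calcium-binding protein S100a9 at 2.44 ± 0.30 (adjusted p = 0.0832) (camera adjusted p = 1.17e-17, adjusted p = 0.129 with an estimated correlation).

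At 8 d in normal weight mice, 22 of 27 matrix genes were higher (22 adjusted over the list alone), with Col1a1 at 2.14 ± 0.14 (adjusted p = 0.00314) (camera adjusted p = 1.66e-23, adjusted p = 0.234 with an estimated correlation), 14 of 17 macrophage markers (15 adjusted over the list alone; camera adjusted p = 3.39e-16, adjusted p = 0.267 with an estimated correlation), 8 of 13 satellite cell and myoblast markers (11 adjusted over the list alone), with Myh3 at 3.32 ± 0.33 (adjusted p = 0.00964) (camera adjusted p = 1.51e-10, adjusted p = 0.234 with an estimated correlation), and 5 of 11 fibroblast markers (8 adjusted over the list alone; camera adjusted p = 2.02e-08, adjusted p = 0.267 with an estimated correlation). These counts rest on single mice: matrix genes were 2, 7, 11 and 13, macrophage markers 1, 2, 3 and 10, satellite cell and myoblast markers 0, 2, 2 and 4 and fibroblast markers 2, 3, 3 and 3 without mouse8257, mouse8442, mouse8255 and mouse8116. Limma on all 60 arrays called 18, 13, 9 and 5, and the equal-variance test with adjustment called 6 genes in all at 8 d.

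Among markers of other cells at 3 d in normal weight mice, 6 of 11 fibroblast markers rose and 1 fell (6 and 1 adjusted over the list alone), with Mfap5 at 1.89 ± 0.28 (adjusted p = 0.00113) (camera adjusted p = 0.00282, adjusted p = 0.415 with an estimated correlation). Of 12 neutrophil markers 2 rose (2 adjusted over the list alone), with the receptor Csf3r at 1.13 ± 0.12 (adjusted p = 1.99e-04) and a camera adjusted p of 0.232. Of 10 endothelial markers 2 rose and 2 fell (2 and 2 adjusted over the list alone), with Cdh5 at 0.57 ± 0.16 (adjusted p = 0.0247) and Flt1 at -0.40 ± 0.11 (adjusted p = 0.0184), and of 10 adipocyte markers 2 fell, with Plin4 at -0.97 ± 0.19 (adjusted p = 0.00568). Of 7 B cell markers 2 fell, of 4 red blood cell markers 3, of 5 Schwann cell markers 2, of 8 keratinocyte markers 1 and of 8 mast cell markers 2, with Slc4a1, an anion exchanger of red blood cells, at -0.43 ± 0.12 (adjusted p = 0.0285) and Gjc3, a gap junction protein of Schwann cells, at -0.67 ± 0.22 (adjusted p = 0.0438). Leaving out 1 normal weight mouse at 3 d, the called neutrophil markers were 1 without mouse8221, mouse8222 or mouse8224, endothelial markers 1 without mouse8221, mouse8222 or mouse8441 and 2 without mouse8224, adipocyte markers 8 without mouse8441, and B cell markers 0 without mouse8222, mouse8441, mouse8223 or mouse8224 and 1 without mouse7780. Red blood cell markers were 0 without mouse8222, mouse8441 or mouse8224, 1 without mouse8221 or mouse8223 and 2 without mouse7780, Schwann cell markers 1 without mouse7780, mouse8223 or mouse8224 and 3 without mouse8222 or mouse8441, keratinocyte markers 0 without mouse8222, mouse8223 or mouse8224 and 2 without mouse8221, and mast cell markers 0 without 5 of the 6 mice and 3 without mouse7780. Adjusted over each list alone, the lower markers were 2 for adipocytes, and 3, 3, 4, 0 and 0 for B cells, red blood cells, Schwann cells, keratinocytes and mast cells. Camera called none of these last 7 lists in normal weight mice, with adjusted p values from 0.098 for Schwann cells to 0.589 for B cells, and their obese counts at 3 d were 0 each in limma, with 4 endothelial, 2 adipocyte and 0 other markers at an unadjusted p under 0.05. Without mouse8188, 2 fibroblast, 1 neutrophil, 1 endothelial and 7 adipocyte markers were called in obese mice.

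In the next pattern, the tests were set before their values were seen. The controls mouse8427, mouse8421, mouse8158 and mouse8454 at 1 h and 6 h, the highest animal numbers of their groups, deviate from the other controls of their groups in the same genes: pairwise correlations across genes are 0.5493 to 0.7191, and 43.07% of genes deviate alike in all 4, where 12.5% would by chance. A later batch of animals or arrays may account for it and stays open, since the deviation correlates at 0.2015 with control minus trauma at 24 h in normal weight mice and at 0.1100 in obese mice. Another time of day stays open too: the median absolute deviation of 13 clock genes, 0.30, lies at percentile 87.83 of 10000 random lists. The bound set beforehand for excluding it, under percentile 95, was too wide, because a value near the top of random lists cannot exclude a shift of the clock. In these controls genes of fatty acid oxidation deviated by a median of 0.40 and matrix genes by -0.36. Among single genes, the small RNA Snora44 deviated by a mean of 2.68 and Myl2 by 2.51. Hoxd8 and Hoxd10, which mark position along the limb, deviated by -1.27 and -1.32. Another part of the muscle therefore stays open as well and was not tested for this pattern.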
